# Identification and Functional Analysis of Healing Regulators in *Drosophila*

**DOI:** 10.1371/journal.pgen.1004965

**Published:** 2015-02-03

**Authors:** Carmen Álvarez-Fernández, Srividya Tamirisa, Federico Prada, Ariel Chernomoretz, Osvaldo Podhajcer, Enrique Blanco, Enrique Martín-Blanco

## Abstract

Wound healing is an essential homeostatic mechanism that maintains the epithelial barrier integrity after tissue damage. Although we know the overall steps in wound healing, many of the underlying molecular mechanisms remain unclear. Genetically amenable systems, such as wound healing in *Drosophila* imaginal discs, do not model all aspects of the repair process. However, they do allow the less understood aspects of the healing response to be explored, e.g., which signal(s) are responsible for initiating tissue remodeling? How is sealing of the epithelia achieved? Or, what inhibitory cues cancel the healing machinery upon completion? Answering these and other questions first requires the identification and functional analysis of wound specific genes. A variety of different microarray analyses of murine and humans have identified characteristic profiles of gene expression at the wound site, however, very few functional studies in healing regulation have been carried out. We developed an experimentally controlled method that is healing-permissive and that allows live imaging and biochemical analysis of cultured imaginal discs. We performed comparative genome-wide profiling between *Drosophila* imaginal cells actively involved in healing versus their non-engaged siblings. Sets of potential wound-specific genes were subsequently identified. Importantly, besides identifying and categorizing new genes, we functionally tested many of their gene products by genetic interference and overexpression in healing assays. This non-saturated analysis defines a relevant set of genes whose changes in expression level are functionally significant for proper tissue repair. Amongst these we identified the TCP1 chaperonin complex as a key regulator of the actin cytoskeleton essential for the wound healing response. There is promise that our newly identified wound-healing genes will guide future work in the more complex mammalian wound healing response.

## Author Summary

Two major challenges in our understanding of epithelial repair and regeneration is the identification of the signals triggered after injury and the characterization of mechanisms initiated during tissue repair. From a clinical perspective, a key question that remains unanswered is “Why do some wounds fail to heal?” Considering the low genetic redundancy of *Drosophila* and its high degree of conservation of fundamental functions, the analysis of wound closure in imaginal discs, whose features are comparable to other post-injury events, seems to be a good model. To proceed to genomic studies, we developed a healing-permissive *in vitro* culture system for discs. Employing this method and microarray analysis, we aimed to identify relevant genes that are involved in healing. We compared cells that were actively involved in healing to those not involved, and identified a set of upregulated or downregulated genes. They were annotated, clustered by expression profiles, chromosomal locations, and presumptive functions. Most importantly, we functionally tested them in a healing assay. This led to the selection of a group of genes whose changes in expression level and functionality are significant for proper tissue repair. Data obtained from these analyses must facilitate the targeting of these genes in gene therapy or pharmacological studies in mammals.

## Introduction

Damage to an organism initiates a cascade of events that includes inflammation and the formation and remodeling of new tissue. Multiple studies have revealed significant similarities between how tissues are rebuilt during repair episodes and how they are built during development [1]. Thus, when considering epithelial repair, clear parallels exist at the structural level, as well as in signaling and the control of gene expression with the embryonic dorsal closure or the fusion of imaginal discs in *Drosophila*, ventral enclosure in *C. elegans* or eyelid closure in vertebrates [1–5]. Remarkably, co-assembly of actin cables and filopodial protrusions are instrumental in all these processes, with the majority being dependent on signaling by the JNK cascade [3, 6–9].

In invertebrates, the immediate wound healing response involves the formation of a temporary plug that encapsulate invading microbes, along with the activation of melanization and cross-linking enzymes [10]. In *Drosophila* larvae the outer part of the plug forms a scab within the first few hours of being wounded. The surrounding epidermal cells then orient themselves towards the wound and spread to reestablish a continuous epithelium. In larval epithelia wounds, the inactivation of the JNK pathway inhibits epidermal spreading and reepithelialization [11]. Remarkably, healing of incisional wounds in *Drosophila* adults also proceeds through a JNK dependent, lamellipodial-directed, epidermal cell spreading and scab formation [12]. In contrast, and similar to vertebrate early embryos, *Drosophila* embryos wounded by laser beams accumulate an actomyosin cable at the leading edge and display dynamic filopodial protrusions. The same is observed when imaginal discs are subjected to mechanical or genetic injuries [3, 13, 14]. The actin cable and the filopodial protrusions appear to participate in efficient sealing. The cable pulls the wound margins like a purse-string and assembles in response to different signaling events, including the activity of the JNK pathway [3, 13].

While we begin to understand some of the mechanisms of wound healing, many aspects remain unanswered. Genetically amenable systems, such as the healing of *Drosophila* imaginal discs, do not model all aspects of the repair process, such as inflammation or connective tissue contraction and fibrosis. However, they do allow the less understood aspects of the healing response to be explored; e.g. which cues regulate the migratory and proliferative machinery of reepithelialization? Which signal(s) and transduction pathways are responsible for initiating actin remodeling at the leading edge? How is sealing of the epithelia achieved? What inhibitory cues cancel the healing machinery upon completion? Answering these and other questions first requires the systematic identification and functional analysis of wound specific genes.

Examination of gene expression patterns using whole-genome techniques has been instrumental in the identification of many genes participating in specific developmental processes with potential relevance to disease pathogenesis [15]. To define the transcriptome program and identify pathways and genes critical to wound healing we have carried out genome-wide expression profiling and functional screens for potential healing regulators in *Drosophila* imaginal discs.

Imaginal discs are epithelial sacs composed by several thousand cells that, upon metamorphosis, evert and differentiate to form the external structures of the adult [16]. Imaginal discs are composed of two opposing layers of epithelial cells; a highly columnar epithelium (CE) that develops into adult structures during metamorphosis, and a layer of flat, squamous cells (peripodial epithelium—PE), which has a leading role in disc eversion and fusion [17, 18]. Shortly after puparium formation, imaginal discs evaginate and assume their positions at the surface of the prepupal animal. About 6 hours after pupariation, the proximal disc regions detach from their connection with the larval epidermis and expand, gradually replacing it. Contralateral and ipsilateral discs adjoin each other and finally meet and fuse. Spreading is driven by filopodia and actin bridges, which mediate the stretching of the imaginal epithelia [7]. This process, like embryonic dorsal closure and the healing of wounds either in embryos, larval and adult epidermis, or imaginal discs, depends on JNK activity and involves the specification of leading edge cells, which express *puckered* [7]. Wing imaginal discs mutant for the JNK pathway do not spread, or fail to reach the midline and seal the imaginal thorax. Similar abnormalities are observed after overexpressing Puc or dominant-negative JNK transgenes [19].

Injured imaginal discs heal and regenerate after implantation in adult abdomens, or in culture in growth permissive conditions [20, 21]. After cutting, CE and PE cells at the wound edges initiate healing through formation of a supracellular actin cable and emission of filopodial protrusions. Both epithelia expand and the wound edges zip and match to fulfill healing. Subsequently, discs engage in regenerative processes. The activation of the JNK pathway is observed in several rows of cells at the edge of discs wounds and is instrumental in the process promoting actin cable and filopodia formation [13]. These different steps are fully recapitulated in the repair of imaginal tissues after genetic ablation [14].

We have performed a comparative genome-wide profiling of imaginal cells actively involved in healing (JNK-activity positive) vs their non-engaged siblings. In these analyses, we identified a set of potential wound specific genes and defined specific co-expressed gene families participating in the healing process by Gene Ontology (GO), comparisons with published transcriptomic data, and clustering analysis. Importantly, besides identifying potentially relevant genes, we tested the function of many of their gene products by genetic interference and overexpression in two different processes; the fusion of imaginal discs during metamorphosis and wound healing in cultured discs. The fusion of imaginal discs was chosen as a functionally related proxi to discs healing. These non-saturated analyses identified a set of genes whose change in expression level and functionality was significant for proper tissue repair. Amongst those genes identified in the analysis, we explored in detail the role of individual subunits of the TCP1 chaperonin complex. Chaperones recognize proteins in non-native conformations and mediate the acquisition of the native structure [22]. One such chaperone complex is the TCP1 complex, which is known to mediate the folding of actin and tubulins [23]. We found that interference with TCP1 function affects actin cytoskeleton dynamics leading to early healing failure in imaginal discs. This indicates that the controlled expression of TCP1 subunits constitutes a new regulatory element essential to facilitate protein (actin) folding and wound healing.

Studies of the processes leading to wound closure should allow us to elucidate some of the general mechanisms that regulate natural cell movements during embryogenesis and late development. The factors identified in this study may thus be instrumental in the control of morphogenetic epithelial plasticity.

## Results

To investigate *Drosophila* genes that are specifically involved in healing, wounded imaginal discs were cultured *in vitro*, and one-channel microarrays used to compare the gene expression profiles of healing-engaged cells (those showing activation of the JNK signaling cascade) with cells not participating in healing (silent JNK activity).

### Healing of incised wing discs in culture

Firstly, we developed an assay to culture and image wing imaginal discs isolated from synchronized late third instar larvae *in vitro*. This assay employed a modified medium, which we found to be healing-permissive (see Materials and Methods). We uncovered that the healing of incised wing discs fully resembled that of wounded discs cultured in adult fly abdomens *in vivo* (Fig. 1A).

**Fig 1:**
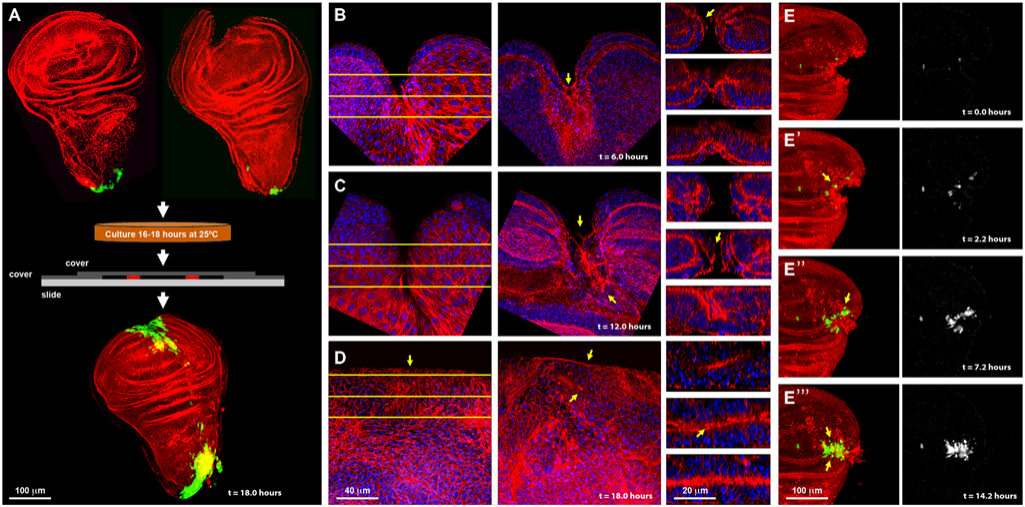
Imaginal discs wound healing *in vitro*. **A)** On the top row are shown dissected wing imaginal discs before injury (left) and just after injury (right) displaying *puc* expression at the stalk and some PE cells. Imaginal discs were cultured in a modified MM3 medium up to 24 hours on chambered slides as shown (center), which prevents discs folding and allows their imaging *in vivo*. At the bottom, a healed imaginal disc after 18 hours of culture displays strong ectopic *puc* expression at the wound edge and surrounding areas. Double staining for *puc* (green; *puc^E69^*-A—Gal4; UAS-GFP) and Actin (Phalloidin—red). **B)** Injured disc after 6 hours of *in vitro* culture. PE view (left) displaying a wide wound gap (yellow lines indicate the positions chosen for Z reconstruction). CE view (middle) of the same disc, showing elongated cells at the leading edge, filopodia and the initial zippering (arrow) of the epithelia. Orthogonal sections at three different levels (right) with the CE facing upwards and the PE downwards. The CE becomes partially disorganized establishing strong heterotypic contacts with the PE (arrow). **C)** Injured disc after 12 hours of *in vitro* culture. PE, CE and orthogonal views are shown as in B. There is a remarkable reduction in wound size and a notable actin accumulation (arrows). **D)** Injured imaginal disc after 18 hours of *in vitro* culture. Complete wound closure is observed for both, the PE (left), and CE (middle). Orthogonal sections show the basolateral zippering of the columnar epithelia (right). For **B** to **D**, phalloidin (actin) is shown in red; DAPI (nuclei) in blue. **E, E', E''** and **E''')** Time-lapse snapshots from S1 Movie of the healing process of a wounded imaginal disc cultured in modified MM3 medium. As culture progresses, *puc* expression (arrows) builds up at the edges on those cells actively engaged in healing. Cell membranes are shown in red (FM4–64) and *puc* expression in green (*puc^E69^*-A—Gal4; UAS-GFP) (left). The green channel is shown on the right. Scale bars are indicated for each panel.

Specifically, healing initiation could be morphologically observed after 6 hours in culture. Both disc epithelia (CE and PE) curled towards each other, reducing the wound surface, and establishing heterotypic contacts. This contractile curling seemed to be carried out by microfilaments underlying the CE [24]. Next, the CE initiated wound ‘zippering’ by emitting filopodial extensions from both, the basal and apical surfaces. At this time, actin accumulation was observed at the edges of the wound, initially in the PE. This actin ‘cable’ persisted in healing discs as long as 18 hours. Lastly, the CE cells facing the wound vertex changed their shape elongating towards the wound edge (Fig. 1B). After 12 hours of culture the elongated PE cells initiated wound closure, leading to a remarkable reduction in the wound surface. By this time, homotypic contact had formed within the CE and PE, and the CE completed basolateral zippering (Fig. 1C). Wound closure was completed when the CE and PE met and fused after 18 hours. Afterwards, both, the CE and PE underwent tissue relaxation, leaving no scar behind (Fig. 1D and S1 Movie). All these steps precisely resemble the healing of imaginal discs *in vivo* [13, 24], although with a slightly slower kinetics (18 instead of 12 hours for completion). A mass of cell debris was frequently seen attached to the wound vertex. However, this was extruded upon edges apposition.

*In vitro* cultures allow the epithelial sealing process to occur without any influence or assistance from circulating blood cells (haemocytes) and potential inflammatory responses. It also permits the isolation of sibling healing-engaged and healing-silent cells.

Using transgenic flies expressing GFP under the indirect control (Gal4-UAS system) of a specific JNK-responsive *puc* enhancer (see Materials and Methods), we found that *puc* is expressed in the disc stalk and at low levels in PE cells in non-wounded discs cultured *in vitro*. We also found that the JNK signaling becomes activated in cells participating in healing. Four hours after wounding, GFP expression was initiated both, in CE and PE cells along the epithelial wound edges. By 16 hours, high levels of GFP had expanded laterally from the leading edge and could be observed in all cells actively engaged in healing at the time of sealing completion (Fig. 1E). This observed dynamics of *puc* expression (S1 Movie) supports the previously described correlation between healing and JNK activity.

### Expression profiles of wild type and wounded wing imaginal discs

In order to quantitatively isolate *puc* expressing and non-expressing cells, we cultured wounded and non-wounded discs isolated from synchronized late third instar larvae for a length of time that maximized GFP expression and healing response. To isolate distinct viable cell populations expressing GFP, the discs were then subjected to dissociation and cell sorting by FACS (S1 Fig.).

The genes involved in healing were identified from whole genome expression profiles after four different populations were sampled: (1) JNK-active cells from wild type wing discs (**JNK^+^**); (2) JNK-silent cells from wild type wing discs (**JNK^-^**); (3) JNK-active cells from wounded wing discs (**JNK^+^ W**); and (4) JNK-silent cells from wounded wing discs (**JNK^-^ W**). 

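RNA of FACS-sorted wing disc cells was amplified in 2 rounds and measured on 14 Affymetrix Drosophila Genome 2.0 arrays. There were 4 arrays of JNK+ W cells (replicates A, B, I and II), 4 of JNK- W cells (1A, 1B, I and II), 3 of JNK+ cells and 3 of JNK- cells (replicates 1, 2 and 3). GFP expressed from the *puc* driver separated JNK-positive from JNK-negative cells, and all discs had been cultured for 16 to 18 hours. The deposited values are log2 intensities after RMA, which corrects background, quantile normalizes the arrays and summarizes the probes of each probe set. The number of arrays per population limits the precision of every value given for these samples. Median log2 intensity was 4.81 to 5.01 in the 8 wounded arrays and 5.36 to 5.43 in the 6 non-wounded arrays, so that the median probe set was shifted by -0.51 between the 2 states, and by -0.0085 after all 14 arrays were quantile normalized together. Levels in wounded and non-wounded discs are therefore not on 1 scale as deposited, and each change with wounding was taken from the values normalized together. Comparisons of JNK-positive with JNK-negative cells within a state used the deposited values. The supplementary methods state 3 independent samples per population, whereas the discussion calls the experiment quadruplicated, and nothing states which of the 4 wounded arrays came from separate cultures. Replicates I and II differed by a standard deviation of 0.11 to 0.12 between arrays of 1 population, against 0.36 to 0.47 for the other pairs of wounded arrays and 0.11 to 0.22 for non-wounded pairs. Averaging I and II into 1 sample per population gave the fold changes of S2 and S3 Tables more closely than 4 separate arrays did (median absolute log2 difference 0.031 against 0.078 over 1064 probe sets). A p-value over all wounded arrays may therefore partly measure technical spread. Group means and SDs are given with I and II averaged (n = 3). The global comparison used all 8 wounded arrays and the 8520 probe sets with an intensity over 40 in at least 25% of arrays and an interquartile range above the 10th percentile. The comparisons of both states tested 18769 probe sets, with I and II averaged and with all 14 arrays. Differences were fitted with limma and adjusted by the Benjamini-Hochberg method, and 40 lists of genes were fixed before the data were examined. For W, the counts and median of a list cover its members past the filter of the global comparison, whereas the list test (camera) took all its members. The paper's text and tables had been read by then, so the JNK, TCP1, extracellular matrix, Pvf, cuticle, actin and Iroquois lists are not independent of its results.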

Probes prepared from these samples were hybridized to microarrays and their median expression ratios were compared. Using stringent filter settings (see Materials and Methods) different sets of transcripts were identified.

Changes in gene expression between JNK-positive and negative cells were analyzed for both, wounded discs and controls (see Materials and Methods). Firstly, we performed a global comparison in wounded discs (2-fold change, p-value < 0.05) of healing-competent (**JNK^+^ W**) cells vs. their non-engaged siblings (**JNK^-^ W**). This rendered 294 upregulated and 180 downregulated genes. 

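In wounded discs, 238 genes (249 probe sets) were at least 2-fold higher in JNK+ W cells than in JNK- W cells at an adjusted p under 0.05, and 117 genes (123 probe sets) were at least 2-fold lower. *Drip*, which encodes an aquaporin, had a mean log2 intensity of 9.15 ± 0.22 (SD, n = 3) in JNK+ W cells and 4.55 ± 0.43 (SD, n = 3) in JNK- W cells, a log2 difference of 4.50 (SE 0.22, adjusted p = 6.4e-06) in limma. Its JNK- W mean lies below the medians of the wounded arrays (4.81 to 5.01), near background, so the size of this difference is uncertain. The carbonic anhydrase gene *CAH2* rose by 4.21, the cuticle protein gene *Cpr64Aa* by 4.00 and *Tig*, which encodes the extracellular integrin ligand Tiggrin, by 3.93, and *CG11370* and *CG13067* rose by 4.44 and 4.10. The other large rises were those of *CG17108* (3.41), *CG8066* (3.39), *Jhbp2* (3.39) and *CG42675* (3.36). Among the largest falls, *eEF1alpha2*, a translation elongation factor gene, had a log2 intensity of 9.98 ± 0.62 (SD, n = 3) against 13.48 ± 0.30 (SD, n = 3), a difference of -3.53 (SE 0.25, adjusted p = 3.7e-05). *CG5080* fell by 3.23, *E(spl)m6-BFM* by 3.04, *Adgf-A*, an adenosine deaminase gene, by 2.90, *tn* by 2.85, *Mes2* by 2.80 and the muscle actin gene *Act87E* by 3.23 on the log2 scale. These genes were chosen as the largest rises and falls in which all 4 JNK+ W arrays lay on 1 side of all 4 JNK- W arrays. Of 10 JNK targets, 6 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone, and 0 lower at an unadjusted p under 0.05). The median was 1.13 (camera adjusted p = 1.2e-05, and adjusted p = 0.14 with an estimated correlation). They include *scaf* (1.91), *upd1*, a JAK/STAT ligand gene (1.56), *Ets21C* (1.38), *cher* and *Ilp8*, which encodes a relaxin-like peptide of the growth response (1.21). *puc*, the phosphatase gene whose enhancer marks the sorted cells, had a difference of 1.05 (SE 0.60, adjusted p = 0.29), with JNK- W replicate 1A at 6.89 and the 3 other JNK- W arrays at 9.68 to 9.84. Beside these, 6 of 9 adepithelial myoblast markers fell and 0 rose in limma (0 at an unadjusted p under 0.05 as well), among them *zfh1* (-2.96), *Him* (-2.92) and *htl* (-2.68). Members had a median of -0.98 (camera adjusted p = 4.3e-06, and adjusted p = 0.13 with an estimated correlation). With I and II averaged, 204 genes were higher and 78 lower. The balance of the 2 directions was not stable: array quality weights gave 185 higher and 283 lower and the Roman arrays (I and II) alone 187 and 329, whereas the letter arrays (A, B, 1A and 1B) alone gave 191 and 32.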

When more relaxed conditions were applied (1.5-fold change, p-value < 0.05), additional sets, comprising 439 upregulated and 568 downregulated genes, were identified (Fig. 2A and S1 Table).

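At 1.5-fold, 512 genes (544 probe sets) were higher and 264 genes (292 probe sets) lower in JNK+ W cells, which adds 274 and 147 genes to those past 2-fold. Among those between the thresholds were the JNK pathway kinase gene *msn*, with a log2 difference of 0.72 (SE 0.13, adjusted p = 0.0078), and *zip*, which encodes the heavy chain of non-muscle myosin II, at 0.66 (SE 0.11, adjusted p = 0.0055). *kni*, a transcription factor gene, rose by 0.81 and *Cyt-c1* by 0.73, whereas *fbp*, the gene of the gluconeogenic enzyme fructose-1,6-bisphosphatase, fell by 0.86 and *nonA*, which encodes an RNA-binding protein, by 0.64. Apart from *msn*, these genes were chosen after their values were seen. S1 Table lists 745 probe sets as higher, of which 738 were used here and 7 actin control probe sets of the array were not. Of the 738, 731 had the same sign here and 397 were also among the 544 called higher, and of its 788 lower probe sets 741 had the same sign and 224 were among the 292 called lower. Single arrays move these counts: without JNK+ W replicate I, 314 genes were higher and 162 lower, and without JNK+ W replicate II, 317 were higher and 163 lower. With I and II averaged the counts were 243 and 97. More genes were lower than higher with array quality weights (510 higher and 835 lower) and with the Roman arrays alone (508 and 904), whereas the letter arrays alone gave 191 and 32.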

**Fig 2:**
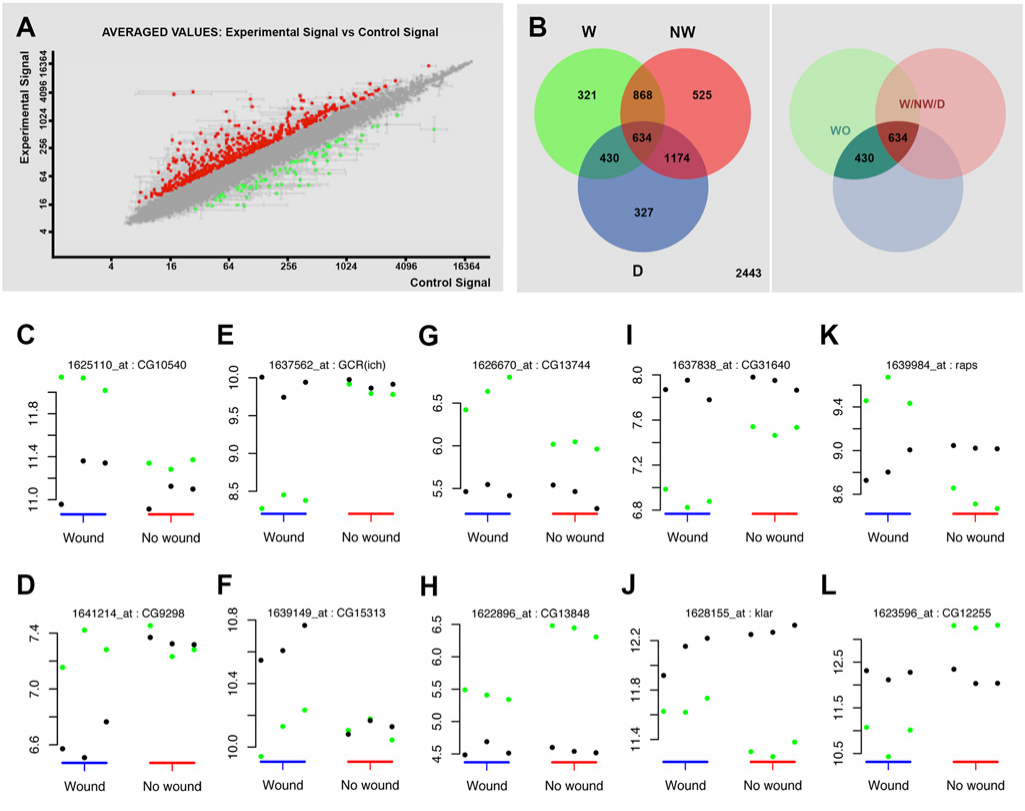
Transcriptomic healing response in imaginal discs. **A)** log-log scatter plot of the averaged microarray data for the global comparison between JNK signaling positive healing-engaged cells and their siblings in wounded imaginal discs (733 upregulated (red) and 748 downregulated (green) genes—FC 1.5, p-value < 0.05). **B)** A Venn diagram was used to represent the interactions of the different identified populations. The **W** subpopulation corresponds to those 2253 genes whose expression is modified in wounded discs. The **NW** subpopulation corresponds to those 3201 genes whose expression is modified in non-wounded discs. The **D** subpopulation corresponds to those 2565 genes in wounded or non-wounded discs that appear differentially modified between JNK-positive and negative cells. The **WO** and **W/NW/D** intersections highlighted on the right covers the 430 genes differentially expressed in wounded discs only and the 634 genes differentially expressed in both, wounded and in non-wounded discs but distinctly in both conditions. **C** to **L**) Representative genes for different subpopulations covering the **WO** and **W/NW/D** sets. Green spots show the level of expression for each replica in JNK-positive cells. Black spots show the levels of expression for each replica in JNK-negative cells. **C)** Genes upregulated in JNK-positive cells in wounded discs only (*CG10540*). **D)** Genes downregulated in JNK-negative cells in wounded discs only (*CG9298*). **E)** Genes downregulated in JNK-positive cells in wounded discs only [*GCR(ich)—CG5812*]. **F)** Genes upregulated in JNK-negative cells in wounded discs only (*CG15313*). **G)** Genes more upregulated in JNK-positive cells in wounded than in non-wounded discs (*CG13744*). **H)** Genes less upregulated in JNK-positive cells in wounded than in non-wounded discs (*CG13848*). **I)** Genes more downregulated in JNK-positive cells in wounded than in non-wounded discs (*CG31640*). **J)** Genes less downregulated in JNK-positive cells in wounded than in non-wounded discs (*klar—CG17046*). **K)** Genes upregulated in JNK-positive cells in wounded and downregulated in non-wounded discs (*raps—CG5692*). **L)** Genes downregulated in JNK-positive cells in wounded and upregulated in non-wounded discs (*CG12255*).

Secondly, we analyzed statistically significant variations between the changes observed in both experimental conditions (wounded vs. controls). Genes whose changes were found to be significant (1.3-fold change, FDR adjusted p-value < 0.05) in any comparison were kept for analysis. Using this method, three subpopulations were identified: 1) **W**, genes whose expression is modified in wounded discs (**JNK^+^ W** vs. **JNK^-^ W**); 2) **NW**, genes whose expression is modified in non-wounded discs (**JNK^+^** vs. **JNK^-^**) and 3) **D**, genes that appear differentially modified between JNK-positive and negative cells in wounded vs. unwounded discs. 

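Among the largest differences in non-wounded discs were rises of *Tsp42El*, which encodes a tetraspanin (5.74, SE 0.46), *Arc1*, which encodes a Gag-like capsid protein (5.47 for 1 of its probe sets), and the glutathione transferase gene *GstE6* (5.20), on the log2 scale with 3 arrays per population. Also among the 10 largest were the metallothionein gene *MtnA* (5.06), *AOX1* (4.90) and *CG12310* (4.61). *Tsp42El* had a mean of 11.12 ± 0.0088 (SD, n = 3) in JNK+ cells and 5.39 ± 0.38 (SD, n = 3) in JNK- cells. The transcription factor gene *Sox15*, which is expressed in the wing hinge, had the largest fall (-4.04, SE 0.29), from 9.79 ± 0.23 (SD, n = 3) in JNK- cells to 5.74 ± 0.092 (SD, n = 3) in JNK+ cells. Other large falls were those of *CG33978* (-2.84), the hinge gene *zfh2* (-2.43), the phospholipase C gene *norpA* (-2.01) and *Skel* (-1.97). Of 23 genes of wing regional identity, 11 were lower and 2 higher in JNK+ cells (2 higher and 13 lower when adjusted over the list alone), with *caup*, *en* (-1.59) and *hh* (-1.49) among the lower ones and *tup* (1.82) and *pnr* (0.61) higher. The list median was -0.49 (camera adjusted p = 0.00018, and adjusted p = 0.096 with an estimated correlation). With I and II averaged, 1353 probe sets were past the W threshold of 1.3-fold and adjusted p under 0.05 in limma (875 higher and 478 lower), and 2734 were past it in NW (1332 higher and 1402 lower). All 14 arrays gave 1779 in W (1008 and 771) and 2721 in NW (1326 and 1395). Over the 2721 probe sets called in NW, 90.7% had a smaller difference in wounded discs and 85.4% the same sign. The regression slope of W on NW over these probe sets was 0.46 (correlation 0.76 across probe sets, which are not independent replicates). These probe sets were selected for their difference in NW, and of those called in W 45.1% had a smaller difference in wounded discs.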

Combining these subpopulations, seven gene sets could be defined according to the significance pattern displayed by the analyzed comparisons (Fig. 2B). In this way, it was possible to identify the genes differentially expressed in wounded discs only (**WO**—genes present in the **W** and **D** but not in the **NW** subpopulations) or the genes differentially expressed in both, wounded and non-wounded discs, but distinctively in each condition (**W/NW/D**—genes present in the **W**, **NW** and **D** subpopulations).

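Among the D probe sets the largest falls, where the rise in JNK+ cells was smaller with wounding or turned into a fall, were those of *CG12310* (-4.72, SE 0.13) and the cuticle protein genes *Cpr72Ea* (-4.66, SE 0.42) and *Cpr65Ec* (-3.73). Further falls were those of *Jhbp7* (-3.65) and the neuropeptide-like precursor gene *Nplp1* (-3.43). *MtnA* and *GstE6* had D values of -3.51 (adjusted p = 0.021) and -3.63 (adjusted p = 0.056). The largest D rises over all arrays were those of *CG33978* (2.60, adjusted p = 0.00069), *zfh2* (1.84, adjusted p = 0.023) and the COE transcription factor gene *kn* (1.66, adjusted p = 0.028). Next were the sodium channel gene *rpk* (1.63, adjusted p = 0.024) and the checkpoint kinase gene *grp* (1.42, adjusted p = 0.0094). *zfh2* had a mean log2 intensity of 6.43 ± 0.67 in JNK+ W and 6.78 ± 0.25 in JNK- W cells, and of 5.43 ± 0.37 and 7.87 ± 0.087 without wounding (SD, n = 3 each). With I and II averaged, 421 probe sets passed for D (177 positive and 244 negative), and 870 were past the thresholds of both W and NW. Of these 870, 565 were higher in both and 287 lower in both, against 62.1 and 35.7 expected if the calls were independent. With all arrays 693 passed for D (289 and 404), and 1326 did so with the replicate pair as a block. Of the 693, 551 were also called in NW, and in 537 of these D had the opposite sign to NW. Most D calls thus went with a difference that was smaller or reversed in wounded discs. Leaving out 1 array moved the D count to 1231 without JNK- W replicate 1A, 410, 360 and 338 without JNK+ replicate 1, without JNK+ replicate 2 and without JNK+ replicate 3, and 336 and 323 without JNK- replicate 2 and without JNK- replicate 3.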

The **WO** subpopulation comprised 430 genes (293 upregulated and 137 downregulated) that were differentially expressed between **JNK^+^** and **JNK^-^** cells in wounded discs only (S2 Table). On the other hand, the **W/NW/D** subpopulation was composed of 610 genes that were differentially expressed between JNK-positive and negative cells both, in wounded (392 upregulated and 218 downregulated) and in non-wounded (425 upregulated and 185 downregulated) discs. In this case the respective changes were significantly different between the two conditions (e.g. *CG1225*, upregulated in **JNK^+^ W** cells in wounded discs, but downregulated in **JNK^+^** cells in non-wounded controls) (S3 Table).

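Among the genes called in W and D and not in NW, the basement membrane genes *Col4a1* (a type IV collagen chain) and *SPARC* and the mesoderm genes *twi* and *hbs* were lower in JNK+ W cells. The lack of a call in NW is no test that a change is absent there. *SPARC* fell by 2.54 on the log2 scale in W (SE 0.26, adjusted p = 0.00013), and in NW its difference was -0.70 (adjusted p = 0.10), with D = -1.84 (adjusted p = 0.026). *twi* fell by 1.84 (D = -1.65, adjusted p = 0.019), *hbs*, an adhesion gene of myoblast fusion, by 1.11 (D = -0.85, adjusted p = 0.023), *LManII*, a lysosomal mannosidase gene, by 1.46 and *RpS11*, a ribosomal protein gene, by 2.54. Higher in JNK+ W cells without a call in NW were *CG1698* (1.01, SE 0.086, D = 1.24, adjusted p = 0.00035), *nord* (0.94, SE 0.18, D = 1.40, adjusted p = 0.019) and *shv*, which encodes a secreted co-chaperone (0.80, SE 0.10, D = 0.78, adjusted p = 0.014). The genes named here were chosen from the set after its values were seen. There were 47 probe sets (44 genes) in the set with I and II averaged at a limma adjusted p under 0.05, 14 higher and 33 lower. All arrays gave 106 (100 genes), 34 higher and 72 lower. The W and NW differences had opposite signs in 29 of the 47 and in 71 of the 106. *vkg*, the other collagen IV gene, *zfh1* and *kni* are in the set with all arrays (D = -1.95, adjusted p = 0.017, -2.50, adjusted p = 0.033 and 0.57, adjusted p = 0.030). They leave it with I and II averaged (D = -1.81, adjusted p = 0.060, -2.35, adjusted p = 0.10 and 0.59, adjusted p = 0.055). All 430 probe sets of S2 Table had the sign it lists, 223 were past the W threshold with all arrays, 58 the D threshold and 57 both without a call in NW. The replicate block gave 206 probe sets, 107 higher and 99 lower, and the block with I and II averaged 163, 93 higher and 70 lower, so the larger share of falls is not kept with the pairs as a block. The set shrank to 63 without JNK+ W replicate I, 53 without JNK+ W replicate II, 54 without JNK+ replicate 1, and 47 without JNK+ replicate 2, without JNK+ replicate 3, without JNK- replicate 2 or without JNK- replicate 3, and grew to 239 without JNK- W replicate 1A.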

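*PGRP-SA*, which encodes a recognition protein of the Toll pathway, rose in JNK-positive cells by 2.17 (SE 0.10) on the log2 scale in wounded discs and by 2.97 (SE 0.10) in non-wounded discs, and D was -0.80 (adjusted p = 0.013). The same order held for *AnxB10*, an annexin gene (1.82 in W, 2.82 in NW) and *moody*, a G protein-coupled receptor gene of the blood-brain barrier (2.22 and 4.05). It held too for *Tsf1*, a transferrin gene (3.20 and 4.96), and the JNK target *scaf* (2.00 and 3.61, D = -1.61, adjusted p = 0.022). *Arc1* rose by 0.79 and 3.08 (D = -2.29, adjusted p = 0.0021). *Mp*, which encodes a multiplexin collagen, and the myoblast gene *Him* fell more in wounded discs (-2.46 against -1.05, and -2.92 against -0.91), whereas *nonA* and *HDAC6* fell less (-0.60 against -1.43, and -0.62 against -1.47). Apart from *Arc1* and *scaf*, these genes were chosen from the set after its values were seen. The set had 101 probe sets (99 genes) with I and II averaged, 65 higher and 36 lower in W, and 73 higher and 28 lower in NW, each at a limma adjusted p under 0.05. With all arrays it had 161 (157 genes), 104 and 57 in W, and 118 and 43 in NW. Of the 634 probe sets of S3 Table, 632 had the listed signs and 132 were in the set with all arrays. The replicate block gave 321 probe sets. Single arrays move the count as well, to 283 without JNK- W replicate 1A, 106 without JNK+ replicate 1, 99 without JNK+ replicate 2, 89 without JNK+ replicate 3, 94 without JNK- replicate 2 and 85 without JNK- replicate 3.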

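*Nplp1* fell in JNK+ W cells by 1.16 (SE 0.21, adjusted p = 0.0060) and rose in JNK+ cells by 2.27 (SE 0.21, adjusted p = 2.5e-05) on the log2 scale. Its means were 4.98 ± 0.42 and 6.14 ± 0.40 in JNK+ W and JNK- W cells (SD, n = 3 each). The cuticle protein gene *Cpr72Ea* fell by 1.16 in wounded and rose by 3.51 in non-wounded discs, and *Cpr65Ec* and *Cpr100A* went the same way (-1.92 and 1.81, and -0.61 and 1.40). So did *CG8483* (-1.48 and 0.91) and the guidance gene *NetA* (-0.50 and 0.35). In the other direction, *CG31121* rose by 0.64 in wounded and fell by 0.51 in non-wounded discs, and the peroxisome gene *Pex13* rose by 0.53 and fell by 0.41. These genes were chosen after their values were seen. In the averaged samples 18 probe sets of the set had opposite signs, 5 of them higher in W and lower in NW and 13 the reverse, each past the thresholds of W, NW and D in limma. All arrays gave 30, with 8 and 22.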

In our analysis, we compared the absolute expression values for each gene for all experimental conditions evaluated. Thus, it was possible to determine if the overall variation in expression was due to changes in wounded discs relative to controls for individual genes; e.g. an apparent differential increase in the expression of a particular gene in **JNK^+^ W** cells in wounded discs could be a consequence of either the upregulation of the gene in this population or its specific downregulation in **JNK^-^ W** siblings (relative to its level of expression in non-wounded controls) (S2 and S3 Figs.). These comparisons allowed us to categorize the genes of the **WO** set into 4 different subsets: (1) genes that show upregulation in **JNK^+^ W** cells; e.g. *CG10540* (Fig. 2C); (2) genes that show downregulation in **JNK^-^ W** cells; e.g. *CG9298* (Fig. 2D); (3) genes that show downregulation in **JNK^+^ W** cells; e.g. *GCR (ich)* (Fig. 2E); and (4) genes that show upregulation in **JNK^-^ W** cells; e.g. *CG15313* (Fig. 2F) (S4 Table, see also S2 Fig.). 

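*cpa* (*CG10540*), which encodes a subunit of capping protein, was higher in JNK+ W than in JNK- W cells by 0.91 (SE 0.12, adjusted p = 0.00058) on the log2 scale. With wounding it rose in JNK-positive cells by 0.84 (SE 0.12, adjusted p = 0.00078) and differed by 0.27 (adjusted p = 0.12) in JNK-negative cells. *Trs23* (*CG9298*), a subunit gene of a vesicle tethering complex, was higher by 0.61 (adjusted p = 0.0028), with a fall in JNK-negative cells of 0.81 (adjusted p = 0.00012) and -0.23 (adjusted p = 0.093) in JNK-positive cells. *TwdlT* (*CG5812*), a cuticle protein gene, fell by 1.57 (SE 0.090), through a fall of 1.46 in JNK-positive cells (adjusted p = 4.4e-06). The chitinase gene *Cht6* (*CG15313*) fell by 0.57 (adjusted p = 0.0028), beside a rise in JNK-negative cells of 0.63 (adjusted p = 0.00041). For D, *TwdlT* passed (-1.44, adjusted p = 0.00021), whereas *cpa* (0.64, adjusted p = 0.076), *Trs23* (0.60, adjusted p = 0.052) and *Cht6* (-0.55, adjusted p = 0.054) did not with I and II averaged. Of the 2 other *Cht6* probe sets, the one with the higher intensity was 0.25 (adjusted p = 0.27) in W and 0.28 (adjusted p = 0.56) for D, and the other was -0.48 (adjusted p = 0.026) and -0.32 (adjusted p = 0.44), so the 3 probe sets do not share 1 direction. With all arrays D passed for *cpa*, *Trs23* and *Cht6* in the probe set first given (adjusted p = 0.048, 0.043 and 0.026). The paper reasons that an apparent rise in JNK+ W cells can come from a rise in those cells or from a fall in their JNK- W siblings, and that comparing each population with its non-wounded counterpart separates these cases. Here the changes between the states come from the values normalized together. With I and II averaged, the 14 higher probe sets of the set were 6 that rose in JNK+ W cells alone, 4 that fell in JNK- W cells alone, 1 with both of these changes, 1 that fell in both populations and 2 without a call. The 33 lower probe sets were 13 that fell in JNK+ W cells alone, 12 that rose in JNK- W cells alone, 7 with both and 1 that fell in both populations. With all arrays, 14 of 34 higher probe sets rose in JNK+ W cells alone and 11 fell in JNK- W cells alone, and 21 of 72 lower ones fell in JNK+ W cells alone and 31 rose in JNK- W cells alone, all at a limma adjusted p under 0.05.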

The genes in the **W/NW/D** set were also categorized into different subsets. 

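*CG13744* was higher in JNK-positive cells by 1.17 (SE 0.11) on the log2 scale in wounded and 0.60 (SE 0.11) in non-wounded discs, and *pinta* (*CG13848*), which encodes a retinol-binding protein, by 0.86 (SE 0.093) and 1.73 (SE 0.093). *smal* (*CG31640*), a discoidin-domain receptor kinase gene, fell by 0.90 in wounded (SE 0.11) and by 0.40 in non-wounded discs (SE 0.11), and *klar*, which encodes a protein of nuclear positioning, fell by 0.42 and by 0.94. The 2 other *smal* probe sets did not pass in wounded discs, at 0.063 (adjusted p = 0.82) and 0.085 (adjusted p = 0.60), or in non-wounded discs, at 0.039 (adjusted p = 0.92) and -0.050 (adjusted p = 0.82). *pins* (*raps*), a gene of spindle orientation, rose by 0.68 (SE 0.11) in wounded discs and fell by 0.41 in non-wounded discs, and *Cpr72Eb* (*CG12255*), a cuticle protein gene, fell by 1.36 and rose by 1.08 (SE 0.18). Each of these 6 genes had an adjusted p under 0.05 in both states in limma. D was -0.88 (adjusted p = 0.0060) for *pinta*, 1.09 (adjusted p = 0.0044) for *pins* and -2.44 (adjusted p = 0.00061) for *Cpr72Eb* with I and II averaged. It was 0.57 (adjusted p = 0.087) for *CG13744*, 0.52 (adjusted p = 0.054) for *klar* and -0.50 (adjusted p = 0.14) for *smal*, and with all arrays the adjusted p was 0.030, 0.022 and 0.090. With wounding, *CG13744* differed by 0.51 (adjusted p = 0.0044) in JNK-positive and -0.14 (adjusted p = 0.35) in JNK-negative cells. In the same order *pinta* differed by -1.08 (adjusted p = 4.8e-05) and -0.32 (adjusted p = 0.028), and *Cpr72Eb* by -2.41 (adjusted p = 1.1e-05) and 0.060 (adjusted p = 0.83). *smal* differed by -0.56 (adjusted p = 0.025) and 0.0090 (adjusted p = 0.98), *klar* by 0.28 (adjusted p = 0.031) and -0.22 (adjusted p = 0.070), and *pins* by 0.99 (adjusted p = 3.7e-05) and -0.018 (adjusted p = 0.90).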

Six subsets depict the autonomous upregulation or downregulation of gene expression in **JNK^+^ W** cells in the absence of any change in **JNK^-^ W** cells: (1) genes that show higher upregulation in wounded discs than in non-wounded; e.g. *CG13744* (Fig. 2G); (2) genes that show higher upregulation in non-wounded discs than in wounded; e.g. *CG13848* (Fig. 2H); (3) genes that shows higher downregulation in wounded discs than in non-wounded; e.g. *CG31640* (Fig. 2I); (4) genes that show higher downregulation in non-wounded discs than in wounded discs; e.g. *Klar* (Fig. 2J); (5) genes upregulated in wounded discs but downregulated in non-wounded discs; e.g. *raps* (Fig. 2K); and (6) genes downregulated in wounded discs but upregulated in non-wounded discs; e.g. *CG12255* (Fig. 2L). Six equivalent subsets illustrate non-autonomous changes in gene expression in **JNK^-^ W** cells in the absence of any expression change in **JNK^+^ W** cells. Last, alternative combinations portraying different simultaneous autonomous and non-autonomous effects (up to 27 subsets in total) were also noted (S5 Table, see also S3 Fig.).

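Of the genes of this set higher in JNK+ W cells, *PGRP-SA* differed with wounding by 0.17 (adjusted p = 0.24) in JNK-positive and 1.10 (adjusted p = 3.2e-05) in JNK-negative cells, and *scaf* by 0.34 (adjusted p = 0.25) and 2.07 (adjusted p = 5.3e-05). *moody* and *AnxB10* differed in JNK-negative cells by 2.36 (adjusted p = 1.4e-05) and 1.76 (adjusted p = 1.5e-05), and in JNK-positive cells by 0.43 (adjusted p = 0.11) and 0.62 (adjusted p = 0.0081). Of those lower in JNK+ W cells, *Him* differed by -1.07 (adjusted p = 0.0026) in JNK-positive and 0.86 (adjusted p = 0.0068) in JNK-negative cells, and *Nplp1* by -2.08 (adjusted p = 4.1e-05) and 1.28 (adjusted p = 0.00050). In the averaged samples, the 65 probe sets higher in JNK+ W cells were 23 that rose with wounding in JNK-negative cells alone, 13 that fell in JNK-positive cells alone, 12 with both of these changes, and 10 that rose in both populations. Of the rest 3 rose in JNK-positive cells alone, 2 fell in JNK-negative cells alone, 1 did both and 1 had no call. The 36 lower probe sets were 9 that fell in JNK-positive and rose in JNK-negative cells, 6 that fell in JNK-positive cells alone, 6 that fell in JNK-negative cells alone, 4 that rose in JNK-negative cells alone, 4 without a call, and 2, 2, 2 and 1 in the other combinations. With all arrays, 35 of 104 higher probe sets rose in JNK-negative cells alone, 20 fell in JNK-positive cells alone, 21 did both and 16 rose in both populations, and 13 of 57 lower ones fell in JNK-positive and rose in JNK-negative cells. With arrays centred on their medians instead, 5 of the 104 fell in JNK-positive and rose in JNK-negative cells and 23 rose in both populations, so these classes depend on the scaling between the states. Over all probe sets, wounding raised 1461 and lowered 1533 in JNK-positive cells and raised 1525 and lowered 1942 in JNK-negative cells at a limma adjusted p under 0.05, after the arrays were normalized together with I and II averaged. Median centring of all arrays gave 1936 and 937 in JNK-positive cells and 1606 and 1517 in JNK-negative cells instead, so the balance of rises and falls depends on the scaling as well. After quantile normalization both populations shared 654 rises and 833 falls, against 119 and 159 expected if the calls were independent. Wounded and non-wounded arrays carry different label series, so a batch by series cannot be told apart from wounding in these counts. Such a batch could also give shared rises and falls.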

In order to group genes displaying the same pattern of expression changes throughout the four experimental conditions (**JNK^+^ W**, **JNK^-^ W**, **JNK^+^** and **JNK^-^**), which could be overlooked in the previous classifications, a further cluster analysis was performed. We used a template matching approach [25] to categorize absolute expression values [high (3), medium (2) and low (1)] for all genes expressed in each condition. These were used to generate different profiles [up to 81 potential combinations—from **JNK^+^ W 1, JNK^-^ W 1, JNK^+^ 1 JNK^-^ 1** (**1.1.1.1**) to **JNK^+^ W 3, JNK^-^ W 3, JNK^+^ 3 JNK^-^ 3** (**3.3.3.3**)]. 

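Template matching placed *Drip*, *CG11370*, *CG13067*, *Cpr64Aa*, *PGRP-SA* and *Timp* with 6 other probe sets in the template that is high in JNK-positive and low in JNK-negative cells in both states. *moody*, *Pvf1*, *scaf*, *AnxB10* and *Tep2* were among 21 probe sets whose template is low in JNK- cells, intermediate in JNK- W cells and high in both JNK-positive populations. *br*, an ecdysone-response transcription factor gene, was among 24 probe sets that are low in both wounded populations and higher in JNK- than in JNK+ cells. Once all arrays were normalized together, this template held 1 probe set, that of *pad*. The low level of the 24 in wounded discs therefore rests on the deposited scale. *Osi2* and *Cralbp* were among 24 that are lowest in JNK+ W cells and highest in JNK- cells. *klar*, *sei* and *nonA* were among 8 that are low in both JNK-positive populations, and *eEF1alpha2* and *Him* made up a template of 2 that is lowest in JNK+ W cells and highest in both JNK-negative populations. *TwdlT* alone had the template that is low in JNK+ W cells and level in the others, *CG13744* alone matched another, and *CG1698* and *Trs23* had 1 that is low in JNK- W cells and high without wounding. In total 129 probe sets (121 genes) of 3485 that passed in any comparison matched 17 of 50 template shapes with an R squared over 0.95 across the 14 arrays. Averaging I and II gave 169 probe sets (160 genes) of 3225, in 17 templates. Without JNK- W replicate 1A, 231 probe sets in 26 templates matched. The matching used the deposited values, so the level shift between the states enters each template, and after all arrays were normalized together 94 probe sets (91 genes) in 25 templates matched.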

In total, it was possible to allocate 288 genes (313 probes) to 34 different clusters (see Materials and Methods, S4 Fig. and S6 Table).

### Validation of genomic expression analysis

To validate the datasets obtained from the microarray analyses we compared the level of expression of selected genes. Protein expression was analyzed for selected genes by direct immunostaining of wounded discs during healing. 

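*Mmp1* has 3 probe sets, and all were higher in JNK+ W than in JNK- W cells. The probe set with the highest mean had log2 intensities of 12.25 ± 0.31 (SD, n = 3) in JNK+ W and 11.07 ± 0.37 (SD, n = 3) in JNK- W cells, a difference of 1.01 (SE 0.21, adjusted p = 0.015) over 8 arrays in limma. The other two differed by 2.88 (SE 0.36, adjusted p = 0.0011) and 2.51 (SE 0.34, adjusted p = 0.0016). Their means were 10.07 ± 0.61 and 9.96 ± 0.51 in JNK+ W cells and 6.99 ± 0.79 and 7.14 ± 0.62 in JNK- W cells (SD, n = 3 each). As folds these are 7.34 and 5.69. In non-wounded discs *Mmp1* was higher in JNK+ cells as well, by 1.53 (SE 0.20, adjusted p = 0.00011), 4.15 (adjusted p = 2.8e-06) and 3.55 (adjusted p = 5.2e-06). D was -0.52 (adjusted p = 0.40), -1.27 (adjusted p = 0.20) and -1.04 (adjusted p = 0.27).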

MMP1, a secreted matrix metalloproteinase previously identified as essential for embryonic healing and regulated in response to JNK activity [26] (upregulated 7.43 times in GFP-positive cells) showed ubiquitous staining in the wing discs that was enhanced in those cells surrounding the healing edge (Fig. 3A). An overall but not full correlation between the domain of MMP1 expression enhancement and *puc*-GFP expressing cells was observed. These differences may result from variations in GFP expression levels (driven by the Puc-Gal4 driver) amongst healing-engaged cells. 

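*cher*, which encodes filamin, had a mean log2 intensity of 11.36 ± 0.30 (SD, n = 3) in JNK+ W cells and 10.00 ± 0.33 (SD, n = 3) in JNK- W cells, a difference of 1.30 (SE 0.20, adjusted p = 0.0029) in limma over 8 arrays. *wbl*, which encodes an endoplasmic reticulum protein, rose by 1.41 (SE 0.16, adjusted p = 0.00081), from 7.80 ± 0.26 to 9.20 ± 0.22 (SD, n = 3 each). *Pax*, a focal adhesion gene, rose by 0.84 (SE 0.22, adjusted p = 0.038). *rhea*, the talin gene, differed by 0.42 (SE 0.16, adjusted p = 0.13) and *sqh*, the regulatory light chain gene of myosin II, by 0.59 (SE 0.26, adjusted p = 0.18). In non-wounded discs *cher* differed by 1.54 (adjusted p = 9.3e-05), *wbl* by 2.03 (adjusted p = 2.5e-06), *Pax* by 0.36 (adjusted p = 0.33), *rhea* by 0.46 (adjusted p = 0.052) and *sqh* by 1.19 (adjusted p = 0.0060). D was -0.24 (adjusted p = 0.81) for *cher*, -0.63 (adjusted p = 0.19) for *wbl*, 0.47 (adjusted p = 0.48) for *Pax*, -0.041 (adjusted p = 0.98) for *rhea* and -0.59 (adjusted p = 0.50) for *sqh*. With the array pairs as a block the W adjusted p was 0.035 for *sqh*, and 0.062 with I and II averaged as well.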

Similar results were observed for Spaghetti squash (Sqh), a homologue of the regulatory light chain of non-muscle myosin II, whose participation in wound repair has been previously documented [27] (upregulated 1.73 times in GFP-positive cells) (Fig. 3B); Talin [28], a FERM domain protein linking the cytoplasmic tail of integrins to the actin cytoskeleton (upregulated 1.65 times in GFP-positive cells) (Fig. 3C); Paxillin [29], a cytoskeleton scaffolding protein present at focal adhesions (upregulated 2.30 times in GFP-positive cells) (Fig. 3D); Cheerio [30] coding for filamin, an actin binding protein (upregulated 3.12 times in GFP-positive cells) (Fig. 3E) and Windbeutel [31], a resident protein of the endoplasmic reticulum (upregulated 2.98 times in GFP-positive cells) (Fig. 3F). Altogether, these data supported the accuracy of the transcriptome analysis (see Discussion).

**Fig 3:**
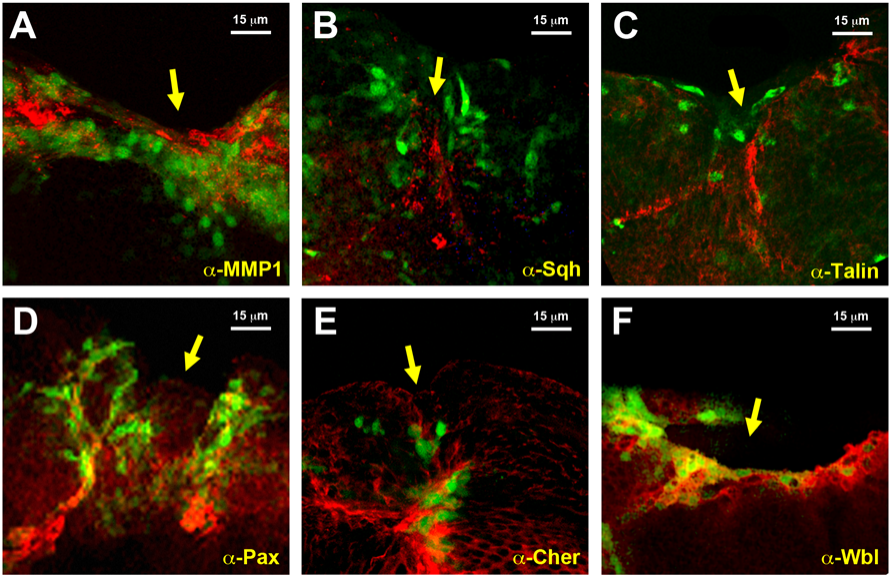
Validation of the genomic expression analysis. **A)** Imaginal disc, 12 hours after incisive wounding, showing enhanced expression of MMP1, a secreted matrix metalloproteinase upregulated in the healing transcriptome, in those cells engaged in healing (red). Similar results were observed for **B)** Spaghetti squash, the homologue of the regulatory light chain of non-muscle myosin II; **C)** Talin, a FERM domain protein linking the cytoplasmic tail of integrins to the actin cytoskeleton; **D)** Paxillin, a cytoskeleton scaffolding protein present at focal adhesions; **E)** Cheerio coding for filamin, an actin binding protein; and **F)** Windbeutel, a resident protein of the endoplasmic reticulum. All these genes were found to be upregulated in the healing transcriptome. GFP expression highlighting *puc* upregulation in all cases is shown in green. Scale bars are indicated for each panel.

### Cluster analysis

One potential cause of the co-expression of genes in different cell populations could be their common chromosomal location, which may lead to the hijacking of shared enhancers. To investigate the existence of latent healing-specific enhancers shared by co-expressed genes, we surveyed for the presence of gene clusters at specific chromosomal locations. We defined clusters as group of genes located on the same chromosome and in a close proximity to each other, but not necessarily adjacent to each other that showed the same expression behavior (upregulation or downregulation) during healing (see Materials and Methods and Fig. 4A). For the global comparison we identified 33 upregulated and 19 downregulated clusters (S7 and S8 Tables), while for the **W/NW/D** set we found no upregulated and 10 downregulated clusters (S9 Table). 

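Neighbouring genes that were both at least 2-fold higher in JNK+ W cells include the run *CG7296*, *CG7294*, *CG17108* and *CG7300*, the lipid phosphatase genes *wun* and *wun2*, the phosphoenolpyruvate carboxykinase genes *Pepck2* and *Pepck1*, and *CG30022* and *Drip*. Neighbours that were both lower were the collagen IV genes *vkg* and *Col4a1*, which are transcribed from 1 shared promoter region, *GrlHz* and *twi*, *CG12768* and *Mes2*, and *disco-r* and *disco*. Among 6871 genes in map order there were 24 adjacent pairs of higher genes, against a mean of 7.82 in 10000 permutations of the calls within chromosome arms (one-sided permutation p = 0.0002). There were 4 adjacent pairs of lower genes, against a permuted mean of 1.91 (one-sided permutation p = 0.12). At 1.5-fold the counts were 71 higher pairs (permuted mean 37.4, one-sided permutation p = 0.0001, the smallest possible) and 15 lower pairs (permuted mean 10.0, one-sided permutation p = 0.078). Without the genes of the cuticle, Osiris, tetraspanin, P450 and E(spl) and bHLH lists 22 higher and 4 lower pairs were left, the latter including *E(spl)m4-BFM* and *E(spl)m6-BFM*, which are not on the lists and become neighbours without the genes between them. The lower count passed in several leave-outs, with 8 pairs without JNK- W replicate 1A (one-sided permutation p = 0.0093) and 7 without JNK- W replicate 1B (one-sided permutation p = 0.0007). In the W/NW/D set, 3 pairs of higher genes were adjacent among 11989 genes, *Targ1* and *Targ2*, *CG14566* and *CG14572*, and *CG1572* and *PGRP-SA* (one-sided permutation p = 0.050), and 1 pair of lower genes, *Cpr72Ea* and *Cpr72Eb* (one-sided permutation p = 0.24). Adjacency counts pairs in gene order and was not run with the window of the tool that the authors used.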

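*vkg* and *Col4a1*, the collagen IV genes, were the only adjacent pair among the 67 genes that were lower in JNK+ W cells in the wounded-only set with all arrays (one-sided permutation p = 0.29 over 10000 permutations among 11989 genes). Among its 33 higher genes, which include *CG1698*, *nord*, *shv* and *kni*, 0 pairs were adjacent, against a permuted mean of 0.082 (one-sided permutation p = 1.00).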

No clusters were identified for the **WO** set.

**Fig 4:**
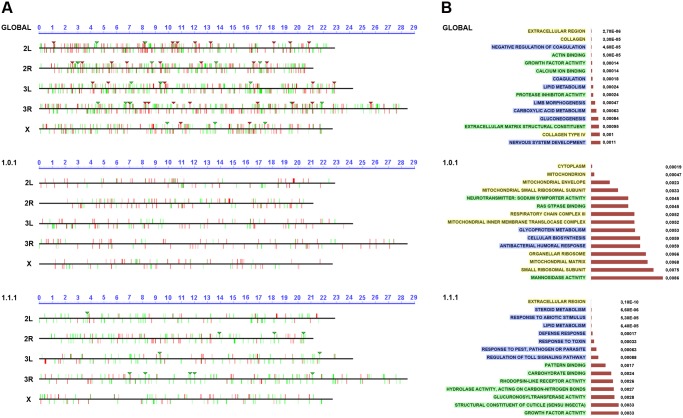
Chromosomal clustering and GO enrichment analysis. **A)** Graphical representation of the chromosomal clustering of the global comparison (JNK-positive vs negative cells in wounded discs) (upper panel), **WO** (middle panel) and **W/NW/D** (lower panel) contrasts. Upregulated (red bars) and downregulated (green bars) genes are positioned in the different *Drosophila* chromosome arms (X, 2L, 2R, 3L and 3R). Identified clusters are represented by inverted triangles. **B)** GO term enrichment analysis. The highest enriched GO terms (15) with lowest p-values (horizontal histograms) are displayed. These terms are distributed between the different terms categories: Cellular Component (**CCs**—yellow), Biological Process (**BPs**—blue) and Molecular Function (**MFs**—green) and represented for the global (upper panel), **WO** (middle panel) and **W/NW/D** (lower panel) contrasts.

### Ontology analysis of healing genes

The differential expression of a gene in healing-engaged cells does not guarantee their significance as a regulator or structural element participating in healing. Their relevance will only be shown after characterizing their functionality. To prioritize “healing” genes for functional assays we performed a GO term enrichment analysis [32]. 

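*Idgf4*, *Idgf3* and *Idgf2*, which encode secreted imaginal disc growth factors, rose in JNK+ W cells by 2.65, 1.31 and 0.90 on the log2 scale. Of this family 4 of 5 were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 in limma). The members' median was 0.90 (camera adjusted p = 4.3e-06, and adjusted p = 0.13 with an estimated correlation). Among the peripodial and stalk genes, *drm*, a zinc finger gene, rose by 1.90. It was the only call of 6 (2 higher and 0 lower when adjusted over the list alone). The list had a median of 0.68 (camera adjusted p = 0.0048, and adjusted p = 0.13 with an estimated correlation). The serpin genes *Spn47C* and *Spn43Ab* rose by 2.62 and 1.71. Of the serpins 6 of 15 were higher and 0 lower (7 higher and 2 lower when adjusted over the list alone, 2 lower at an unadjusted p under 0.05 in limma). Over the list the median was 0.30 (camera adjusted p = 0.0057, and adjusted p = 0.13 with an estimated correlation). The ecdysone-response genes *ImpL1* and *ImpE3* fell by 1.57 and 0.87. Of their list 0 of 14 were higher and 2 lower (0 higher and 2 lower when adjusted over the list alone, 0 higher at an unadjusted p under 0.05 in limma). Its median was -0.26 (camera adjusted p = 0.0066, and adjusted p = 0.14 with an estimated correlation). The list leaves out *Eip74EF*, which has no platform name, and *Eip75B* and *Ldh* (*ImpL3*), which only the study's tables name and which rose by 1.05 and 2.16 and passed. Camera with a preset correlation of 0.01 put 20 of 39 lists past an adjusted p of 0.05 in W and 20 in NW, and rotation tests put 16 and 19 past it. No list was past it in either comparison once the correlation between members was estimated from the arrays, so the list calls rest on the preset value.

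**Figure D1:**
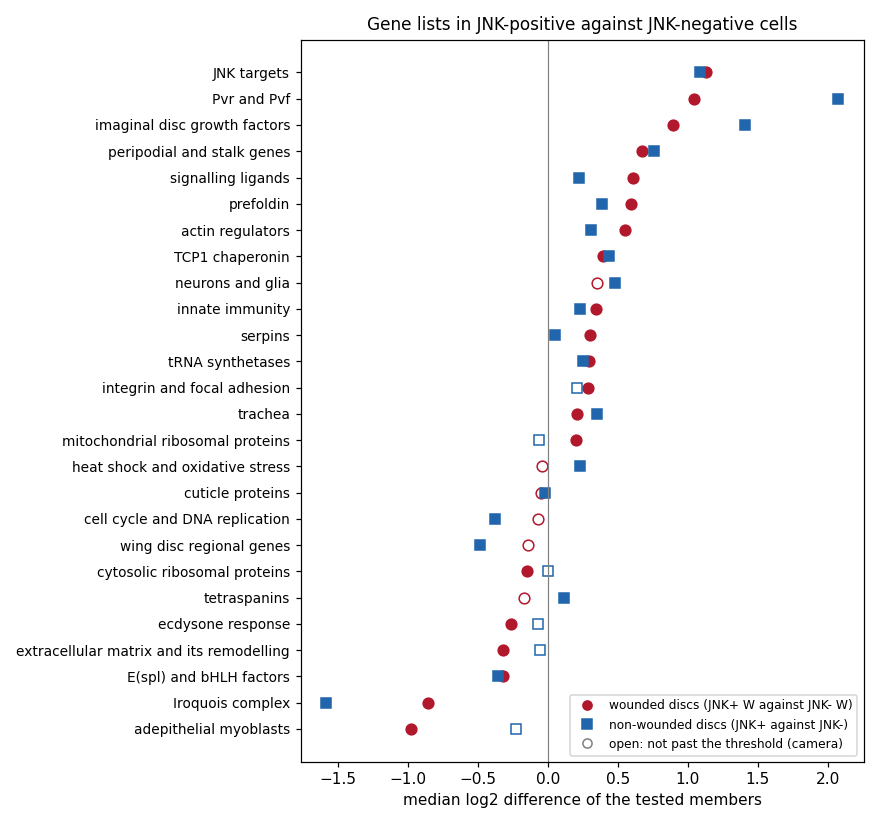
Median log2 difference between JNK-positive and JNK-negative cells for each list in wounded (W) and non-wounded (NW) discs. Filled symbols are lists past a camera adjusted p of 0.05 with the preset correlation of 0.01, and open symbols are the other lists. Medians in W cover the members past the filter of the global comparison, and camera took all members.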

For the global comparison between **JNK^+^ W** and **JNK^-^ W** cells we identified 5 Cellular Component (CCs), 33 Biological Process (BPs) and 20 Molecular Function (MFs) enriched terms with a p-value < 0.01. 

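*salm*, *en* and *ap*, transcription factor genes of wing regions, had D values of 1.31, 1.15 and 0.91 on the log2 scale over all arrays, so that JNK-positive cells lay higher against JNK-negative cells with wounding than without it. Of the wing regional genes 7 of 23 were positive and 0 negative (11 positive and 0 negative when adjusted over the list alone, 0 negative at an unadjusted p under 0.05 in limma). The list median was 0.54 (camera adjusted p = 8.6e-05, and adjusted p = 0.30 with an estimated correlation). With the preset correlation this list was lower in NW (camera adjusted p = 0.00018) and did not pass in W (camera adjusted p = 0.17). Its positive D thus goes with a smaller fall in wounded discs. The myoblast genes *Ama* and *kirre* had D values of -1.40 and -0.87, and in their list 0 of 10 were positive and 5 negative (0 positive and 8 negative when adjusted over the list alone, 0 positive at an unadjusted p under 0.05 in limma). Its median was -1.14 (camera adjusted p = 1.1e-06, and adjusted p = 0.17 with an estimated correlation). Of the neuron and glia genes, *moody* and *gcm* had D values of -1.84 and -1.78, the only calls of 12 (0 positive and 4 negative when adjusted over the list alone, 0 positive at an unadjusted p under 0.05 in limma). Their median was -0.36 (camera adjusted p = 0.00023, and adjusted p = 0.45 with an estimated correlation). *Mcm5*, a replication licensing gene, had a D of 0.87, the only call among 24 cell cycle genes, whose median was 0.24 (camera adjusted p = 0.014, and adjusted p = 0.54 with an estimated correlation). *Idgf2* had a D of -1.29, the only call in its list (median -0.49, camera adjusted p = 0.025, and adjusted p = 0.45 with an estimated correlation). The tetraspanin list had 2 negative calls of 32, *Tsp42El* among them, and a median of -0.17 (camera adjusted p = 0.025, and adjusted p = 0.45 with an estimated correlation). In all 12 of 39 lists were past a camera adjusted p of 0.05 for D, against 4 with rotation tests, 8 with I and II averaged and 13 with the replicate block.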

In the **WO** subpopulation, we detected 17 CCs, 26 BPs and 22 MFs enriched terms with a p-value < 0.05; while 10 CCs, 78 BPs and 34 MFs were distinguished for **W/NW/D** (Fig. 4B and S10 to S12 Tables). These GO term enrichment analyses gave us a complex heterogeneous outline of the potentially relevant gene categories differentially expressed during healing.

### Functional analysis of “healing” genes

GO term enrichment was extremely heterogeneous and to select genes for functional analysis we did not take it in consideration. Instead, we utilized three specific criteria: (1) Robust changes of gene expression, (2) availability of functional tools, and (3) relevance of gene annotation (when known) in relation to healing in *Drosophila* or other models and/or to JNK signaling.

To investigate the potential role of selected genes, we interfered with the expression of upregulated genes, or restore, by overexpression, those that were downregulated. A search for suitable tools led to collect 309 UAS-RNAi lines potentially able to interfere with the expression of 202 upregulated genes (S13 Table). Furthermore, we collected 21 UAS lines designed to direct the expression of 15 downregulated genes (S14 Table). These two collections are obviously non-saturating and future expansion of this analysis should provide additional relevant information on the functionality of untested genes.

In an initial round, we analyzed the functionality of RNAi and overexpression lines in imaginal discs fusion (an amenable model resembling the healing process—see Introduction). We employed a Pnr-Gal4 driver and scored notum fusion phenotypes. Pnr-Gal4 is expressed in a broad domain in the presumptive notum region of the wing disc, reflecting the expression pattern of the *pannier* (*pnr*) gene [19]. In summary, 151 RNAi lines (48.86% of those tested) corresponding to 104 genes (51.48% of those tested) displayed distinguishable phenotypes ranging from mild notum suture imperfections to early lethality. It is important to note that these figures probably underscore the real number of potential positive regulators as many of the tested RNAi lines had not been analyzed before and they could eventually fail to abolish the expression of their presumed targets. 16 overexpression constructs (76% of those tested) corresponding to 11 genes (73% of those tested) also led to thorax fusion defects. The phenotypes obtained from this screen were grouped according to their defects [bristle polarity defects (**1TC**), excess of fusion (**2TC**), weak notum clefts (**3TC**), medium notum cleft (**4TC**), strong notum clefts (**5TC**), pupal lethal (**6TC**) and embryonic lethal (**7TC**)] (S15 Table; See Fig. 5A to 5G for representative phenotypes of RNAi and overexpression lines).

**Fig 5:**
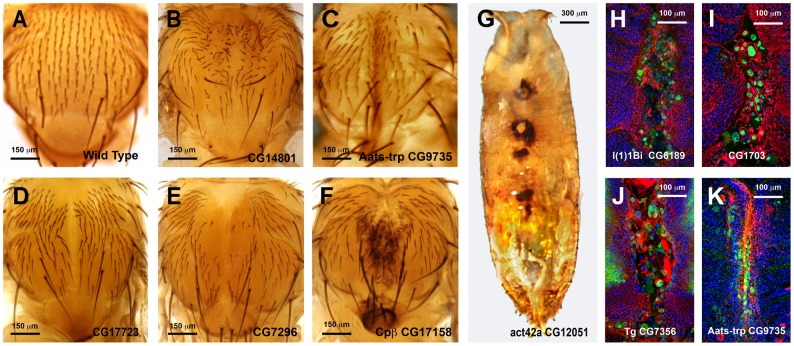
Thorax fusion phenotypes. **A** to **G)** Thorax adult phenotypes grouped in different categories resulting from RNAi interference in the expression of selected genes. UAS-RNAi transgenes were expressed in the presumptive central area of the thorax with a Pnr-Gal4 driver. **A)** Wild Type adult. It shows a canonical midline fusion of the thoracic hemisegments and perfect patterning of sensory bristles **B)** Interference with *CG14801* expression (Class **1TC** phenotype) results in mirrored bristle polarity defects in the adult thorax. **C)** Interference with *Aats-trp* (*CG9735*) expression (Class **2TC** phenotype) results in an excess of fusion with the hemithoraces collapsing at the midline. **D)** Interference with *CG17723* expression (Class **3TC** phenotype) results in a weak thorax cleft. **E)** Interference with *CG7296* expression (Class **4TC** phenotype) results in an intermediate thorax cleft. Some bristle defects are also observed. **F)** Interference with *cpβ* expression (Class **5TC** phenotype) results in a big thorax cleft and scutellum abnormalities. **G)** Interference with *Act42a* (*CG12051*) expression (Class **6TC** phenotype) results in pupal lethality and failure of discs eversion and/or fusion. Necrotic areas are found along the dorsal midline of an uneverted pupae. **H** to **K**) Expansion and fusion of imaginal discs are driven by leading edge cells, which extend long filopodia and accumulate an actin cable at the front edge. The JNK signaling pathway is activated in the leading edge cells during the fusion process. 7–7.5 h APF thoraces stained with Phalloidin (actin—red), DAPI (nuclei—blue) and Anti-LacZ (*puc* expression—Green). are shown. Anterior is up. **H)** Dorsal view of the thoracic area of a pupa which has failed to properly close upon downregulation of *l(1)1Bi* (*CG6189*) expression (Class **5TC**). Phalloidin staining shows loss of actin accumulation or filopodia extensions in the leading edge of the discs, while *puc*-expressing cells are present along the full edge of both hemithoraces. **I)** Dorsal view of the thoracic area of a pupa showing irregular closure at the midline upon downregulation of *CG1703* expression (Class **5TC**). Phalloidin staining shows fusion defects, enlarged leading edge cells that seem to detach, which sustain strong *puc* expression. Picnotic nuclei are present in the scutellum area. **J)** Dorsal view of the thoracic area of a pupa which has failed to fully close upon downregulation of *tg* (*CG7356*) (Class **4TC**). Phalloidin staining points to a clumsy accumulation of actin, most evident anteriorly. Several cells at the leading edge detach and round up and *puc* expression is sustained at the thorax midline. **K)** *Aats-trp* downregulation during thorax closure results in an excess of fusion (Class **2TC**) that does not seem to affect actin accumulation or *puc* expression (dorsal thoracic area). Scale bars are indicated for each panel.

Pupal lethality or strong thorax phenotypes were, in some cases, further analyzed by monitoring the shape of leading cells, actin accumulation or *puc* (JNK activity) expression. For this purpose we crossed specific UAS-RNAi lines with Pnr-Gal4, *puc^E69^*-LacZ recombinant flies. Thoraces from pupae of 5 to 7 h after puparium formation (APF) were dissected and monitored for actin (Phalloidin) and *puc* expression (LacZ) (See Fig. 5H to 5K). Interestingly, neither a failure to complete thorax closure, nor an unrestrained fusion, necessarily results in the suppression of *puc* expression. In those cases presented, leading edge cells sustain high levels of JNK activity despite alterations to cell shape, actin accumulation or ectopic cell death. Whether these genes act as effectors of the JNK signaling pathway during healing, or participate in the healing process in a JNK-independent manner, remains to be determined.

A second screen was performed for a collection of genes rendering strong defects in thorax closure. The criteria used to select these genes were their significant upregulation in the microarrays, the magnitude of their defects in thorax fusion, and considerations from GO data about their potential as healing regulators. 53 UAS RNAi lines corresponding to 44 genes and 4 UAS-overexpressing lines for 4 genes were tested (S15 Table). Each UAS line was screened using two different Gal4 lines: Pnr-Gal4 or En-Gal4. For Pnr-Gal4, the expression of several UAS transgenes led to lethality, which prevented us from performing the healing assays. En-Gal4 is a posterior compartment specific Gal4 driver that reflects the expression pattern of the *engrailed* (*en*) gene [33]. The phenotypes induced by transgenes expressed under this line are confined to the posterior region of the disc. The anterior compartment can therefore be used as internal control. All crosses were set at 25°C and third instar larval imaginal discs were dissected, wounded in a specific region depending on which Gal4 line was used (in most cases employing the En-Gal4 driver) and cultured in modified medium for 20–24 hours. At least 5 discs were screened for healing defects for each genotype after performing incisive cuts ≈ 30 μm long. The data obtained were extremely robust and almost no variation was observed between individual samples. RNA interference for 35 UAS RNAi lines corresponding to 29 genes (66,0 and 65,9% respectively of those tested) showed healing defects, while all 4 genes tested by overexpression (100%) produced a unique phenotype. These phenotypes (both, for interfered and overexpressed genes) were grouped according to the timing of healing arrest and the qualitative evaluation of defects in cell contacts and actin cytoskeleton organization (see Figs. 6 and 7 and S5 Fig.).

**Fig 6:**
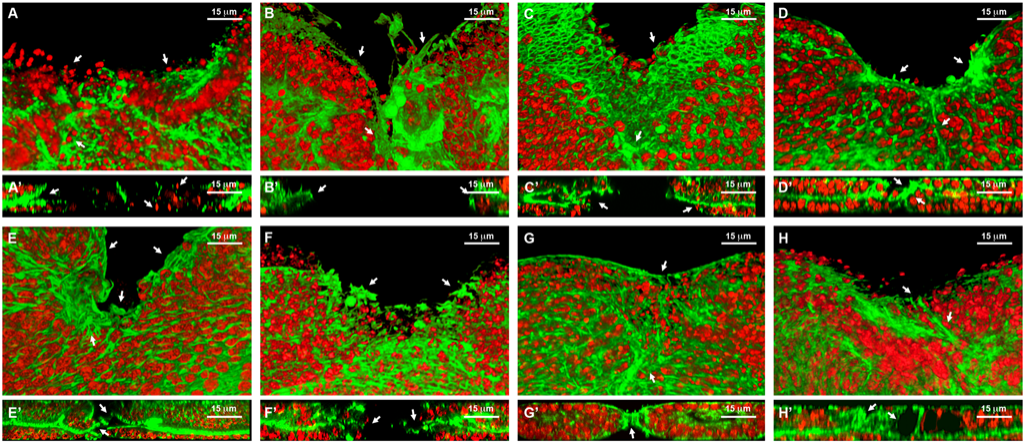
Healing phenotypes categories. 3D reconstruction of the peripodial and columnar epithelia at 18 hours after wounding. Phalloidin (actin) is shown in green; DAPI (nuclei) in red. **A)** Interference with *Act42a* expression (Class 1 phenotype) results in a large open wound and extensive cell death (arrows). **A’)** Orthogonal section. No heterotypic contacts, absence of actin cytoskeleton and occasional picnotic nuclei are depicted with arrows. **B)** Interference with *Aats-Val* expression (Class 2 phenotype) results in an extensive open wound with actin and active filopodia present at the leading edge (arrows). **B’)** Orthogonal section. Early approximation of the leading edges but failure on fusion. **C)** Interference with *pvr* expression (Class 3 phenotype) results in a large open wound. The CE has initiated healing but the PE fails to heal (arrows). **C’)** Orthogonal section. Arrows point to the delay on healing of the peripodial epithelia. **D)** Interference with *cpβ* expression (Class 4 phenotype) shows a large open wound and abnormal accumulation of actin (arrows). **D’)** Orthogonal section. Actin accumulation impedes the normal fusion of the epithelia (arrows). **E)** Interference with *scab* expression (Class 5 phenotype) shows a large open wound and a gap between the peripodial and the columnar epithelia (arrows). **E’)** Orthogonal section. The gaps at the edge between layers are more evident. The columnar epithelium initiates sealing apically (arrows). **F)** Overexpression of *mirror* (Class 5 phenotype) shows a partial closure and an abnormal distribution of actin (arrows). **F’)** Orthogonal section. Apical sealing precedes basal attachments that seem disorganized (arrows). **G)** Interference with *fimbrin* expression (Class 6 phenotype) displays advanced closure but disorganized actin cytoskeleton in the peripodial epithelia (arrows). **G’)** Orthogonal section. Actin accumulation at the junction is highlighted. The peripodial epithelia remains disorganized at the fusion point (arrows). **H)** Interference with *arc1* expression (Class 7 phenotype) displays a full closure but shape abnormalities at the junction and adjacent territories (arrows). **H’)** Orthogonal section. Apical gaps are observed at the fusion area and surrounding. Tissue layers are shifted (arrows). Scale bars are indicated for each panel.

**Fig 7:**
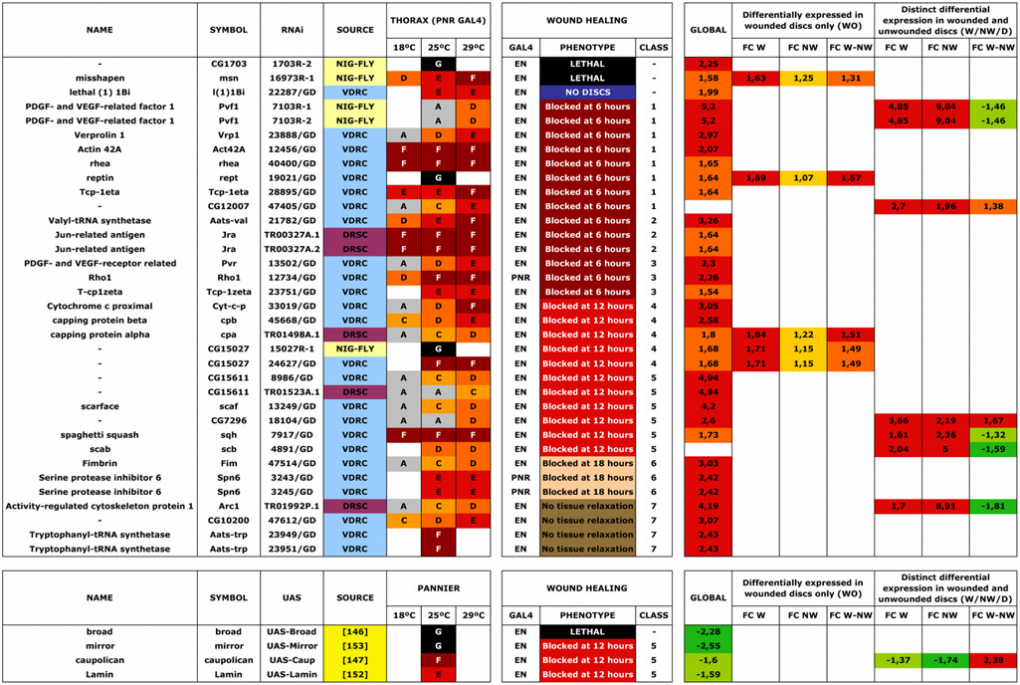
Wound healing phenotypes. 53 RNAi and 4 UAS lines were employed for interference or overexpression in the Pnr- or En-Gal4 domains. 35 and 4 lines respectively yielded distinguishable phenotypes. The thorax phenotypes (**PANNIER GAL4**) at different temperatures (**18°C, 25°C** and **29°C**) are indicated (**A** -Wild Type; **B**—Bristle Defects; **C**—Weak Thorax Cleft; **D**—Thorax Cleft; **E**—Strong Thorax Cleft; **F**—Pupal Lethal and **G**—Embryonic lethal). Healing was assayed at 25°C with different **GAL4** (**EN** or **PNR**). Healing phenotype is indicated and phenotypic classes are coded as in the text (**1** -Early (6 hours) defects—No Actin; **2**—Early (6 hours) defects—Unstructured Actin; **3**—Early (6 hours) defects—Actin present; **4**—Intermediate (12 hours) defects—CE zippering fails; **5**—Intermediate (12 hours) defects—Gaps between the epithelia; **6**—Late (18 hours) defects—Incomplete closure and **7**—No tissue Relaxation—Tissue folds) (see Functional analysis of “healing” genes section). Transcriptomic results are presented as described in S1, S2 and S3 **Tables** in progressive color series by fold change, p-value < 0.05. **GLOBAL**—global comparison of healing-competent JNK-positive cells vs their non-engaged siblings in wounded discs; **WO**—Genes differentially expressed in wounded discs only [**FC W**—comparison of JNK-positive and negative cells in wounded discs (**W**)—**FC NW**—comparison of JNK-positive and negative cells in non-wounded discs (**NW**)—**FC W-NW**—ratio of expression differences for JNK-positive vs negative cells between wounded and non-wounded discs (**D**)]; **W/NW/D**—Distinct differential expression in wounded and unwounded discs [**FC W**—comparison of JNK-positive and negative cells in wounded discs (**W**)—**FC NW**—comparison of JNK-positive and negative cells in non-wounded discs (**NW**)—**FC W-NW**—ratio of expression differences for JNK-positive vs negative cells between wounded and non-wounded discs (**D**)].

**Class 1.** Interference with the expression of genes belonging to this group (*act42a-CG12051* (Fig. 6A), *verprolin (vrp)-CG13503*, *pvf1-CG7103*, *reptin-CG9750*, *CG12007*, *rhea/*Talin-*CG6831*, *TCP1η-CG8351* and *TCP1ζ-CG8231*) completely prevented healing initiation. The wounded tissue showed no signs of filopodia formation at the leading edge. Extensive apoptotic nuclei could also be observed (See S2 Movie for *TCP1ζ*).

**Class 2.** Interference with the expression of *jra-Jun related antigen-CG2275* or *aats-val-CG4062* (Fig. 6B) caused the healing process to pause as early as 6 hours after wounding. The leading edge of the wounded tissue showed unstructured actin accumulation and no filopodia formation. The cells of the CE align along the edge rounding at the vertex and showed distinct shape changes. Heterotypic contacts were not achieved.

**Class 3.** Imaginal discs in which the expression of *rho1-CG8416* and *PDGF- and VEGF-receptor related-CG8222* (Fig. 6C) is abolished, completed most of the initial steps in healing (within 6 hours), including actin accumulation, heterotypic contacts between two membranes and initiation of zippering of the CE. However, they showed no vertex cells rounding, peripodial sealing or obvious filopodia at the leading edge (they are essentially defective in homotypic contact formation).

**Class 4.** Healing assays on discs defective in *capping protein α-CG10540*, *capping protein β-CG17158* (Fig. 6D), *CG15027* and *cytC-p-CG17903* yielded incomplete closure and no vertex cells rounding, although heterotypic contacts were present and partial PE sealing was achieved. In the CE, filopodia do not form properly, a great accumulation of actin can be observed and zippering was affected.

**Class 5.** Imaginal discs in which the expression of *CG7296*, *scab-CG8095* (Fig. 6E), *scarface-CG11066*, *CG15611* or *sqh-CG3595* is abolished, or the expression of *mirror-CG1943* (Fig. 6F), *caup-CG10605* and *lamin-CG6944* is increased by overexpression, yielded incomplete healing. Here, the healing process halts after 12 hours of culture, causing both, CE and PE epithelia to proceed up until the closure step, before discontinuing. Gaps are found between the epithelia. Both, the PE and CE established homotypic contacts but they failed to complete closure.

**Class 6.** Downregulation of *fimbrin-CG8649* (Fig. 6G) by UAS-RNAi in healing assays yielded incomplete closure after 18 hours. The PE, and to a greater extent the CE, fail to tightly join. The tissue remains loose and disorganized with frequent apical gaps.

**Class 7.** Healing assays for *arc1-CG12505* (Fig. 6H), *serpin55B-CG10913* (*spn 6*) or *CG10200* deficient imaginal discs yielded complete healing of both, CE and PE. However, the disc tissues failed to relax back to an untensed condition, leading to numerous constricted folds. This was most evident at the CE.

### The expression of TCP1 chaperonin complex subunits is a regulator of actin folding and wound healing in imaginal discs

The strong phenotypes observed following interference with the TCP1 subunits *TCP1η* and *ζ* prompted us to further explore its role in tissue healing. TCP1 as a cytosolic chaperonin that promotes the folding of non-native actins and tubulins in eukaryotic cells *in vivo* [34]. *TCP1η* and *ζ* showed significant upregulation, 1.64- and 2.54-fold respectively, in direct comparisons in healing-engaged cells. Their downregulation by UAS-RNAi during thorax closure resulted in strong defects in imaginal disc fusion (see above). Importantly, strong thoracic clefts were also observed after knocking down every subunit of the complex, with the exception of TCP1*γ*, which resulted in embryonic lethality (Fig. 8A to 8H). This suggests that the fusion of the imaginal discs is dependent on a systemic function implemented by the TCP1 complex as a whole, i.e., the loss of anyone subunit will reduce the functionality of the complex in this process.

**Fig 8:**
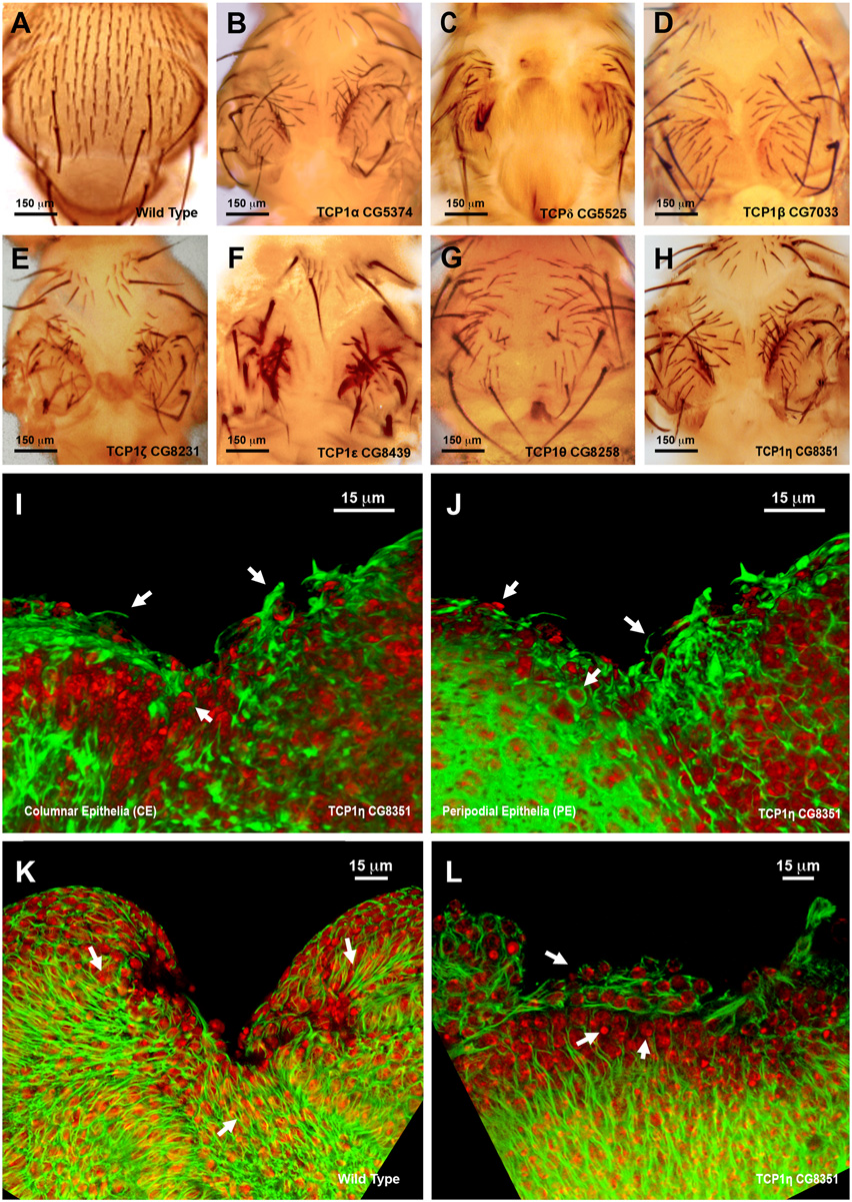
Thorax fusion and impaired healing phenotypes of TCP1 subunits. **A)** Wild type notum of an adult *Drosophila*. **B** to **H**) Thorax malformations observed after interference (RNAi) with the expression of different TCP1 subunits as labeled (tested with a Pnr-GAL4 driver). **I** and **J**) 3D reconstruction of the peripodial and columnar epithelia at 18 hours after wounding. (**I**) PE and (**J**) CE views. *TCP1η* RNAi knockdown results in impaired healing after 20–24 hours of culture *in vitro* (tested with a En-GAL4 driver). Arrows point to abnormal actin-rich structures and arrowheads to dead cells. Phalloidin (actin) is shown in green; DAPI (nuclei) in red. **K**) Injured wild type disc after 12 hours of *in vitro* culture. CE view showing the perpendicular alignment of microtubules to the sealing front (arrows) and elongated cells at the leading edge. A remarkable reduction in wound size is observed. **L**) Injured *TCP1η* RNAi knockdown disc after 12 hours of culture *in vitro*. CE view showing conspicuous picnotic nuclei (arrowheads) and an abnormal transverse alignment of microtubules (arrows) at the leading healing front. Wound closure fails to proceed. Tubulin is shown in green; DAPI (nuclei) in red. Scale bars are indicated for each panel.

Healing assays with En-Gal4 and RNAi lines specific for the different TCP1 subunits (Fig. 8I and J and S6 Fig.) yielded an open wound phenotype after 20–24 hours of culture. Healing was blocked as early as 6 hours after wounding. This early phenotype was observed for all subunits except TCP1*γ*, whose inhibition led to embryonic lethality. Both, the CE and PE epithelia failed to close wounds. The wounded tissue showed disorganized actin accumulation while filopodia formation at the leading edge was abolished (Fig. 8I and 8J). On the other hand, microtubules, which in the wild-type condition align along the direction of healing progression (Fig. 8K) reposition themselves to transverse orientations on the epithelial leading cells of interfered discs (Fig. 8L). As for imaginal fusion, all subunits are apparently required for wound closure.

To analyze the potential role of *Drosophila* TCP1 on the regulation of actin dynamics, we performed RNAi mediated knockdowns of TCP1 subunits in *Drosophila* S2R+ cells. S2R+ cells were transiently transfected with subunit specific TCP1 dsRNAs and an actin reporter construct, pMT-Act-GFP, carrying an actin-GFP fusion under the control of a metal activated promoter (see Materials and Methods). Four days after transfection, cells were subjected to live imaging, monitoring actin dynamics. TCP1 dsRNA (*η* subunit) treated S2R+ cells changed their morphology, became rounded, and displayed no filopodial protrusions (S7 Fig.). Further, TCP1 appears to be necessary for the production and polymerization of actin. We analyzed TCP1 ability to influence actin filaments polymerization by employing Latrunculin A (LatA) [35] (see Materials and Methods). Both, control and TCP1 dsRNA (*η* subunit) transfected cells became fully rounded immediately after LatA treatment. Remarkably, after a recovery period of 48 hours in the absence of the drug, control cells restore their normal morphology and F-actin levels, while dsRNA treated cells remained rounded with no signs of actin polymerization recovery (S7 Fig.). Since imaginal fusion and wound healing are actin-dependent, and the actin cytoskeleton is deregulated following the knockdown of TCP1 subunits, it is reasonable to assume that the regulation of actin synthesis and folding by TCP1 is essential in *Drosophila* for proper epithelial tissue healing.

## Discussion

### Wing discs healing transcriptome

We have developed a new *in vitro* model of wound healing for wing imaginal discs that recapitulates most previously described discs healing stages. We employed this method as a mean to characterize the transcriptomic make up of healing discs.

The transcriptomic profile of healing tissues has been previously explored in *Drosophila*. Comparison of the RNA profiles of laser wounded vs non-wounded wild type and macrophage-deficient *serpent* (*srp*) embryos [36] led to the identification of wound-activated haemocyte genes important in the immune response to wounding. Other analyses were performed in regenerating wing discs manually fragmented and implanted into adult females [37]. This last approach allowed the identification of multiple genes expressed in the early and late stages of regeneration. Still, a lack of discrimination between healing engaged and passive cells reduced its informative capacity.

Based on this current knowledge, we aimed to identify the “healing transcriptome” of those cells activating JNK signaling upon wounding in imaginal discs. In injured imaginal discs, *puc* expression is detected after just a few hours suggesting that the activation of the JNK pathway is one of the earliest responses to wounding. JNK activity is required for discs healing and early regeneration and cell lineage studies show that *puc*-expressing cells contribute to the regenerated tissue [13, 38–41]. How the JNK pathway is activated during healing is not known. Neither, the primary responses triggered by the activation of JNK signaling following injury. We employed *puc^E69^*-Gal4 I/UAS-GFP transgenic animals, which express GFP under the control of *puc* enhancers to identify and isolate JNK active cells from wounded and control discs. These cells respond both, to JNK signaling agonists and antagonists, as well as to incisive and ablating wounding [13]. To distinguish the endogenous transcriptional response of JNK active cells [18] from that of the cells that activate JNK in response to wounding, we performed quadruplicated transcriptomic assays. Our analyses tackled the early/intermediate events of the healing process, which predominantly involve cell rearrangements and dynamic changes in cell adhesion and cytoskeleton activity. To single out the transcriptomic healing response, we performed a one to one global comparison between cells involved in healing and neighboring cells in wounded discs and dual comparisons aimed to identify genes with differential expression in wounded discs only, **WO** (genes specific to wound healing and not to disc eversion and fusion) and with distinct expression changes in wounded and non-wounded discs, **W/NW/D** (genes important for both, healing and fusion). To identify those cellular and molecular functions augmented amongst the genes whose expression changes during healing we performed GO term enrichment analyses.

### Ontology analysis of healing genes

When comparing our results to previously reported expression profiles of imaginal discs during regeneration [37], several similarities arise amongst enriched GO terms. 

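*Def* and *Drs*, antimicrobial peptide genes, rose in JNK+ W cells by 2.63 (SE 0.32) and 2.29 (SE 0.31) on the log2 scale. *PGRP-LA*, a peptidoglycan recognition gene, rose by 2.07 (SE 0.14) and *spz*, the Toll ligand gene, by 1.86 (SE 0.40). Of the innate immunity genes 5 of 22 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 in limma). The median was 0.35 (camera adjusted p = 0.00044, and adjusted p = 0.13 with an estimated correlation). In non-wounded discs 9 of 26 were higher and 0 lower (10 higher and 0 lower when adjusted over the list alone, 1 lower at an unadjusted p under 0.05 in limma). Members had a median of 0.23 (camera adjusted p = 0.00018, and adjusted p = 0.096 with an estimated correlation). For D 0 of 26 were positive and 3 negative and the list did not pass (camera adjusted p = 0.11). *PGRP-SA* and *CecC*, which only the study's tables name and the list therefore leaves out, rose in W by 2.11 and 2.28 and passed. *AttA*, *AttB*, *AttC* and *TotM*, left out in the same way, did not pass in W. *Hsp60A*, a mitochondrial chaperonin gene, rose by 0.71 and *Hsp26*, a small heat shock gene, fell by 0.60, the only calls among 16 heat shock and oxidative stress genes (median -0.039, camera adjusted p = 0.86), while *Hsp23* and *Hsp67Bc*, left out of the list for the same reason, fell by 0.64 and 0.71. Without wounding *GstE1* and *Hsp68* rose by 1.54 and 0.89, 2 of 4 rises among 17 members (6 higher and 0 lower when adjusted over the list alone, 1 lower at an unadjusted p under 0.05 in limma). The median of the list was 0.23 (camera adjusted p = 0.038, and adjusted p = 0.55 with an estimated correlation). D was -1.21 for *Hsp68* and -1.02 for *GstE1*, and 0 of 17 were positive and 3 negative in the list (1 positive and 3 negative when adjusted over the list alone, 1 positive at an unadjusted p under 0.05 in limma), whose median D was -0.16 (camera adjusted p = 0.019, and adjusted p = 0.45 with an estimated correlation). *Hsp67Bc* had an NW difference of 1.76 and a D of -2.47, both past the threshold.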

Amongst them, the upregulation of genes involved in stress and immune response and regulation of transcription, or the downregulation of genes related to RNA processing. In contrast, the upregulation of genes involved in cytoskeleton organization, biogenesis and cell proliferation or the downregulation of helix-loop-helix transcription factors in JNK-positive cells in our analyses differs with the overrepresentation of these categories amongst downregulated and upregulated genes respectively during regeneration [37]. These differences are probably due to the fact that each study tackles a different paradigm. 

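The actin bundling genes *sn* (fascin) and *Fim* (fimbrin) rose in JNK+ W cells by 1.15 (SE 0.16) and 1.06 (SE 0.23) on the log2 scale and the Arp2/3 subunit gene *Arpc5* by 1.02, whereas *Actn*, the alpha-actinin gene, fell by 0.50. Of the actin regulators 13 of 26 were higher and 1 lower (14 higher and 1 lower when adjusted over the list alone). The members' median was 0.55 (camera adjusted p = 2.2e-07, and adjusted p = 0.13 with an estimated correlation). In non-wounded discs 12 of 29 were higher and 3 lower (13 higher and 4 lower when adjusted over the list alone). The list had a median of 0.31 (camera adjusted p = 0.00043, and adjusted p = 0.18 with an estimated correlation). *Arp2*, *Arp3*, *Rho1*, *Tm1* and *zip*, which only the study's tables name and the list leaves out, were higher in both states. *capt* and *sqh*, left out in the same way, did not pass in W (limma adjusted p = 0.14 and 0.18). Those tables hold genes that the study called on these arrays, so rises among them are no separate support. For D *cpa* and *Abi* were positive, the only calls (camera adjusted p = 0.39). Of 4 tubulin genes *betaTub97EF* rose by 0.70, the only call in W (camera adjusted p = 0.60), and *alphaTub84D* fell by 1.68 in NW (camera adjusted p = 0.73). For D no tubulin gene passed (1 positive and 0 negative at an unadjusted p under 0.05 in limma, camera adjusted p = 0.76). *CycB3*, a mitotic cyclin gene, fell by 0.56 and *dpa*, the Mcm4 gene, by 0.50. Of the cell cycle genes 0 of 24 were higher and 2 lower (0 higher and 2 lower when adjusted over the list alone, 2 higher at an unadjusted p under 0.05 in limma, median -0.071, camera adjusted p = 0.31), and *dap*, left out in the same way, fell by 0.56. Without wounding *Mcm5* and *Mcm2* fell by 1.24 and 0.74 and *RnrL*, a ribonucleotide reductase gene, rose by 0.93, and 1 of 24 was higher and 9 lower (2 higher and 11 lower when adjusted over the list alone). The median there was -0.38 (camera adjusted p = 0.0034, and adjusted p = 0.55 with an estimated correlation). Among the helix-loop-helix genes *twi* fell by 1.95, *E(spl)mdelta-HLH* by 0.83 and *E(spl)m7-HLH* by 0.81. Of that list 0 of 17 were higher and 3 lower in W (0 higher and 5 lower when adjusted over the list alone, 0 higher at an unadjusted p under 0.05 in limma). Over the list the median was -0.32 (camera adjusted p = 0.0059, and adjusted p = 0.16 with an estimated correlation). In NW 1 of 21 was higher and 5 lower (2 higher and 7 lower when adjusted over the list alone). Its median was -0.36 (camera adjusted p = 0.020, and adjusted p = 0.18 with an estimated correlation). For D the list did not pass (camera adjusted p = 0.81).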

Our approach did not evaluate the regeneration response of whole discs [37] but focused on early/intermediate healing events.

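*mRpS33* and *mRpL28*, mitochondrial ribosomal protein genes, rose in JNK+ W cells by 0.93 (SE 0.22) and 0.86 (SE 0.16) on the log2 scale. Of their list 2 of 67 were higher and 0 lower (1 higher and 0 lower when adjusted over the list alone, 11 higher and 0 lower at an unadjusted p under 0.05 in limma). The list median was 0.20 (camera adjusted p = 0.00025, and adjusted p = 0.73 with an estimated correlation). For D *mRpS14* (0.65) and *mRpL14* (1.11) were among the calls, and 4 of 69 were positive and 0 negative (7 positive and 0 negative when adjusted over the list alone, 0 negative at an unadjusted p under 0.05 in limma). The median was 0.31 (camera adjusted p = 2.7e-05, and adjusted p = 0.61 with an estimated correlation). In NW 1 of 69 was higher and 6 lower (camera adjusted p = 0.37). Of 21 cytosolic ribosomal protein genes past the filter, *RpL24-like* fell by 0.52, the only call of the list in W (median -0.15). Camera took all 41 members (adjusted p = 0.026, and adjusted p = 0.25 with an estimated correlation). *RpS11* and *RpS9*, which only the study's tables name and the list leaves out, fell by 2.47 and 0.64 and passed as well. *RpS5b* rose by 1.00 in NW (camera adjusted p = 0.77) and had a D of -1.32 (list median -0.066, camera adjusted p = 0.033, and adjusted p = 0.45 with an estimated correlation). The tRNA synthetase genes *ValRS*, *AsnRS* and *ThrRS* rose by 1.47, 0.76 and 0.75 in W. Of the synthetases 3 of 20 were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone, 1 lower at an unadjusted p under 0.05 in limma). Members had a median of 0.30 (camera adjusted p = 0.0011, and adjusted p = 0.61 with an estimated correlation). In NW 5 of 20 were higher and 0 lower (2 lower at an unadjusted p under 0.05 in limma). The members' median was 0.25 (camera adjusted p = 0.043, and adjusted p = 0.75 with an estimated correlation). For D the list did not pass (camera adjusted p = 0.53). *Cyt-c1*, a subunit gene of respiratory complex III, rose in W by 0.75 (adjusted p = 0.0017) with a D of 0.67 (adjusted p = 0.056) when I and II were averaged and of 0.65 (adjusted p = 0.037) with all arrays. *Cyt-c-p*, a cytochrome c gene, rose by 1.36 (adjusted p = 0.0010) with a D of -0.11 (adjusted p = 0.92). The vacuolar ATPase genes *VhaM9.7-c* (1.21) and *Vha55* (0.47) rose and *Vha100-2* fell (-0.57), of 16 in W (camera adjusted p = 0.085, 0.61 in NW and 0.46 for D). No proteasome gene of 28 passed in W (1 higher and 1 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.15, and 0.0032 with the replicate block), and the list had camera adjusted p = 0.26 in NW (0.031 with the block) and 0.99 for D.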

Protein and cellular biosynthesis, mitochondrial activity, ATP synthesis, ribosome activity and chromatin remodeling GO terms are enriched amongst those genes whose expression is enhanced in JNK-positive cells in wounded discs only in the **WO** subpopulation. Cellular localization, secretory pathways, signaling and extracellular attachments are also overrepresented GO terms. In particular, a meaningful swift in the degradative properties of the tissue appears to be necessary to allow healing progression. We found that secreted MMP1 or Timp (Tissue inhibitor of metalloproteases) [26, 42] amongst other extracellular matrix proteins are specifically upregulated in JNK-positive cells upon wounding, while a different set of peptidases is overrepresented amongst downregulated genes.

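*Timp*, which encodes the tissue inhibitor of metalloproteases, rose in JNK+ W cells by 2.26 (SE 0.17, adjusted p = 5.3e-05) on the log2 scale and *Mmp2*, the other matrix metalloprotease gene, by 0.85 (SE 0.21, adjusted p = 0.027). *SPARC*, *vkg* and *trol*, the perlecan gene, fell by 2.69, 2.48 and 1.83, and *mspo* by 1.66. Adepithelial myoblast markers fell in the same comparison (list median -0.98, camera adjusted p = 4.3e-06, and 1.1e-06 for D), and the list did not pass with an estimated correlation (adjusted p = 0.13 and 0.17). Without wounding *Timp* rose in JNK+ cells by 2.42 (SE 0.16, adjusted p = 1.6e-07) and *Tig* by 5.31 (SE 0.34), and D was -0.16 (adjusted p = 0.86) for *Timp* and -1.38 (adjusted p = 0.13) for *Tig*. *vkg* and *trol* differed by -0.53 (adjusted p = 0.35) and 0.078 (adjusted p = 0.95) in non-wounded discs. Of the extracellular matrix genes 3 of 16 were higher and 6 lower in wounded discs (3 higher and 7 lower when adjusted over the list alone). The list had a median of -0.32 (camera adjusted p = 0.0065, and adjusted p = 0.65 with an estimated correlation). In NW 5 of 18 were higher and 3 lower (5 higher and 5 lower when adjusted over the list alone), with a median of -0.054 and a mean of 0.34 (camera adjusted p = 0.50). D was -1.90 for *trol*, -0.94 for *Ndg*, the nidogen gene, and -0.83 for *Pxn*, the peroxidasin gene. For D 0 of 18 were positive and 7 negative (0 positive and 8 negative when adjusted over the list alone, 1 positive at an unadjusted p under 0.05 in limma). Over the list the median was -0.59 (camera adjusted p = 5.1e-06, and adjusted p = 0.45 with an estimated correlation). The list was drawn up with the study's metalloprotease results known, and *Mmp1*, whose probe sets the platform annotation does not name, is not in these tallies.

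**Figure D2:**
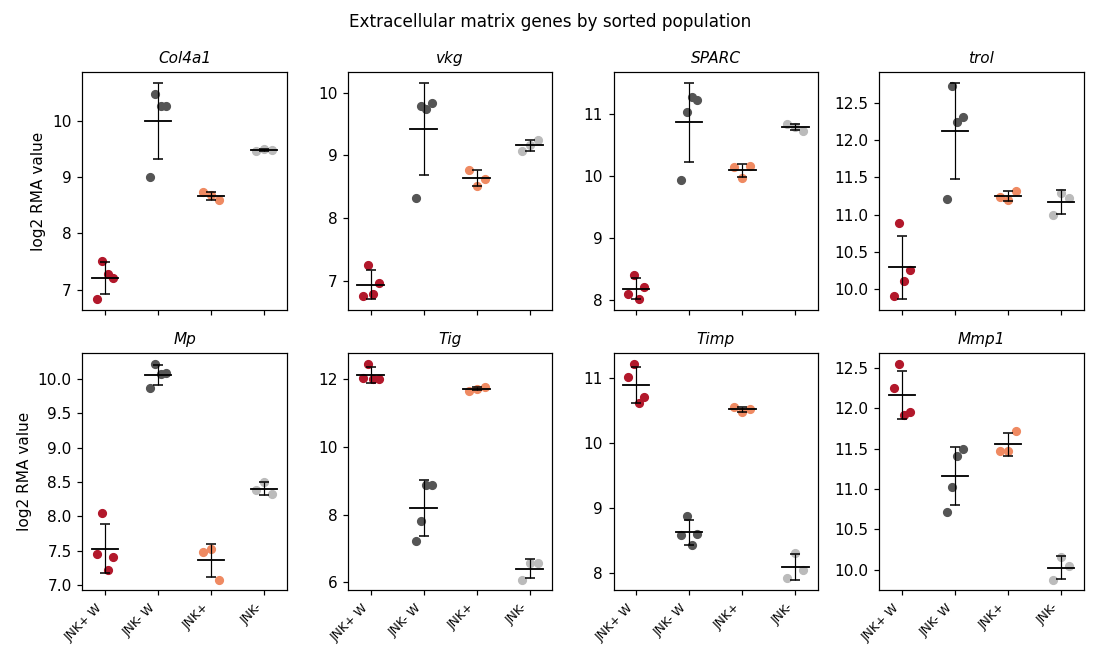
Log2 intensity of *Col4a1*, *vkg*, *SPARC*, *trol*, *Mp*, *Tig*, *Timp* and *Mmp1* in each array of the 4 populations, with bars at the mean and error bars of 1 SD. The deposited values are shown, so levels in wounded and non-wounded discs are offset from each other.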

Otherwise, we found that intracellular communication and regulation of cell motility and adhesion are GO terms enriched amongst the genes upregulated in JNK-positive cells in the **W/NW/D** subpopulation. 

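*Vinc*, the vinculin gene, and *if*, an integrin alpha chain gene, rose in JNK+ W cells by 0.73 (SE 0.12) and 0.63 (SE 0.17) on the log2 scale. With *Tig* and *Pax* they were the integrin and focal adhesion genes called in W, where 4 of 22 were higher and 0 lower (6 higher and 3 lower when adjusted over the list alone). Its median was 0.28 (camera adjusted p = 0.045, and adjusted p = 0.71 with an estimated correlation). In NW 4 of 23 were higher and 3 lower (median 0.21, camera adjusted p = 0.075, and 0.047 with the replicate block), and for D 0 of 23 were positive and 0 negative (0 positive and 2 negative at an unadjusted p under 0.05 in limma, camera adjusted p = 0.83). Of the signalling ligands, *dpp*, a BMP gene, rose by 0.89 in W. *bnl*, an FGF gene, and *daw*, an activin gene, rose by 2.96 and 2.84 in NW, where *hh* and *Wnt6* (-0.83) fell. Of the ligands 6 of 18 were higher and 0 lower in W (8 higher and 2 lower when adjusted over the list alone, 2 lower at an unadjusted p under 0.05 in limma). The list median was 0.61 (camera adjusted p = 0.010, and adjusted p = 0.57 with an estimated correlation). In non-wounded discs 9 of 22 were higher and 2 lower (10 higher and 3 lower when adjusted over the list alone). The median was 0.22 (camera adjusted p = 0.023, and adjusted p = 0.55 with an estimated correlation). For D 0 of 22 were positive and 1 negative and the ligand list did not pass (3 positive at an unadjusted p under 0.05 in limma, camera adjusted p = 0.53).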

In vertebrates, it has been extensively demonstrated the importance of secretory factors in the repair of wounded areas [43]. Also, in flies, multiple growth factors and cytokines, including PDGF, VEGF, TGFβ (Transforming Growth Factor β), FGF (Fibroblast Growth Factor) or Egr (Eiger) have been reported to be necessary for thorax fusion and healing [7, 43–45]. In particular, we found that *pvf1* and *pvf2*, which code for PDGF- and VEGF-related factors are strongly expressed in JNK-positive cells and, remarkably, also expressed at high levels in JNK-negative non-engaged cells during healing just in wounded discs. 

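*Pvf1* had a mean log2 intensity of 9.26 ± 0.37 in JNK+ W and 6.85 ± 0.29 in JNK- W cells, and of 8.81 ± 0.087 and 5.60 ± 0.068 without wounding (SD, n = 3 each). The differences were 2.41 (SE 0.18, adjusted p = 8.9e-06) in W and 3.21 (SE 0.18, adjusted p = 3.4e-07) in NW in limma. *Pvf2* rose by 1.28 (SE 0.36, adjusted p = 0.048) over all 8 wounded arrays, with means of 10.11 ± 0.44 in JNK+ W and 8.64 ± 0.92 in JNK- W cells (SD, n = 3 each), and by 3.02 (SE 0.37) in NW. In JNK-negative cells *Pvf1* differed with wounding by 1.81 (SE 0.15, adjusted p = 2.9e-05) and *Pvf2* by 2.06 (adjusted p = 0.0015). In JNK-positive cells they differed by 0.90 (adjusted p = 0.0023) and 0.42 (adjusted p = 0.41). *Pvf1* had a D of -0.80 (adjusted p = 0.14) with I and II averaged and -0.94 (adjusted p = 0.047) with all arrays, and *Pvf2* of -1.55 (adjusted p = 0.17). *Pvf3*, the third ligand gene, rose by 0.81 (adjusted p = 0.0089) in W, and *Pvr*, the receptor gene, differed by 0.74 (adjusted p = 0.069) in W and 1.12 (adjusted p = 0.0020) in NW. The list of 4 was chosen with the study's *Pvf1* and *Pvf2* results known, and in W 3 of 4 were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 in limma). Members had a median of 1.05 (camera adjusted p = 8.3e-05, and adjusted p = 0.14 with an estimated correlation). In NW 4 of 4 were higher and 0 lower (0 lower at an unadjusted p under 0.05 in limma). The members' median was 2.07 (camera adjusted p = 3.5e-05, and adjusted p = 0.096 with an estimated correlation). For D the list did not pass (camera adjusted p = 0.057).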

The meaning of this upregulation is unclear but it could point to a systemic coordination between the cells actively involved in repair and the surrounding ones to accommodate the tissue topology to the healing process. This possibility remains to be tested. On the other hand, organ development, cell metabolism regulation and structural constituents of cuticle GO terms are enriched amongst the downregulated genes in JNK-positive cells in both, wounded and non-wounded discs suggesting that the functions of these genes, e.g. cuticle deposition, may need to be cut short both, for imaginal fusion and proper tissue repair.

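*Cpr72Ea*, *Cpr65Ec* and *Cpr49Ah*, cuticle protein genes, had D values of -4.59 (SE 0.42), -3.72 (SE 0.46) and -3.11 on the log2 scale over all arrays. *Cpr64Aa* rose in non-wounded discs by 4.34 (SE 0.25). In wounded discs 7 of 50 were higher and 8 lower in the cuticle protein list (8 higher and 10 lower when adjusted over the list alone), whose median was -0.050 and mean 0.0036 (camera adjusted p = 0.19). In non-wounded discs 22 of 109 were higher and 3 lower (22 higher and 3 lower when adjusted over the list alone). There the median was -0.019, whereas the mean was 0.35 and the test was for higher values (camera adjusted p = 0.041, and adjusted p = 0.68 with an estimated correlation). For D 0 of 109 were positive and 16 negative (0 positive and 21 negative when adjusted over the list alone, 2 positive at an unadjusted p under 0.05 in limma). The list had a median of -0.086 (camera adjusted p = 5.8e-05, and adjusted p = 0.45 with an estimated correlation). The cuticle list was chosen with the paper's cuticle result known. Of 8 Osiris genes, which are expressed in cuticle-forming epithelia, *Osi14* rose by 1.52 and *Osi2* fell by 1.67 in W (camera adjusted p = 0.74). In NW 2 of 23 were higher and 2 lower (camera adjusted p = 0.93, and 0.89 for D).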

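*upd1*, a JAK/STAT ligand gene, had means of 7.61 ± 0.41 in JNK+ W and 5.90 ± 0.79 in JNK- W cells (SD, n = 3 each). It was the only call among the JAK/STAT genes, of which 1 of 8 was higher and 0 lower (1 lower at an unadjusted p under 0.05 in limma, median 0.26, camera adjusted p = 0.30), and *upd3*, *hop* and *Socs36E* lack a platform name and were not tested with the list. In NW 1 of 9 was higher and 2 lower (camera adjusted p = 0.93, and 0.31 for D). *Dronc*, an initiator caspase gene, and *p53* rose in W by 0.84 (SE 0.21) and 0.56 (SE 0.14) on the log2 scale, the only calls of 10 apoptosis genes (median 0.0041, camera adjusted p = 0.79), which for the same reason leave out *rpr*, *hid*, *Diap1* and *Drice*, and of these *Drice*, named by the study's tables, rose by 0.78 and passed. In non-wounded discs 3 of 14 were higher and 0 lower (2 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.20, and 0.26 for D). *Rho1*, which encodes a GTPase of actin contractility, rose by 1.30 (SE 0.19, adjusted p = 0.0022) in W, differed by 1.34 (adjusted p = 0.00010) in NW and had a D of -0.045 (adjusted p = 0.98).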

Last, some GO terms are overrepresented in both subpopulations, **WO** and **W/NW/D**, e.g. cytoskeleton, GTPase activity, JAK/STAT signaling, induction and regulation of cell death and defense and stress responses are enriched amongst upregulated genes in JNK-positive cells. The upregulation of GTPases [2, 46–50], the JAK/STAT cascade [51–53], pro-apoptotic genes [54, 55] and innate immunity genes might be connected to the activation or propagation of JNK activity as a physiological response to stress. 

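*Jra*, the Jun gene, rose in JNK+ W cells by 0.57 (SE 0.13, adjusted p = 0.022) on the log2 scale, and in non-wounded discs *Jra* differed by 0.75 (adjusted p = 0.00018) and *msn* by 0.24 (adjusted p = 0.15). *Jra* and *msn* were the only calls of 14 genes of the JNK pathway in W (median 0.064, camera adjusted p = 0.70). In NW 3 of 14 were higher and 4 lower (camera adjusted p = 0.81, and 0.34 for D). Of the JNK targets, *Ets21C* and *Ilp8* differed in NW by 1.47 (adjusted p = 0.0026) and 1.50 (adjusted p = 3.3e-06). In that list 6 of 10 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 in limma). Over the list the median was 1.08 (camera adjusted p = 1.6e-05, and adjusted p = 0.096 with an estimated correlation). For D it did not pass (camera adjusted p = 0.17). *puc* differed in NW by 1.03 (SE 0.58, adjusted p = 0.33), with means of 9.88 ± 0.13 in JNK+ and 8.85 ± 0.083 in JNK- cells (SD, n = 3 each). With the 6 non-wounded arrays fitted alone *puc* passed in limma (adjusted p = 2.9e-06), and its log2 intensities were 9.79 to 10.03 in JNK+ and 8.76 to 8.92 in JNK- arrays.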

GTPases function may be also associated to their known roles as cytoskeleton regulators and linked to the cytoskeletal rearrangements observed in the initial phases of both, healing and discs fusion.

### Functional analysis of “healing” genes

Different functional screens to identify genes involved in wound healing have been performed in *Drosophila* [56–58]. A forward genetic screen by insertional mutagenesis have led to the identification of 30 lethal mutants with defects in embryonic epithelia repair [56]. Further, in a screen of deficiencies and single mutations, several genes have been identified as regulators of the transcription of wound-responsive markers in response to puncture wounds in embryos [58]. Finally, UAS-RNAi transgenes have been overexpressed in larvae to identify genes involved in the control of epithelial migration during postembryonic wounds [57]. These screens are recent, and so their subsequent follow-up has been limited. However, when taken together, they provide solid evidences supporting the conservation of multiple aspects of the mammalian wound response in *Drosophila*.

To investigate the functionality of the genes identified in our transcriptomic analysis during tissue repair, we performed two reverse functional screens. First, we interfered with the natural process of thorax closure identifying at least 115 genes (approximately 53% of those tested) whose upregulation or downregulation resulted in closure defects. Considering, that many RNAi lines do not efficiently knock down gene expression, these results probably underestimate the real number of regulators in our transcriptome data. Several of those lines reproducibly yielding strong phenotypes were further tested in a disc-healing assay. We found that 33 (69%) of the 48 genes tested display wound healing defects.

The most significant set of relevant genes identified in the functional screenings includes factors involved in the activation or transduction of JNK signaling. Interference in the expression of *Jra—DJun* (as previously observed in embryo and larvae [56, 57]) and GTPase activity regulators such as *loco* or JAK/STAT elements (*upd*) [59, 60] display extreme defects in healing (Phenotypic Class 2). Interestingly, several potential regulators or mediators of JNK activity were also identified for the first time. An element of this class is *CG1703*, a member of the ABC-F subfamily of ABC proteins [61]. ABC-Fs are ATPases that regulate translation [62]. The downregulation of *CG1703* resulted in a phenotype (Class 5TC) strikingly similar to that observed upon downregulation of the JNK pathway [18]. It is tempting to speculate that *CG1703* may somehow regulate the activity of the JNK cascade at the level of translation.

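*TfAP-2* fell in JNK+ W cells by 1.36 (SE 0.16, adjusted p = 0.00080) on the log2 scale over 8 arrays in limma, with means of 6.61 ± 0.25 against 7.99 ± 0.23 (SD, n = 3 each). *mirr* fell by 1.36 (SE 0.19, adjusted p = 0.0019) and *ara* by 0.81 (SE 0.17, adjusted p = 0.014), and *caup* differed by -0.85 (SE 0.33, adjusted p = 0.13). In non-wounded discs *mirr*, *ara* and *caup* fell by 1.58, 1.40 and 1.85, and *TfAP-2* differed by -1.17 (adjusted p = 4.9e-05). Of these 3 Iroquois genes, a list chosen with the study's results known, 0 were higher and 2 lower in W (0 higher and 3 lower when adjusted over the list alone, 0 higher at an unadjusted p under 0.05 in limma). Its median was -0.85 (camera adjusted p = 0.0012, and adjusted p = 0.14 with an estimated correlation). In NW 0 of 3 were higher and 3 lower (0 higher at an unadjusted p under 0.05 in limma). The list median was -1.58 (camera adjusted p = 0.00046, and adjusted p = 0.096 with an estimated correlation). For D the list did not pass (camera adjusted p = 0.11) except with the replicate block (adjusted p = 0.034). *Ssb-c31a*, a transcriptional coactivator gene, differed by 0.50 (SE 0.15, adjusted p = 0.053) in W, -0.18 (adjusted p = 0.45) in NW and 0.68 (adjusted p = 0.036) for D. *rept*, which encodes a chromatin remodelling ATPase, differed by 0.64 (SE 0.28, adjusted p = 0.17) in W and 0.14 (adjusted p = 0.87) in NW. With the array pairs as a block the W adjusted p was 0.021 for *caup*, 0.020 for *Ssb-c31a* and 0.034 for *rept*. None of the 3 passed with I and II averaged as well (limma adjusted p = 0.064 for *caup*, 0.058 for *Ssb-c31a* and 0.054 for *rept*).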

Transcriptional activators such as *AP-2*, *mirror*, *ara*, or *caup* and repressors such as *Ssb-c31a* or *rept* constitute a second category of genes highly represented amongst those whose misregulation resulted in strong healing phenotypes. *mirror*, *ara* and *caup*, which code for helix-loop-helix proteins of the Iroquois complex [63, 64] are downregulated during healing. The overexpression in the notum of these genes results in embryonic (Class 7TC) for *ara* or *mirror* or pupal lethality (Class 6TC) for *caup*. Remarkably, the overexpression of *mirror* or *caup* in cultured discs resulted in early homotypic contacts between the PE and CE but a failure to proceed further (Phenotypic Class 5). The implication of this complex in wound healing is unexpected and its role remains to be explored.

Interference in genes involved in intercellular communication, such as cytokines and growth factors, which have been previously reported as mediators of healing in vertebrates [43–45], also resulted in discs healing defects. The inhibition of *pvf1* or *pvr1* resulted in notum malformations (Class 4TC and 5TC respectively) and caused incomplete healing with large wounds (Phenotypic Class 1 and 3 respectively). Pvf and Pvr are necessary in *Drosophila* for the apical assembly of the actin cytoskeleton during embryogenesis [65] and required for other diverse developmental processes [66–68]. Recently, Pvf1 and Pvr have also been shown to participate in larval wound healing [69].

Regulators of actin cytoskeleton dynamics including *Act42a*, *vrp*, *TCP1η* and *ζ* *cpα* and *β* and *fimbrin* are also enriched amongst those genes whose function is essential for healing. Downregulation of *Act42a*, *vrp* and *TCP1η* or *ζ* results in pupal lethality (Class 6TC) and yields an early open wound phenotype (Phenotypic Class 1). Vrp encodes a WH2-containing actin binding protein needed for actin polymerization during polarized growth [70]. Vertebrate Vrps regulate actin dynamics either by binding directly to actin or to proteins of the WASP family [71]. The TCP1 complex is a cytosolic chaperonin involved in the folding of non-native actins and tubulins, amongst other substrates [34]. Milder healing defects are observed upon interference in *cpα* and *β* and *fimbrin* expression. Cpα and Cpβ are regulators *of actin filament growth [72] that cap the barbed ends of filaments preventing the addition or* release of actin subunits [73]. In *Drosophila*, Cpα is required for the proper development of the wing blade primordium and its loss results in actin and myosin accumulation, cells extrusion and apoptosis [74]. On the other hand, loss of Cpβ affects border cell migration, reducing the length of actin protrusions. It also causes abnormal actin aggregation on nurse cell membranes [75]. Downregulation of *cpα* or *β* resulted in notum malformation (Class 4TC and 5TC respectively) and yielded incomplete healing affecting CE zippering (Phenotypic Class 4). Fimbrin is a cytoskeletal protein associated with microfilaments in microvilli, microspikes, membrane ruffles, and cell-substratum attachment sites [76]. It directs the formation of tightly bundled F-actin assemblies [77] and in *Drosophila* has been shown to participate in chromosome segregation during meiosis in females [78]. Downregulation of *fimbrin* results in notum malformation (Class 4TC) and incomplete healing after 18 hours (Phenotypic Class 6). Altogether, these data indicate that proper levels, folding and polymerization of actin appear to be essential for the earliest steps of healing, while the correct regulation of actin filaments growth or bundling seems to be essential for late healing completion.

### The TCP1 complex

TCP1 is a cytosolic chaperone complex of about 900 kDa ubiquitously expressed [79]. Each of its eight subunits is coded by individual highly divergent genes [80]. Although many of its substrates have yet to be identified, it is well established that it participates in the folding of actin and tubulin monomers. Clinically, TCP1 has been linked to colorectal cancer progression and to prevention of polyglutamate-containing proteins aggregation in neurodegenerative diseases like Huntington’s [81, 82].

We found that two subunits of the complex, *TCP1η* and *ζ*, are upregulated in healing-engaged cells. 

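*CCT7* (subunit eta) had a mean log2 intensity of 11.61 ± 0.24 in JNK+ W and 10.96 ± 0.37 in JNK- W cells (SD, n = 3 each), a difference of 0.61 (SE 0.19, adjusted p = 0.071) over 8 arrays in limma. *CCT6* (subunit zeta) had means of 11.37 ± 0.32 and 10.91 ± 0.55 (SD, n = 3 each), a difference of 0.39 (SE 0.27, adjusted p = 0.39). Neither passed in the global comparison. In non-wounded discs *CCT7* differed by 0.41 (adjusted p = 0.17) and *CCT6* by 0.70 (adjusted p = 0.11), and D was 0.21 (adjusted p = 0.82) and -0.30 (adjusted p = 0.83). Over all probe sets and with I and II averaged the W differences were 0.65 (adjusted p = 0.040) for *CCT7* and 0.46 (adjusted p = 0.35) for *CCT6*. The array pairs as a block gave a W adjusted p of 0.011 for *CCT7* in limma, and 0.038 with I and II averaged as well.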

We also found that interfering in their expression led to strong defects in thorax fusion, and to an early healing arrest. Importantly, although the remainder of TCP1 subunits was not upregulated upon wounding, when their expression was impaired, defects in thorax closure and wound healing were also observed. 

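*CCT5*, the epsilon subunit gene, rose in JNK+ W cells by 0.58 (SE 0.14, adjusted p = 0.030) on the log2 scale. The 5 remaining subunit genes differed by 0.40 (*CCT1*), 0.23 (*CCT2*), 0.31 (*CCT3*), 0.27 (*CCT4*) and 0.67 (*CCT8*), with adjusted p from 0.085 to 0.33 in limma. Of the subunit genes, a list chosen with the study's results known, 1 of 8 was higher and 0 lower (5 higher and 0 lower when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 in limma). The median was 0.39 (camera adjusted p = 0.00025, and adjusted p = 0.33 with an estimated correlation). In non-wounded discs *CCT3*, *CCT4* and *CCT5* rose by 0.55, 0.40 and 0.61 (4 higher and 0 lower when adjusted over the list alone). Members had a median of 0.44 (camera adjusted p = 0.0015, and adjusted p = 0.47 with an estimated correlation). For D the chaperonin list did not pass (camera adjusted p = 0.81). Prefoldin hands unfolded actin and tubulin to the chaperonin, and its genes *Pfdn1* and *Pfdn6* rose by 0.80 and 0.64 in W. Of the prefoldin genes 2 of 6 were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 in limma). The members' median was 0.59 (camera adjusted p = 0.00042, and adjusted p = 0.32 with an estimated correlation). In NW 1 of 6 was higher and 0 lower (0 lower at an unadjusted p under 0.05 in limma). The list had a median of 0.38 (camera adjusted p = 0.038, and adjusted p = 0.57 with an estimated correlation). For D the list did not pass (camera adjusted p = 0.31). The array pairs as a block gave W adjusted p values of 0.037 for *CCT1*, 0.047 for *CCT3* and 0.0095 for *CCT8*. Averaging I and II as well gave 0.097 for *CCT1*, 0.14 for *CCT3* and 0.033 for *CCT8*.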

Fusion and healing arrest in TCP1 compromised discs is accompanied by a failure to organize actin microfilaments and to generate filopodia at the edges. It is also associated with defects in the organization of the microtubular network. This phenotype is very similar to that observed after interfering with *Act42a* or *vrp* suggesting that one of the roles of the TCP1 complex during healing might be to fold actin monomers and thus promote the active and rapid rebuilding of the cytoskeleton. 

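The actin gene *Act42A* had a mean log2 intensity of 13.49 ± 0.11 in JNK+ W and 12.44 ± 0.35 in JNK- W cells (SD, n = 3 each), a rise of 1.00 (SE 0.17, adjusted p = 0.0049) over 8 arrays in limma. *Vrp1*, the verprolin gene, rose by 1.14 (SE 0.20, adjusted p = 0.0062). In non-wounded discs *Act42A* differed by 0.65 (adjusted p = 0.0072) and *Vrp1* by 0.98 (adjusted p = 0.0015), and D was 0.35 (adjusted p = 0.46) and 0.16 (adjusted p = 0.88). *Act5C*, the other cytoplasmic actin gene, chosen after its values were seen, differed by 0.77 (adjusted p = 0.016) in wounded discs. The actin list test took 3 members in W (camera adjusted p = 0.37), of which *Act87E* alone was past the filter of the global comparison. The platform annotation does not name the probe sets of *Act5C*, *Act42A* and *Act57B*, which the list tests therefore left out, and of which *Act57B*, named by the study's tables, fell by 1.60 and passed. In NW 0 of 3 were higher and 0 lower (0 higher and 1 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.93, and 0.14 for D).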

Providing a sufficient level of folding capacity by increasing the transcriptional expression of its subunits would synergize with the upregulation of actin and Vrp upon wounding. This mechanism constitutes a new way of improving actin dynamics, working in parallel to those implemented by conventional actin regulators during healing.

It has been shown that specific TCP1 subunits are involved in the recruitment of distinct substrates to the complex [83]. Our findings suggest, however, that, at least during healing, the structural integrity and systemic activity of the complex is essential for its function: i.e. all subunits must be expressed at sufficient levels to modulate the TCP1 folding activity and cannot be compensated by others. Tissue repair is not related to any docking specificity associated to the individual components of the complex. Actin and tubulin have been identified as bona fide general substrates of the TCP1 complex in yeast and vertebrates. Indirectly, this suggests that actin (and maybe tubulin) might be the main substrates targeted by TCP1 during thorax closure and wound healing. Most probably, the upregulation of the *TCP1η* and *ζ* subunits responds to the need to reach sufficient expression levels to cope with the exceptional requests imposed by the healing process. How healing-engaged cells sense the need to increase TCP1 subunits mRNA levels and how they do implement it are open questions.

TCP1 in *Drosophila* appears to share its major substrates, actin and tubulin, with other organisms [79]. We have substantiated this assertion by noticing that interfering with TCP1 expression in *Drosophila* S2R+ cells results in strong alterations of their morphology and the organization and dynamics of their actin cytoskeleton. Moreover, cells deficient for TCP1 are unable to recover their natural levels of polymerized actin upon a pulse of Latrunculin A. Interestingly, a persistent upregulation of *TCP1ζ* during fibrotic healing in adult cutaneous and mucosal wounds in rabbits has been reported [84] suggesting that the critical role we uncovered for TCP1 may be conserved between invertebrates and vertebrates.

In summary, in this study, we have uncovered a new set of genes functionally relevant for the control and implementation of healing in *Drosophila* imaginal discs. We identified 33 genes whose inhibition or overexpression results in defects on healing or its complete absence. Another set of 60 genes show defects in thorax closure and they could also assist in the healing response. In relation to the signals triggering tissue remodeling, we recovered some known (*msn*, *jra*, *pvf1*, *pvr*, *rho1* and *scarface*) and unknown elements (*CG12007* and *CG17003*) potentially linked to the JNK and Pvf/Pvr cascades. Their study will be instrumental for understanding the initiation of the healing response. With respects to the process of tissue expansion, we, as expected, found multiple regulators of the actin cytoskeleton (*act42a*, *vrp*, *sqh* and *cpα* and *β*) and matrix attachments components (*scab* and *rhea/*Talin) (some never associated to healing before). We also discovered a novel role for the TCP1 chaperonin (*TCP1η* and *ζ*) in the context of healing. We concluded that TCP1 provides a systemic function transcriptionally regulated during healing as a modulator of cytoskeleton dynamics. Further, we uncovered a role for the Iroquois complex of transcriptional regulators (*mirror*, *ara* and *capu*) as a negative factor preventing healing progression. In addition, a series of genes with established (*l(1)1Bi*, *AP-2*, *Ssb-c31a*, *rept*, *aats-val*, *cytC-p*, *broad* and *lamin*) or unidentified (*CG7296*, *CG15027* and *CG15611*) functions were documented as active elements on healing progression for the first time. Their functions in this context remain to be explored. Last, regarding the sealing of the epithelia, we identified five genes *fimbrin*, *aats-trp*, *arc1*, *serpin55B* (*spn 6*) and *CG10200* whose absence, without affecting healing itself, leads to a failure of final sealing or impedes the tissue relaxation. How do they work? We don’t know, but they constitute genetic entry points that could help us to understand how epithelial closure is achieved or regulated.

Considering the low genetic redundancy of *Drosophila*, and the high degree of conservation of fundamental cellular functions and signaling pathways when compared to vertebrates, data obtained from our analyses must facilitate investigating and targeting functionally relevant genes in vertebrate healing studies. A variety of different microarray analyses of murine and humans have already described gene expression profiles of cells located at wound sites [85, 86], however, very few studies have addressed the functional role of genes potentially involved in healing regulation. There is promise that our newly identified wound-healing genes will guide further work in the more complex process of mammalian tissue repair.

## Materials and Methods

### Culture *in vitro*, wounding, live imaging and immunostaining of imaginal discs

Third instar larvae wing imaginal discs were dissected and incubated in a MM3 medium (Shields and Sang´s) supplied with fly extract. The fly extract was prepared following the protocol suggested by the DGRC, Indiana University [87]. This modified media allows wing imaginal discs to be cultured for more than 24 hours.

Third instar larvae imaginal disc dissections were performed in cultured medium and incisions of precise sizes were carefully executed with a pair of tungsten needles. This was followed by static culture in supplemented MM3 media for 16–18 hours. We found that imaginal discs in culture lose their morphology after 5 to 6 hours, becoming spherical in shape. To flatten the samples we mounted them within a silicon square “sandwich”. This enabled us to perform time-lapse confocal imaging. At least 10 imaginal discs were placed into the silicone square area. When all discs were cut the corresponding slide field was refilled with media mixed with 1 ml of FM4–64 (9 μM) to label the imaginal disc membranes. The imaginal discs were covered with a coverslip and slightly compressed to minimize the free space to avoid imaginal discs spherical deformation (eversion). The ready-made chamber also prevents desiccation. Time-lapse recording was initiated after 5 hours of incubation using inverted Leica SP5 and SP2 or Zeiss LSM700 confocal microscopes and 63 X objectives. Images (Z-stacks of 1 μm thickness) were captured every 10 minutes and in different positions to film at least 3 imaginal discs per slide. Laser intensity was kept at a minimum to avoid photobleaching and to minimize phototoxicity. Image analysis was performed with Leica and Zeiss Confocal Software and ImageJ (NIH Image) was used for mounting time-lapse movies in AVI format.

After 16–18 hours the imaginal discs were recovered using a 200 μl pipette humidified in MM3 media to prevent imaginal discs adhering to the walls of the tips. This was followed by a fast wash in PBS 1X to eliminate MM3 media remnants and fixation in 4% paraformaldehyde for 20 minutes. Antibody incubations were performed following standard procedures. All steps were carried out at room temperature on a shaker. After several washes, imaginal discs were mounted in Vectashield (Vector).

### Statistical analysis

The Microarrays datasets were employed for two different types of assessments: a global comparison of healing-competent (JNK-positive) cells to their non-engaged siblings and dual comparisons between JNK-positive and negative cells of both, wounded and non-wounded discs.

For the global comparison, microarray raw intensities were converted to gene expression estimates using a robust multichip average procedure (RMA). Before the statistical analysis, a pre-filtering step was performed to eliminate the genes presenting low signal (genes should have intensity values larger than 40 units, in at least 25% of samples) and/or minimal variability across samples (inter-quartile range should be larger than the 10% percentile). 6722 probe sets, out of 18952 passed this non-specific prefiltering process. The LIMMA package from Bioconductor was used to fit linear models to log-transform expression data. A moderated t-statistic and log-odds of differential expression were computed to assess for statistically significant changes. The corresponding p-values were corrected for multiple hypotheses testing using a False Discovery Rate criterion. Once the statistical analysis was accomplished we selected genes displaying statistically supported evidence of differential change by applying a p-value and a Fold Change cut off. The results obtained with the global analysis just display expression level changes of JNK-positive vs negative cells in wounded discs.

We also performed dual comparisons employing the microarrays generated from wounded and unwounded discs. The numerical raw data for these comparisons were processed through a between-array quantile normalization step, and a final robust summarization of probe-set signals. The statistical significance of differential gene expression signals was assessed using a moderated t-statistic with the LIMMA Bioconductor package. A relatively mild fold change cut-off (1.3) was applied to facilitate the computation of the interaction terms amongst datasets. A Venn diagram (Fig. 2B) was used to represent the interactions of the different identified subpopulations (**W**, **NW** and **D**). Dual comparisons between wounded and unwounded discs not only gave more information about the behavior of the cells involved in healing respect to their neighboring cells, but allowed us to create graphical representations of the expression of JNK-positive and negative cells for all chips in both conditions, wounded and unwounded.

### Template matching analysis

In order to perform this analysis, and disregard noisy genes, we picked 5106 genes (out of the 6722 from the pre-filtered set) that displayed an FDR-adjusted significance p-value < 0.05, for at least one of the three following contrasts: changes in expression between JNK-positive and negative cell samples in wounded (**W**), in non-wounded (**NW**) conditions, and when significant differences could be established between the both aforementioned expression changes (**D**).

Gene expression values were then discretized into a three level scale [high (**3**), medium (**2**) and low (**1**)] for all expressed genes in each condition. Different template profiles were generated (**1.1.1.1** to **3.3.3.3**) and clusters were defined from gene profiles that could be associated (Pearson correlation R^2^ > 0.95) to respective template profiles.

### Gene mapping in the genome

All genes identified through our two analyses (global and dual comparisons) with a fold change higher or lower than 2 and -2 respectively were mapped to the fly genome using the RefSeq track of the UCSC genome browser. Only one transcript per gene was considered (the first one present in the annotations). The file refGene.txt was used to retrieve the coordinates of each gene in RefSeq. The statistics of gene distribution on each chromosome were computed using the 19.670 unique RefSeq genes contained in the file refGene.txt. To measure the statistical significance of the gene distribution, 1.000 random sets of genes with the same size were generated and evaluated by p-value using a hyper-geometric distribution. The sets of up- and downregulated genes in the microarray were then mapped in the genomes using appropriate catalogues.

### Localized cluster identification and characterization

A cluster was defined as a group of neighboring genes located in a limited region of the genome, but not necessarily consecutive, that shows the same expression pattern (upregulation or downregulation) in the microarray experiment. Clusters were determined by the physical position in the genome, the number of co-expressed genes and the total number of genes in the genomic fragment. To evaluate the significance of the number of clusters identified in our microarray, 100 random sets with the same size and chromosomal gene distribution were generated from the sets of genes involved in wound healing. The clustering analysis was then performed in such data sets to infer the number of clusters that could be obtained by chance (expected clusters).

Different values were computed (using refGene.txt): the average gene length, the gene length distribution, the number of bidirectional/opposed genes on each cluster according to their strand, and the average intergenic distance. Such values were compared to the whole population of genes annotated in the fruit fly genome, to evaluate their significance.

### Functional annotations

A hypergeometric test (GOStats) was performed to assess GO term overrepresentation relative to aleatory assignment in our selected categories (**WO** and **W/NW/D**). GO terms and relationships for *Drosophila* were downloaded (gene_ontology_edit.obo, release 1.2 and gene_association.fb, release 1.94) from the GO web site. Annotation of the different gene sets was done at level 3 of the 'molecular function' ontology tree. We climbed up in the ontology to obtain the corresponding parent term at level 3 for those genes that were annotated at deeper levels in the hierarchical tree. A statistical analysis was performed to test the probability of observing a given GO term significantly enriched in genes belonging to such clusters using a hypergeometric distribution.

### Thorax fusion functional screen

The thorax fusion screen was carried out using a collection of transgenic fly lines carrying UAS-RNAi and UAS overexpressing constructs (see above). To drive their expression to the notum, males from each line were crossed with Pnr-Gal4 virgin females and tested at 3 different temperatures 18°C, 25°C and 29°C. Each phenotype was scored in a semi-quantitative manner based on the affected area within the Pnr-Gal4 expression domain. These phenotypes have been further classified based on the severity of phenotypes as described in the text.

### Wound healing functional screen

Males carrying UAS-RNAi or overexpressing constructs were crossed with either En-Gal4 or Pnr-Gal4 females and maintained at 25°C. Third instar larval imaginal discs were wounded, cultured at 25°C and evaluated for healing defects after 18 hours of culture.

Further Materials and Methods are described in S1 Text.

## Supporting Information

S1 Text Supplemental materials and methods and references. The supplemental Material and Methods include information on *Drosophila* Culture and Fly Stocks, Immunohistochemistry Reagents, including Primary and Secondary Antibodies, and protocols for Cells dissociation and FACS, RNA extraction and Quantification, Linear Amplification and hybridization to Affymetrix chips, Cell culture, DsRNA treatment of S2R+ cells, Live imaging and immunostaining of S2R+ cells and Inhibitor treatment. It also includes new references associated to the described materials. References are labeled in sequential order to those included in the main text.
(DOC)

S1 Fig *In vitro* imaginal disc culture and cells isolation. **A)** Imaginal discs were cut into three pieces and cultured in modified MM3 medium during 16–18 hours. Actin is shown in red (Phalloidin), *puc* expression is shown in green (*puc^E69^*-Gal4 A; UAS-GFP) and nuclei are shown in blue (DAPI). Scale bars are indicated for each panel. Cultured discs fractions were dissociated by trypsinization. **B)** Dissociated cells were subjected to Flow Cytometry and cells expressing *puc* (green) and siblings (white) sorted out. **C)** Cell profiles of control discs (non-GFP expressing discs) (top) and experimentally wounded labeled discs (bottom). GFP intensity is shown in the vertical axis. Particles sizes are shown in the horizontal axis. Control discs cells autofluorescence do not overpass a 10^2^ threshold. Homogeneous populations in terms of GFP intensity (GFP-positive cells in red and GFP-negative cells in blue) were sorted out in a very conservative way to avoid cross-contamination. **D)** To verify GFP expression and integrity, imaginal cells sorted by FACS were cultured and stain with an anti-GFP antibody (*puc*-GFP expression) and DAPI (nuclei). Sorted populations were homogeneous in size and label and viable.
(TIF)

S2 Fig Relative expression changes in the WO subpopulation. Overall changes in expression in wounded discs (for JNK-positive, negative or both cell types) relative to controls for individual genes in the **WO** subpopulation (genes differentially expressed in wounded discs only). Green spots show the level of expression for each replica in JNK-positive cells. Black spots show the levels of expression for each replica in JNK-negative cells.
(PDF)

S3 Fig Relative expression changes in the W/NW/D subpopulation. Overall changes in expression in wounded discs (for JNK-positive, negative or both cell types) relative to controls for individual genes in the **W/NW/D** subpopulation (genes differentially expressed in wounded and in non-wounded discs but distinctly in both conditions). Green spots show the level of expression for each replica in JNK-positive cells. Black spots show the levels of expression for each replica in JNK-negative cells.
(PDF)

S4 Fig Clustering by absolute expression values. Representation of gene clusters by absolute expression scores. Each absolute value of expression for each gene in each replica (3) for the four conditions studied (**JNK^+^ W**, **JNK^-^ W**, **JNK^+^** and **JNK^-^**) was scored. Relative relationships in expression [classified in 3 levels (1/2/3) from lower to higher] between the different conditions were employed to cluster the different genes. For each cluster, all genes absolute expression values were described and represented as cumulative continuous lines in different colors across replicas and conditions (**JNK^+^ W**—1/2/3; **JNK^-^ W**—1/2/3; **JNK^+^**—1/2/3; and **JNK^-^**—1/2/3). 34 distinct clusters of different sizes comprising 313 probes are represented.
(PDF)

S5 Fig Wound healing phenotypes classes. Healing was assayed at 25°C with different Gal4 lines (En or Pnr). Healing phenotypic classes are coded as in the text (**1** -Early (6 hours) defects—Apical Actin; **2**—Early (6 hours) defects—Unstructured Actin and vertex cells rounding; **3**—Early (6 hours) defects—Actin and basal filopodia present but not vertex cells rounding; **4**—Intermediate (12 hours) defects—Vertex cells rounding and CE zippering fails; **5**—Intermediate (12 hours) defects—Gaps between the epithelia and no PE closure; **6**—Late (18 hours) defects—Incomplete closure and **7**—No tissue Relaxation—Tissue folds) (see Functional analysis of “healing” genes section). In green are shown the cellular events achieved in each interference assay. In red are shown those that failed.
(TIF)

S6 Fig TCP1 subunits knockdown leads to impaired healing. **A** to **F**) TCP1 subunits RNAi knockdowns result in impaired healing after 20–24 hours of culture of wounded imaginal wing discs *in vitro*. An early phenotype and an absence of filopodia formation and aberrant actin-rich structures were observed after interference (RNAi) with the expression of different TCP1 subunits as labeled (tested with an En-Gal4 driver). Phalloidin (actin) is shown in red; DAPI (nuclei) in blue. Scale bars are indicated for each panel.
(TIF)

S7 Fig TCP1 knockdown affects the actin cytoskeleton of S2R+ cells. **A** and **B)** *Drosophila* S2R+ cells were transfected with pMT-Act-GFP +/- *TCP1ζ* dsRNA. Four days after transfection control cells (**A**) display a flat morphology and conspicuous filopodia and lamellipodia, while *TCP1ζ* depleted cells (**B**) show a defective actin cytoskeleton and lack filopodia. **C** and **D)** S2R+ cells were transfected with pMT-Act-GFP +/- *TCP1ζ* dsRNA and treated with four days after transfection LatA. In both cases, the actin cytoskeleton completely collapses in 1 hour and the cells become fully rounded. **E** and **F)** pMT-Act-GFP +/- *TCP1ζ* dsRNA transfected cells treated with LatA four days after transfection for 1 hour were let to recover for two days. The control wild type cells (**E**) fully restore the regular arrangement of their cytoskeleton and show a flat morphology. *TCP1ζ* depleted cells **(**green in **F**), on the contrary, failed to reassemble their actin cytoskeleton and display low level of filamentous actin (arrows), while their untransfected siblings fully recover. pMT-Act-GFP expression is shown in green and Phalloidin (F-actin) is shown in red. Scale bars are indicated.
(TIF)

S1 Table Global comparison between JNK signaling positive, healing-engaged cells and their siblings in wounded imaginal discs. 733 upregulated (progressive red series) and 748 downregulated (progressive green series) genes—Fold Change ≥ ± 1.5, p-value < 0.05 (1533 probes) are displayed.
(XLSX)

S2 Table Genes differentially expressed in wounded discs only (WO). The **WO** subpopulation comprises 293 upregulated (progressive red series) and 137 downregulated (progressive green series) genes. Fold Changes ≥ ± 1.5 (and their corresponding p-values < 0.05) for the **W** subpopulation (**JNK^+^ W** vs **JNK^-^ W**), the **NW** subpopulation (**JNK^+^** vs **JNK^-^**) and the **D** subpopulation are displayed.
(XLSX)

S3 Table Genes differentially expressed in wounded and in non-wounded discs but distinctly in both conditions (W/NW/D). The **W/NW/D** subpopulation comprises 610 genes differentially expressed between JNK-positive and negative cells both, in wounded [392 upregulated (red series) and 218 downregulated (green series)] and in non-wounded discs [425 upregulated (red series and 185 downregulated (green series)] but whose respective changes were significativelly different between the two conditions. Fold Changes ≥ ± 1.3 (and their corresponding p-values < 0.05) for the **W** subpopulation (**JNK^+^ W** vs **JNK^-^ W**), the **NW** subpopulation (**JNK^+^** vs **JNK^-^**) and the **D** subpopulation are displayed.
(XLSX)

S4 Table Expression changes subsets in the WO subpopulation. Expression changes subsets were defined for the upregulation **(+)**, the downregulation **(-)** or the absence of changes in their level of expression **(0)** in three conditions: between JNK-positive cells when comparing wounded vs non-wounded discs [**JNK^+^ (W** vs **NW)**]; between JNK-negative cells when comparing wounded vs non-wounded discs [**JNK^-^ (W** vs **NW)**] and between JNK-positive and negative cells in wounded discs [**JNK^+^** vs **JNK^-^ (W)]**. In this way it was possible to define 4 simple subsets (Fig. 2C to 2F): 1A) Upregulated genes in wounded discs that only show upregulation in JNK-positive cells (70 genes). 1B) Upregulated genes in wounded discs that only show downregulation in JNK-negative cells (54 genes). 2A) Downregulated genes in wounded discs that only show downregulation in JNK-positive cells (24 genes). 2B) Downregulated genes in wounded discs that only show upregulation in JNK-negative cells (30 genes). Other complex subsets (from 1C to 9C) showing dual or reverse upregulation or downregulation in different cells (JNK-positive and negative) are represented below. Genes and their expression values are represented as in S2 Table.
(XLSX)

S5 Table Expression changes subsets in the W/NW/D subpopulation. Expression changes subsets were defined for the upregulation **(+)**, the downregulation **(-)** or the absence of changes in their level of expression **(0)** in three conditions: between JNK-positive cells when comparing wounded vs non-wounded discs [**JNK^+^ (W** vs **NW)]**; between JNK-negative cells when comparing wounded vs non-wounded discs [**JNK^-^ (W** vs **NW)**]; between JNK-positive and negative cells in wounded discs **[JNK^+^** vs **JNK^-^ (W)**]; and between JNK-positive and negative cells in non-wounded discs [**JNK^+^** vs **JNK^-^ (W)**]. In this way it was possible to define 6 simple subsets depicting the autonomous up or downregulation of gene expression JNK-positive cells in the absence of any change in JNK-negative cells (Fig. 2G to 2L): 1) Genes that show higher upregulation in wounded discs than in non-wounded (13 genes). 2) Genes that show higher upregulation in non-wounded discs than in wounded (48 genes). 3) Genes that shows higher downregulation in wounded than in non-wounded (4 genes). 4) Genes that show higher downregulation in non-wounded than in wounded (18 genes). 5) Genes upregulated in wounded but downregulated in non-wounded discs (3 genes). 6) Genes downregulated in wounded but upregulated in non-wounded discs (9 genes). Further, six equivalent subsets (1B to 6B) (4, 80, 6, 34, 7 and 13 genes respectively) illustrate non-autonomous changes of gene expression in JNK-negative cells in the absence of any change in JNK-positive cells. Other complex subsets (from 1C to 15C) showing dual or reverse upregulation or downregulation in different cells (JNK-positive and negative) and in wound and non-wound discs are represented below. Genes and their expression values are represented as in S3 Table.
(XLSX)

S6 Table Gene clusters by absolute expression scores. 34 distinct gene clusters by level of expression for the four conditions studied (**JNK^+^ W**, **JNK^-^ W**, **JNK^+^** and **JNK^-^**) were scored (from 81 potential combinatorial possibilities). The numbers of genes in each cluster varied from 1 to 63. They are represented color coded in a concentric Pie Chart. For each cluster, all genes absolute expression values are displayed by their level of expression for each condition (**JNK^+^ W**—1/2/3; **JNK^-^ W**—1/2/3; **JNK^+^**—1/2/3; and **JNK^-^**—1/2/3).
(PDF)

S7 Table Dataset for the chromosomal clustering for the global comparison upregulated genes. Chromosomal clusters of upregulated genes for the global comparison (33) are described by their chromosomal location, number of genes, number of co regulated genes, identity of each gene and each gene’s GO Terms. Genes highlighted in orange are those transcriptionally co regulated during healing.
(PDF)

S8 Table Dataset for the chromosomal clustering for the global comparison downregulated genes. Chromosomal clusters of downregulated genes for the global comparison (19) are described by their chromosomal location, number of genes, number of co regulated genes, identity of each gene and each gene’s GO Terms. Genes highlighted in orange are those transcriptionally co regulated during healing.
(PDF)

S9 Table Dataset for the chromosomal clustering for the W/NW/D downregulated genes. Chromosomal clusters of downregulated genes for the **W/NW/D** comparison (10) are described by their chromosomal location, number of genes, number of co regulated genes, identity of each gene and each gene’s GO Terms. Genes highlighted in orange are those transcriptionally co regulated during healing.
(PDF)

S10 Table Gene ontology terms enrichment analysis of the global comparison: JNK^+^ W vs JNK^-^ W (2 Fold Change, p-value < 0.01). **CC** (Cellular Component), **BP** (Biological Process) and **MF** (Molecular Function) GO enrichment analysis were performed. GO IDs, GO terms, node size, expected number, experimental number, p-value for enrichment and gene symbols are displayed.
(PDF)

S11 Table Gene ontology terms enrichment analysis of the WO subpopulation: (1.3 Fold Change, p-value < 0.05). **CC** (Cellular Component), **BP** (Biological Process) and **MF** (Molecular Function) GO enrichment analysis were performed. GO IDs, GO terms, node size, expected number, experimental number, p-value for enrichment and gene symbols are displayed.
(PDF)

S12 Table Gene ontology terms enrichment analysis of the W/NW/D subpopulation: (1.3 Fold Change, p-value < 0.05). **CC** (Cellular Component), **BP** (Biological Process) and **MF** (Molecular Function) GO enrichment analysis were performed. GO IDs, GO terms, node size, expected number, experimental number, p-value for enrichment and gene symbols are displayed.
(PDF)

S13 Table UAS-RNAi lines dataset. 309 UAS-RNAi lines were gathered from three different sources, the NIG-Fly, VDRC and DRSC to be employed in expression interference experiments in thorax closure or wound healing. Probes’ codes, gene IDs, gene names, gene symbols, RNAi line codes, sources and level of expression of each probe/gene in the different analyzed comparisons (as in S1, S2 and S3 Tables) are displayed.
(XLSX)

S14 Table UAS-Overexpression lines dataset. 21 UAS-Overexpression lines were gathered from different sources (see references), to be employed for the overexpression of different genes in experiments performed in thorax closure or wound healing. Probes’ codes, gene IDs, gene names, gene symbols, UAS codes, sources and level of expression of each probe/gene in the different analyzed comparisons (as in S1, S2 and S3 Tables) are displayed.
(XLSX)

S15 Table Thorax closure phenotypes. From 309 RNAi and 21 UAS lines employed for interference or overexpression in the Pnr-Gal4 domain, 151 and 16 respectively yielded distinguishable phenotypes. Assays were performed at different temperatures (**PNR18**, **PNR25** and **PNR29**) as indicated and phenotypic categories are coded (**A** -Wild Type; **B**—Bristle Defects; **C**—Weak Thorax Cleft; **D**—Thorax Cleft; **E**—Strong Thorax Cleft; **F**—Pupal Lethal and **G**—Embryonic lethal). Phenotypic classes as described in the main text (**1TC** to **7TC**) are indicated. Transcriptomic results as described in S1, S2 and S3 Tables are also displayed.
(XLSX)

S1 Movie Live imaging of imaginal disc healing *in vitro*. Imaginal discs were cultured in modified medium during 16–18 hours. Membranes are shown in red (FM4–64) and *puc* expression is shown in green (*puc^E69^*-Gal4 A; UAS-GFP). Few hours (6) after wounding a clear shortening of the wound edge while cells at the wound margin showed actin-rich protrusions more abundant in the close proximity of the vertex of the healing wound is observed. In addition to these filopodia, we detected a rapid actin cytoskeleton reorganization that occurred in both, the columnar and the peripodial epithelium with the formation of a purse-string. 12 hours after cutting the discs, the size of the gap is considerably reduced and by 16–18 hours the incised discs have zipped and sealed the gap. Hence, healing does undergo a slightly slower kinetics than that showed for implanted discs (12 hours for completion). Also, in contrast to *in vivo* cultured discs, a mass of cell debris was frequently observed, attached to the wound vertex that was actively extruded upon edges apposition. *puc* expression initiates after 2 hours in culture in scattered cells at the wound edges. At 7 hours post wounding most of the cells at the wound edges express *puc*. This expression develops further and reaches a maximum at 15 hours of cultured when several rows of cells decorated the almost fully healed region.
(MOV)

S2 Movie Healing failure upon interference in TCP 1ζ expression. Downregulation of TCP1ζ-CG8231 with a specific RNAi construct in the posterior compartment with an En-Gal4 driver results in healing failure. CE and PE fail to heal the injury, actin does not accumulate and numerous apoptotic figures are observed. GFP expression corresponds to posterior compartment cells expressing a UAS-GFP reporter.
(MOV)

# Supplementary material for: Identification and Functional Analysis of Healing Regulators in Drosophila
**Source:** PLoS Genet. 2015 Feb 3;11(2):e1004965. doi: 10.1371/journal.pgen.1004965
**Supplement:** S1 Text — The supplemental Material and Methods include information on Drosophila Culture and Fly Stocks, Immunohistochemistry Reagents, including Primary and Secondary Antibodies, and protocols for Cells dissociation and FACS, RNA extraction and Quantification, Linear Amplification and hybridization to Affymetrix chips, Cell culture, DsRNA treatment of S2R+ cells, Live imaging and immunostaining of S2R+ cells and Inhibitor treatment. It also includes new references associated to the described materials. References are labeled in sequential order to those included in the main text.

**Identification and Functional Analysis of Healing Regulators in *Drosophila***

**Álvarez-Fernández et al**

**SUPPLEMENTAL MATERIALS AND METHODS**

***Drosophila* Culture and Fly Stocks**

All the *Drosophila* lines were maintained on Standard culture media and according to standard procedures. Flies carrying dsRNAs under the control of UAS sequences (UAS-RNAi) were ordered from the VDRC, Nig-FLY and DRSC Stock Centers and are enlisted in Table S13. UAS overexpressing constructs are included in Table S14 . Other Stocks used were as follow: Pnr-Gal4 (*yw; if/CyO; pnr-Gal4/TM6B*) ; Pnr-Gal4–Puc*E69* (*yw; If/CyO; pnr-Gal4, pucE69-LacZ/TM6B*) ; Jupiter-GFP (*yw; JupiterZCL0931/TM3, Ser*) (BDSC 6825); Life actin-GFP (*yw; UAS-Lifeact-GFP*) (BDSC 35544); Puc*E69*-Gal4 A; UAS-GFP (*yw; UAS-GFP; pucE69-Gal4 A/TM6B*) and Puc*E69*-Gal4 I; UAS-GFP (*yw; UAS-GFP; pucE69-Gal4 I/TM6B*) ; En-Gal4; UAS-GFP (*yw; en-Gal4; UAS-GFP*) (BDSC 1973).

**Immunohistochemistry Reagents**

Primary antibodies are detailed in the tables below. For nuclei staining, DAPI (Sigma) was used at a dilution of 1:1000 from a stock solution at 1 mg/ml. The actin cytoskeleton was labeled with phalloidin coupled with rhodamine (Molecular Probes) 1:1000 (1 mg/ml).

Primary Antibodies

| **Antibody** | **Source** | **Reference** | **Working dilution** |
| --- | --- | --- | --- |
| Anti-Talin | Nicholas Brown |  | 1:50 |
| Anti-Integrin (β PS) | Hybridoma Bank | CF6G11 | 1:50 |
| Anti-Sqh | Robert Ward |  | 1:50 |
| Anti-MMP1 | Hybridoma Bank | 5H7B11 | 1:20 |
| Anti-Beta-Gal | Cappel | 8559761 | 1:200 |
| Anti-Tubulin-FITC | Invitrogen tech | F2168.2ML | 1:500 |
| Anti Tubulin (beta) | Hybridoma Bank | E7 | 1:500 |

Secondary Antibodies

| **Antibody** | **Reference** | **Working dilutions** |
| --- | --- | --- |
| Mouse Alexa-488 | Invitrogen-A11029 | 1:500 |
| Mouse Alexa-555 | Invitrogen-A21424 | 1:500 |
| Rabbit Alexa-488 | Invitrogen-A11034 | 1:500 |
| Rabbit-Alexa-555 | Invitrogen-A21429 | 1:500 |
| Mouse-Cy5 | Jackson 115-175-205 | 1:500 |

**Cells dissociation and FACS**

Before sorting cells by FACS, imaginal discs (*yw; UAS-GFP; pucE69-Gal4 I/TM6B*) were dissociated by trypsinization. Trypsinization was carried out in 35 mm dishes (Nunclon) with 1 ml of Trypsin-EDTA (Sigma –T4174) 9 X and 5 ml of Hoechst 33342 (final dilution 0.1 μg/ml). Around 100 imaginal discs were shaken for 2-3 hours (170 rpm) at room temperature. During the last 30 minutes, 5 ml of propidium iodide (1 mg/ml, Invitrogen) was added to detect dead cells. The degree of dissociation was monitored under a microscope.

The selection and sorting of GFP positive and negative cells were done by Flow Cytometry using a MoFlo machine based on drop formation (DakoCytomation). Simple excitations were done with an ion-argon laser (Coherent Enterprise II). Optic alignments were based on optimal signals for 10 µm fluorescence particles (Flowcheck, Coulter Corporation). We considered different parameters for cell sorting: GFP and PI fluorescence and FSC and SSC refringency obtained using a 488 nm laser line at 220 mW and Hoechst 33342 fluorescence obtained by UV excitation (25 mW). The different areas of cell sorting were defined by the combination of the green fluorescence intensity (GFP), red (Propidium Iodide - PI), blue (Hoechst 33342) and parameters (FSC and SSC). GFP positive cells were those with a green fluorescence signal higher than 101 and GFP negative cells were those with no GFP signal. Dead cells were those with a PI signal in between 101 - 102. We considered alive and intact cells those with Hoechst intensity around 103. This procedure allowed us to differentiate whole cells from degraded cells and aggregates.

**RNA extraction and Quantification**

RNA was extracted using the Qiagen RNeasin® Micro Kit. In order to obtain approximately 10 ng of RNA we employed around 30.000 to 40.000 cells. The quality and quantity of the extracted RNA were analyzed using the RNA Pico Lab Chip with an Agilent Bioanalyzer (Agilent Technologies).

**Linear Amplification and hybridization to Affymetrix chips**

Due to the small size of the sample, the RNA was indirectly labeled with two rounds of linear amplification. The resulting cRNAs were hybridized to GeneChip *Drosophila* Genome 2.0 Arrays (Affymetrix, Santa Clara, CA). Three independent samples (biological replicas) for each population were employed. Raw data and expression values for all genes have been deposited in the NCBI-GEO.

**Cell culture**

*Drosophila* S2R+cells were cultured in Schneider’s medium (GIBCO, Invitrogen) supplemented with 10% heat inactivated fetal bovine serum (GIBCO, Invitrogen), penicillin and streptomycin (100 units/ml and 100 g/ml) (GIBCO, Invitrogen) in 25 ml cell culture flasks at 25°C. Cells were maintained in cultures by splitting (1:5) every 4 days.

**DsRNA treatment of S2R+ cells**

DsRNAs were used to interfere with gene function in Schneider S2R+ cells. The dsRNAs were obtained from the DRSC stock center (CG8351 - DRSC16410 and CG8231 - DRSC20095). Approximately 200.000 cells/well were plated in 24 well plates a day prior to transfection in a final volume of 500 µl. They were treated with Effectene (Qiagen) following standard procedures. 2 g/l of a control cellular reporter DNA (pMT-Act-GFP) to label the actin cytoskeleton and 5g/l of dsRNA were transfected simultaneously. The next day, the transfection medium was replaced by fresh medium and the cells were incubated for four additional days at 25ºC and subjected afterwards to either live imaging or immunostaining.

**Live imaging and immunostaining of S2R+ cells**

Transfected *Drosophila* S2R+ cells were cultured in 2 wells chambered cover glass (2 ml capacity, NUNC 155380). Live imaging was performed with Leica SP2 or Zeiss LSM700 microscopes at 40X magnification. Images (Z-stacks with 1μm thickness sections) were acquired at intervals of 5 minutes. Immunostaining of transfected and/or dsRNA-treated cells was performed using standard protocols as described .

**Inhibitor treatment**

The actin polymerization inhibitor Latrunculin A (LatA) was used to depolymerize F-actin in S2R+ cells. *Drosophila* S2R+ cells were split at 200.000 cells/per well in 24 well plate a day prior to transfection in a final volume of 500 l. The next day, the cells were transfected with control DNA and dsRNA and incubated for 4 days at 25°C. After 4 days the cells were treated with LatA (0.5 mg/ml) for 1 hour and let to recover for 48 hours. Last, they were immunostained with Phalloidin and imaged.

**SUPPLEMENTAL REFERENCES**

88. Kerber B, Monge I, Mueller M, Mitchell PJ, Cohen SM (2001) The AP-2 transcription factor is required for joint formation and cell survival in Drosophila leg development. Development 128: 1231-1238.

89. McNeill H, Yang CH, Brodsky M, Ungos J, Simon MA (1997) mirror encodes a novel PBX-class homeoprotein the functions in the definition of the dorsal-ventral border in the Drosophila eye. Genes & Development 11: 1073-1082.

90. Horiuchi D, Barkus RV, Pilling AD, Gassman A, Saxton WM (2005) APLIP1, a kinesin binding JIP-1/JNK scaffold protein, influences the axonal transport of both vesicles and mitochondria in Drosophila. Current Biology 15: 2137-2141.

91. Schock F, Purnell BA, Wimmer EA, Jackle H (1999) Common and diverged functions of the Drosophila gene pair D-Sp1 and buttonhead. Mechanisms of Development 89: 125-132.

92. Diez del Corral R, Aroca P, Gomez-Skarmeta JL, Cavodeassi F, Modolell J (1999) The Iroquois homeodomain proteins are required to specify body wall identity in Drosophila. Genes & development 13: 1754-1761.

93. Steneberg P, Englund C, Kronhamn J, Weaver TA, Samakovlis C (1998) Translational readthrough in the hdc mRNA generates a novel branching inhibitor in the Drosophila trachea. Genes & Development 12: 956-967.

94. Brown S, Castelli-Gair Hombria J (2000) Drosophila grain encodes a GATA transcription factor required for cell rearrangement during morphogenesis. Development 127: 4867-4876.

95. Grillenzoni N, van Helden J, Dambly-Chaudiere C, Ghysen A (1998) The iroquois complex controls the somatotopy of Drosophila notum mechanosensory projections. Development 125: 3563-3569.

96. Guillemin K, Williams T, Krasnow MA (2001) A nuclear lamin is required for cytoplasmic organization and egg polarity in Drosophila. Nature Cell Biology 3: 848-851.

97. Lin Y-Y, Gubb D (2009) Molecular dissection of Drosophila Prickle isoforms distinguishes their essential and overlapping roles in planar cell polarity. Developmental Biology 325: 386-399.

98. Kopp A, Duncan I, Carroll SB (2000) Genetic control and evolution of sexually dimorphic characters in Drosophila. Nature 408: 553-559.

99. Levashina EA, Langley E, Green C, Gubb D, Ashburner M, et al. (1999) Constitutive activation of toll-mediated antifungal defense in serpin-deficient Drosophila. Science 285: 1917-1919.

100. Budnik V, Koh YH, Guan B, Hartmann B, Hough C, et al. (1996) Regulation of synapse structure and function by the Drosophila tumor suppressor gene dlg. Neuron 17: 627-640.

101. Bachmann A, Timmer M, Sierralta J, Pietrini G, Gundelfinger ED, et al. (2004) Cell type-specific recruitment of Drosophila Lin-7 to distinct MAGUK-based protein complexes defines novel roles for Sdt and Dlg-S97. J Cell Sci 117: 1899-1909.

102. Zhang L, Ward REt (2011) Distinct tissue distributions and subcellular localizations of differently phosphorylated forms of the myosin regulatory light chain in Drosophila. Gene Expr Patterns 11: 93-104.

103. Rogers SL, Wiedemann U, Stuurman N, Vale RD (2003) Molecular requirements for actin-based lamella formation in Drosophila S2 cells. The Journal of cell biology 162: 1079-1088.

104. Pereira AM, Tudor C, Kanger JS, Subramaniam V, Martin-Blanco E (2011) Integrin-dependent activation of the JNK signaling pathway by mechanical stress. PLoS One 6: e26182.

# Supplementary material for: Identification and Functional Analysis of Healing Regulators in Drosophila
**Source:** PLoS Genet. 2015 Feb 3;11(2):e1004965. doi: 10.1371/journal.pgen.1004965
**Supplement:** S6 Table — 34 distinct gene clusters by level of expression for the four conditions studied (JNK+ W, JNK- W, JNK+ and JNK-) were scored (from 81 potential combinatorial possibilities). The numbers of genes in each cluster varied from 1 to 63. They are represented color coded in a concentric Pie Chart. For each cluster, all genes absolute expression values are displayed by their level of expression for each condition (JNK+ W—1/2/3; JNK- W—1/2/3; JNK+—1/2/3; and JNK-—1/2/3).

Absolute Expression Clusters

Probes Numbers

CLUSTER	NUMBER
1112	4
1121	5
1123	4
1132	4
1211	1
1212	19
1213	32
1222	2
1223	15
1232	1
1233	8
1312	5
1322	1
1323	8
2121	41
2131	26
2132	1
2133	3
2212	1
2213	1
2221	9
2312	3
2313	12
2321	1
2331	1
3121	9
3122	1
3123	1
3132	2
3211	1
3212	1
3221	21
3231	63
3321	6

Centripetal Pie Chart

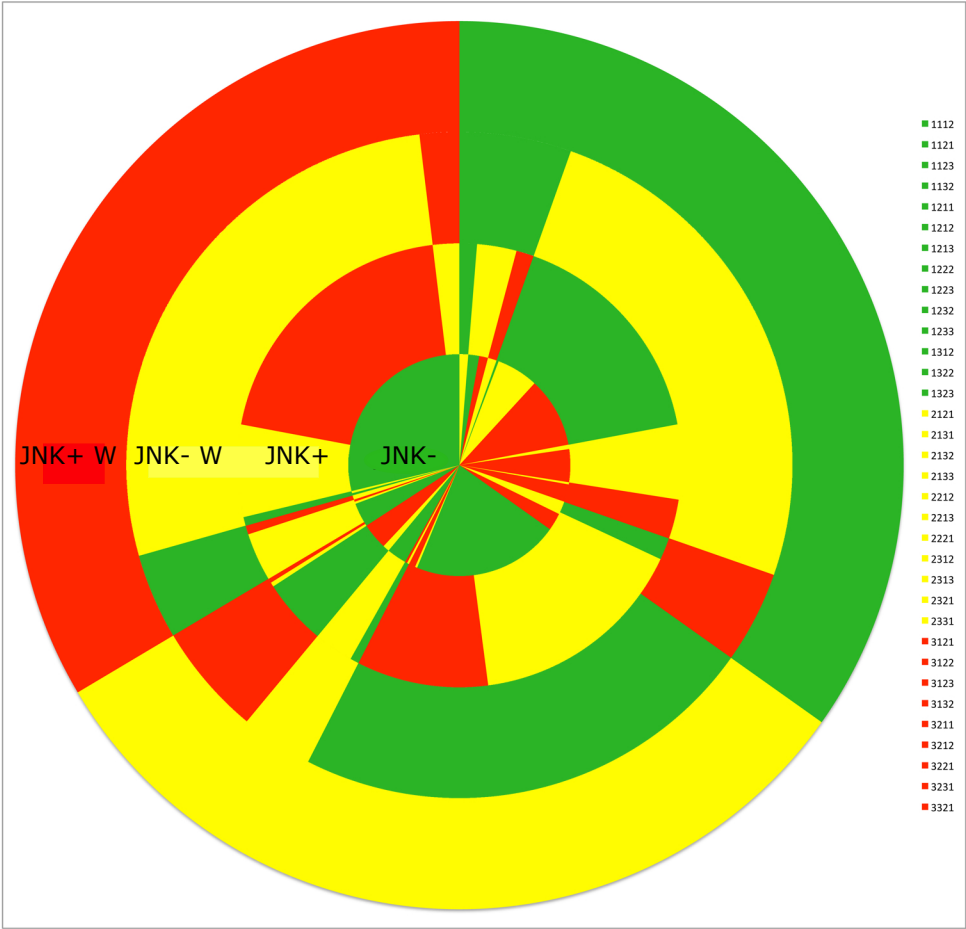

(High Expression) - 3
(Medium Expression) - 2
(Low Expression) - 1

CLUSTER	JNK+ W	JNK- W	JNK+	JNK-	ID
1112	1	1	1	2	CG5823
1112	1	1	1	2	CG8735
1112	1	1	1	2	qkr58E-2
1112	1	1	1	2	uri
1121	1	1	2	1	CG10918
1121	1	1	2	1	CG11413
1121	1	1	2	1	CG13460
1121	1	1	2	1	CG17325
1121	1	1	2	1	Sgs5
1123	1	1	2	3	CG2812
1123	1	1	2	3	CG3894
1123	1	1	2	3	CG8202
1123	1	1	2	3	Vha13
1132	1	1	3	2	CG30197
1132	1	1	3	2	CG7630
1132	1	1	3	2	Cht5
1132	1	1	3	2	His3.3A
1211	1	2	1	1	RpS11
1212	1	2	1	2	Atx2
1212	1	2	1	2	Cenp-C
1212	1	2	1	2	CG30324
1212	1	2	1	2	CG34388
1212	1	2	1	2	CG3704
1212	1	2	1	2	CG3711
1212	1	2	1	2	CG3831
1212	1	2	1	2	CG43343
1212	1	2	1	2	CG6340
1212	1	2	1	2	Dh31-R1
1212	1	2	1	2	dpa
1212	1	2	1	2	Fps85D
1212	1	2	1	2	H15
1212	1	2	1	2	Iola
1212	1	2	1	2	MED1
1212	1	2	1	2	mirr
1212	1	2	1	2	Skeletor
1212	1	2	1	2	Spc105R
1212	1	2	1	2	TfAP-2
1213	1	2	1	3	Cenp-C
1213	1	2	1	3	Cep97
1213	1	2	1	3	CG10462
1213	1	2	1	3	CG11686
1213	1	2	1	3	CG11866
1213	1	2	1	3	CG12299
1213	1	2	1	3	CG14814
1213	1	2	1	3	CG1622
1213	1	2	1	3	CG30020
1213	1	2	1	3	CG31388
1213	1	2	1	3	CG32685
1213	1	2	1	3	CG3363
1213	1	2	1	3	CG3815
1213	1	2	1	3	CG42568
1213	1	2	1	3	CG42568
1213	1	2	1	3	CG6041
1213	1	2	1	3	CG7110
1213	1	2	1	3	CG8920
1213	1	2	1	3	CG9839
1213	1	2	1	3	Dh31-R1
1213	1	2	1	3	ema
1213	1	2	1	3	Gap69C
1213	1	2	1	3	Hmt4-20
1213	1	2	1	3	kst
1213	1	2	1	3	mas
1213	1	2	1	3	micr
1213	1	2	1	3	Ndc80
1213	1	2	1	3	Pcl
1213	1	2	1	3	polo
1213	1	2	1	3	Rca1
1213	1	2	1	3	scaf6
1213	1	2	1	3	trpm
1222	1	2	2	2	CG8801
1222	1	2	2	2	TwdlT
1223	1	2	2	3	CalpC
1223	1	2	2	3	CG15770
1223	1	2	2	3	CG31475
1223	1	2	2	3	CG31547
1223	1	2	2	3	CG7686
1223	1	2	2	3	CG8001
1223	1	2	2	3	del
1223	1	2	2	3	dy
1223	1	2	2	3	Fit2
1223	1	2	2	3	ImpL1
1223	1	2	2	3	Lk6
1223	1	2	2	3	Iola
1223	1	2	2	3	Osi2
1223	1	2	2	3	RhoGEF4
1223	1	2	2	3	Taf6
1232	1	2	3	3	Cpr72Eb
1233	1	2	3	3	CG15735
1233	1	2	3	3	CG2150
1233	1	2	3	3	m4
1233	1	2	3	3	Nap1
1233	1	2	3	3	Pcmt
1233	1	2	3	3	Pgm
1233	1	2	3	3	Rpl24-like
1233	1	2	3	3	tx
1312	1	3	1	2	CG11835
1312	1	3	1	2	CG8503
1312	1	3	1	2	CG9626
1312	1	3	1	2	mp
1312	1	3	1	2	Rya-r44F
1322	1	3	2	2	CG3009
1323	1	3	2	3	CG34380
1323	1	3	2	3	CG5873
1323	1	3	2	3	CG6621
1323	1	3	2	3	CG9240
1323	1	3	2	3	Cpr66D
1323	1	3	2	3	Cralbp
1323	1	3	2	3	Ptr

1323	1	3	2	3	Ugt58Fa
2121	2	1	2	1	Arcp5
2121	2	1	2	1	CAH1
2121	2	1	2	1	CAH2
2121	2	1	2	1	CG10559
2121	2	1	2	1	CG11370
2121	2	1	2	1	CG12911
2121	2	1	2	1	CG13067
2121	2	1	2	1	CG13082
2121	2	1	2	1	CG13117
2121	2	1	2	1	CG14984
2121	2	1	2	1	CG15353
2121	2	1	2	1	CG1890
2121	2	1	2	1	CG2016
2121	2	1	2	1	CG31728
2121	2	1	2	1	CG32564
2121	2	1	2	1	CG40485
2121	2	1	2	1	CG4382
2121	2	1	2	1	CG4386
2121	2	1	2	1	CG5397
2121	2	1	2	1	CG6028
2121	2	1	2	1	CG6359
2121	2	1	2	1	CG6453
2121	2	1	2	1	CG7322
2121	2	1	2	1	CG8369
2121	2	1	2	1	CG8630
2121	2	1	2	1	CG9192
2121	2	1	2	1	CG9338
2121	2	1	2	1	CG9372
2121	2	1	2	1	Cpr49Ag
2121	2	1	2	1	Cpr64Aa
2121	2	1	2	1	Cyp313b1
2121	2	1	2	1	Drip
2121	2	1	2	1	Esy2
2121	2	1	2	1	obst-E
2121	2	1	2	1	PGRP-LA
2121	2	1	2	1	PGRP-SA
2121	2	1	2	1	Sp212
2121	2	1	2	1	Spn43Ab
2121	2	1	2	1	Spn6
2121	2	1	2	1	Timp
2121	2	1	2	1	Tsf1
2121	2	1	2	1	zip
2131	2	1	3	1	alpha-Man-I
2131	2	1	3	1	CCKLR-17D3
2131	2	1	3	1	CG1139
2131	2	1	3	1	CG13117
2131	2	1	3	1	CG13640
2131	2	1	3	1	CG14301
2131	2	1	3	1	CG14394
2131	2	1	3	1	CG14401
2131	2	1	3	1	CG14566
2131	2	1	3	1	CG14572
2131	2	1	3	1	CG15353
2131	2	1	3	1	CG2016
2131	2	1	3	1	CG4382
2131	2	1	3	1	CG4386
2131	2	1	3	1	CG5335
2131	2	1	3	1	CG8925
2131	2	1	3	1	CG9192
2131	2	1	3	1	CG9330
2131	2	1	3	1	CG9372
2131	2	1	3	1	Cpr47Ec
2131	2	1	3	1	Cpr49Ag
2131	2	1	3	1	Drs
2131	2	1	3	1	Irc
2131	2	1	3	1	nimB2
2131	2	1	3	1	Obp56a
2131	2	1	3	1	pinta
2131	2	1	3	1	Rpb10
2132	2	1	3	2	CG7860
2133	2	1	3	3	CG11438
2133	2	1	3	3	CG1698
2133	2	1	3	3	CG33138
2212	2	2	1	2	salm
2213	2	2	1	3	CG15747
2221	2	2	2	1	Arc1
2221	2	2	2	1	CG11852
2221	2	2	2	1	CG17738
2221	2	2	2	1	CG31705
2221	2	2	2	1	CG6357
2221	2	2	2	1	CG7532
2221	2	2	2	1	CG8927
2221	2	2	2	1	Cpr49Ah
2221	2	2	2	1	Lac
2312	2	3	1	2	Amph
2312	2	3	1	2	dlg1
2312	2	3	1	2	Ulp1
2313	2	3	1	3	CG10889
2313	2	3	1	3	CG12576
2313	2	3	1	3	CG30440
2313	2	3	1	3	CG42232
2313	2	3	1	3	CG5591
2313	2	3	1	3	CG8798
2313	2	3	1	3	klar
2313	2	3	1	3	nonA
2313	2	3	1	3	Pk92B
2313	2	3	1	3	SF1
2313	2	3	1	3	su(w[a])
2313	2	3	1	3	tho2
2321	2	3	2	1	B52
2331	2	3	3	1	Cpr100A
3121	3	1	2	1	Arp14D
3121	3	1	2	1	CG10176
3121	3	1	2	1	CG10664
3121	3	1	2	1	CG13744
3121	3	1	2	1	CG33169
3121	3	1	2	1	CG34349
3121	3	1	2	1	mtg
3121	3	1	2	1	PrBP
3121	3	1	2	1	qlless

3122	3	1	2	2	CG4164
3123	3	1	2	3	Atg4
3132	3	1	3	2	CG10924
3132	3	1	3	2	CG6359
3211	3	2	1	1	CG17219
3212	3	2	1	2	Nlp
3221	3	2	2	1	baf
3221	3	2	2	1	betaTub97EF
3221	3	2	2	1	CG11380
3221	3	2	2	1	CG1299
3221	3	2	2	1	CG2911
3221	3	2	2	1	CG32137
3221	3	2	2	1	CG4576
3221	3	2	2	1	CG5630
3221	3	2	2	1	CG6023
3221	3	2	2	1	CG6044
3221	3	2	2	1	CG7294
3221	3	2	2	1	CG9411
3221	3	2	2	1	Dhpr
3221	3	2	2	1	ea
3221	3	2	2	1	Ect4
3221	3	2	2	1	Mmp1
3221	3	2	2	1	Prx2540-2
3221	3	2	2	1	rgn
3221	3	2	2	1	Tdc1
3221	3	2	2	1	Vinc
3221	3	2	2	1	yellow-c
3231	3	2	3	1	Ahcy89E
3231	3	2	3	1	AnnIX
3231	3	2	3	1	AnnX
3231	3	2	3	1	CG10098
3231	3	2	3	1	CG10126
3231	3	2	3	1	CG10527
3231	3	2	3	1	CG10559
3231	3	2	3	1	CG10737
3231	3	2	3	1	CG13003
3231	3	2	3	1	CG14984
3231	3	2	3	1	CG17843
3231	3	2	3	1	CG1890
3231	3	2	3	1	CG30195
3231	3	2	3	1	CG31549
3231	3	2	3	1	CG31705
3231	3	2	3	1	CG31955
3231	3	2	3	1	CG33054
3231	3	2	3	1	CG3624
3231	3	2	3	1	CG42345
3231	3	2	3	1	CG43325
3231	3	2	3	1	CG5646
3231	3	2	3	1	CG6330
3231	3	2	3	1	CG6739
3231	3	2	3	1	CG7054
3231	3	2	3	1	CG7367
3231	3	2	3	1	CG8066
3231	3	2	3	1	CG8303
3231	3	2	3	1	CG9119
3231	3	2	3	1	CG9336
3231	3	2	3	1	CG9436
3231	3	2	3	1	CG9689
3231	3	2	3	1	Cht3
3231	3	2	3	1	DAAM
3231	3	2	3	1	Dhc64C
3231	3	2	3	1	Flo
3231	3	2	3	1	ImpL3
3231	3	2	3	1	Jupiter
3231	3	2	3	1	Mmp1
3231	3	2	3	1	Mmp1
3231	3	2	3	1	moody
3231	3	2	3	1	nec
3231	3	2	3	1	Npc2a
3231	3	2	3	1	obst-E
3231	3	2	3	1	PGRP-LA
3231	3	2	3	1	PGRP-SA
3231	3	2	3	1	Pvf1
3231	3	2	3	1	QC
3231	3	2	3	1	Spn42De
3231	3	2	3	1	Spn47C
3231	3	2	3	1	Strn-Mlck
3231	3	2	3	1	TepII
3231	3	2	3	1	Tg
3231	3	2	3	1	Tig
3231	3	2	3	1	Timp
3231	3	2	3	1	Timp
3231	3	2	3	1	Tsf1
3231	3	2	3	1	Tsp42EI
3231	3	2	3	1	TwdIE
3231	3	2	3	1	wbl
3231	3	2	3	1	Wack
3231	3	2	3	1	yellow-b
3231	3	2	3	1	yellow-c
3231	3	2	3	1	zip
3321	3	3	2	1	CG13894
3321	3	3	2	1	CG17760
3321	3	3	2	1	CG4998
3321	3	3	2	1	clu
3321	3	3	2	1	not
3321	3	3	2	1	yin

# Supplementary material for: Identification and Functional Analysis of Healing Regulators in Drosophila
**Source:** PLoS Genet. 2015 Feb 3;11(2):e1004965. doi: 10.1371/journal.pgen.1004965
**Supplement:** S7 Table — Chromosomal clusters of upregulated genes for the global comparison (33) are described by their chromosomal location, number of genes, number of co regulated genes, identity of each gene and each gene’s GO Terms. Genes highlighted in orange are those transcriptionally co regulated during healing.

globalUp – chr2L: 1129234 - 1158264

Genomic components: 3 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	+	1129234	1132413	NM_134725	CG4552	3	CG4552-PA
CHR2L	-	1132329	1134120	NM_134726	Iris	1	Iris CG4715-PA
CHR2L	+	1134701	1141156	NM_134727	CG4577	5	CG4577-PA
CHR2L	+	1143202	1147395	NM_134728	CG4726	4	CG4726-PA
CHR2L	+	1147832	1149449	NM_134729	CG4749	1	CG4749-PA
CHR2L	-	1149444	1150673	NM_134730	Tfb4	5	Tfb4 CG5041-PA
CHR2L	+	1150782	1151764	NM_134731	CG4764	1	CG4764-PA
CHR2L	-	1151677	1158264	NM_001038780	capt	5	capulet CG33979-PA, isoform A

Cluster size: 29031 nucleotides

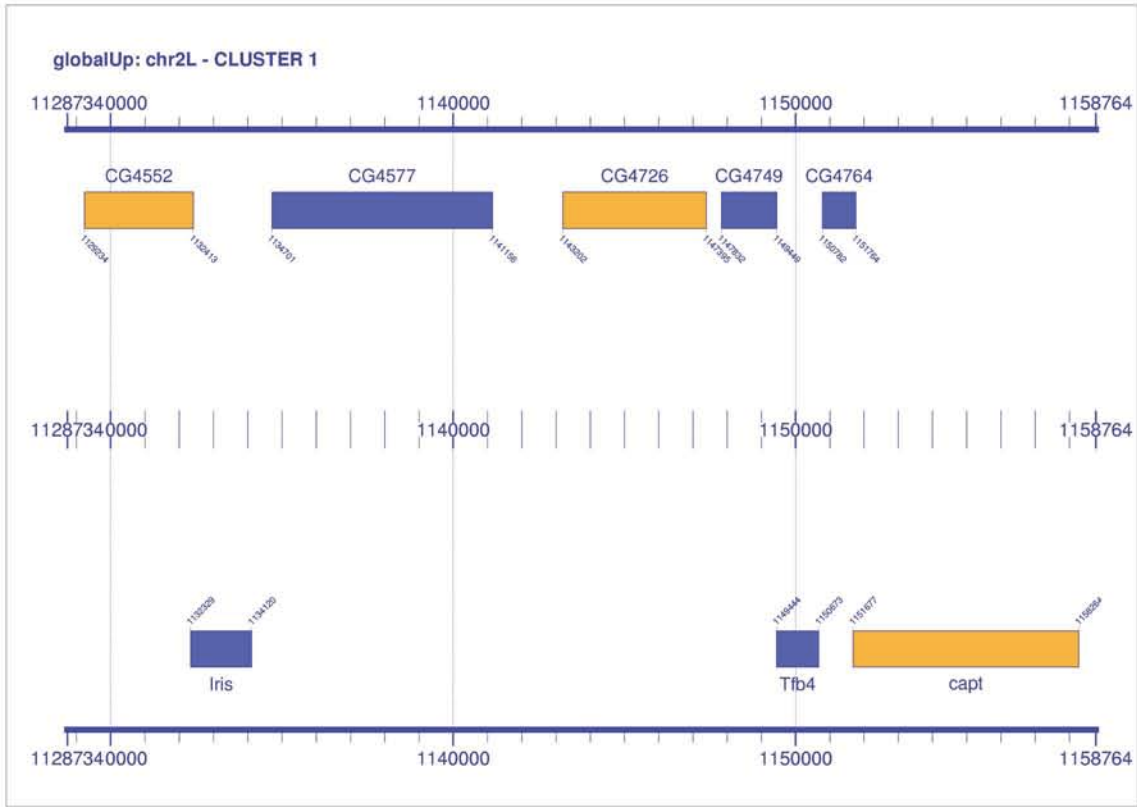

globalUp – cluster 1

Genomic components:

NAME	RefSeq	Function
**CG4552**	NM_134725	
**IRIS**	NM_134726	GO:0009993 oogenesis (sensu Insecta)
**CG4577**	NM_134727	
**CG4726**	NM_134728	GO:0005316 high affinity inorganic phosphate:sodium symporter activity<br>GO:0005975 carbohydrate metabolic process<br>GO:0006796 phosphate metabolic process<br>GO:0006812 cation transport<br>GO:0006817 phosphate transport<br>GO:0006858 extracellular transport<br>GO:0008643 carbohydrate transport<br>GO:0016021 integral to membrane
**CG4749**	NM_134729	GO:0003676 nucleic acid binding<br>GO:0006139 nucleobase, nucleoside, nucleotide and nucleic acid metabolic process<br>GO:0016072 rRNA metabolic process
**TFB4**	NM_134730	GO:0003700 transcription factor activity<br>GO:0005675 transcription factor TFIIF complex<br>GO:0006281 DNA repair<br>GO:0006355 regulation of transcription, DNA-dependent<br>GO:0006367 transcription initiation from RNA polymerase II promoter<br>GO:0016251 general RNA polymerase II transcription factor activity
**CG4764**	NM_134731	GO:0006886 intracellular protein transport<br>GO:0016787 hydrolase activity
**CAPT**	NM_001038780	GO:0000902 cell morphogenesis<br>GO:0003779 actin binding<br>GO:0005200 structural constituent of cytoskeleton<br>GO:0007015 actin filament organization<br>GO:0008103 oocyte microtubule cytoskeleton polarization<br>GO:0008154 actin polymerization and/or depolymerization<br>GO:0008179 adenylate cyclase binding<br>GO:0008360 regulation of cell shape<br>GO:0008407 bristle morphogenesis<br>GO:0009993 oogenesis (sensu Insecta)<br>GO:0015630 microtubule cytoskeleton<br>GO:0016020 membrane<br>GO:0048190 wing disc dorsal/ventral pattern formation

GO density (8 genes):

RANKING	GO id	Function	Frequency
1	GO:0009993	oogenesis (sensu Insecta)	25 %
2	GO:0006367	transcription initiation from RNA polymerase II promoter	12 %
3	GO:0006817	phosphate transport	12 %
4	GO:0008643	carbohydrate transport	12 %
5	GO:0005675	transcription factor TFIID complex	12 %
6	GO:0006886	intracellular protein transport	12 %
7	GO:0003779	actin binding	12 %
8	GO:0003676	nucleic acid binding	12 %
9	GO:0005316	high affinity inorganic phosphate:sodium symporter activity	12 %
10	GO:0008179	adenylate cyclase binding	12 %
11	GO:0008360	regulation of cell shape	12 %
12	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	12 %
13	GO:0006858	extracellular transport	12 %
14	GO:0006812	cation transport	12 %
15	GO:0005200	structural constituent of cytoskeleton	12 %
16	GO:0048190	wing disc dorsal/ventral pattern formation	12 %
17	GO:0015630	microtubule cytoskeleton	12 %
18	GO:0006281	DNA repair	12 %
19	GO:0000902	cell morphogenesis	12 %
20	GO:0006796	phosphate metabolic process	12 %
21	GO:0003700	transcription factor activity	12 %
22	GO:0008103	oocyte microtubule cytoskeleton polarization	12 %
23	GO:0005975	carbohydrate metabolic process	12 %
24	GO:0016021	integral to membrane	12 %
25	GO:0016787	hydrolase activity	12 %
26	GO:0007015	actin filament organization	12 %
27	GO:0008154	actin polymerization and/or depolymerization	12 %
28	GO:0006355	regulation of transcription, DNA-dependent	12 %
29	GO:0016251	general RNA polymerase II transcription factor activity	12 %
30	GO:0008407	bristle morphogenesis	12 %
31	GO:0016072	rRNA metabolic process	12 %
32	GO:0016020	membrane	12 %

globalUp – chr2L: 8148949 - 8189610

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	+	8148949	8155607	NM_164793	CG31607	5	CG31607-PA
CHR2L	+	8156826	8158711	NM_164794	CG31900	5	CG31900-PA
CHR2L	+	8159838	8161797	NM_135342	CG8506	3	CG8506-PA
CHR2L	-	8161920	8162325	NM_135343	CG8498	3	CG8498-PA
CHR2L	+	8163297	8189610	NM_001042881	CG8486	30	CG8486-PC, isoform C
CHR2L	+	8180713	8181330	NM_205924	fos28F	2	fos-related gene at 28F CG18103-PA

Cluster size: 40662 nucleotides

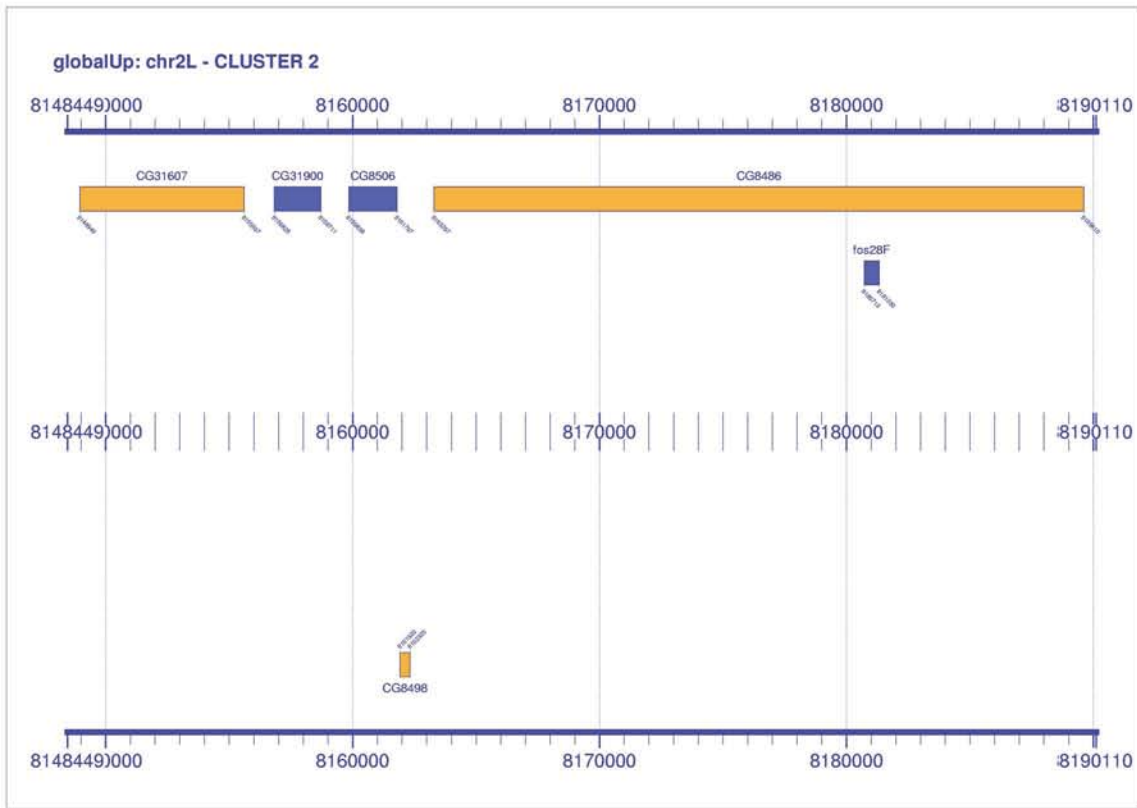

globalUp – cluster 2

Genomic components:

NAME	RefSeq	Function	
CG31607	NM_164793	GO:0003674	molecular_function
		GO:0005575	cellular_component
		GO:0008150	biological_process
CG31900	NM_164794	GO:0003674	molecular_function
		GO:0005575	cellular_component
		GO:0008150	biological_process
CG8506	NM_135342	GO:0003676	nucleic acid binding
		GO:0008270	zinc ion binding
CG8498	NM_135343	GO:0000062	acyl-CoA binding
		GO:0005386	carrier activity
		GO:0006869	lipid transport
		GO:0042049	cell acyl-CoA homeostasis
CG8486	NM_001042881		
FOS28F	NM_205924		

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0008150	biological_process	33 %
2	GO:0005575	cellular_component	33 %
3	GO:0003674	molecular_function	33 %
4	GO:0005386	carrier activity	16 %
5	GO:0003676	nucleic acid binding	16 %
6	GO:0000062	acyl-CoA binding	16 %
7	GO:0042049	cell acyl-CoA homeostasis	16 %
8	GO:0008270	zinc ion binding	16 %
9	GO:0006869	lipid transport	16 %

globalUp – chr2L: 10314794 - 10333129

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	+	10314794	10317573	NM_135534	CG4972	6	CG4972-PA
CHR2L	-	10317493	10321800	NM_135535	CG5381	7	CG5381-PA
CHR2L	+	10322475	10324990	NM_135536	CG4995	5	CG4995-PA, isoform A
CHR2L	-	10325017	10327986	NM_057679	RnrL	4	Ribonucleoside diphosphate reductase large
CHR2L	-	10328383	10330564	NM_135537	CG5375	5	CG5375-PA
CHR2L	+	10331462	10333129	NM_135538	CG5037	4	CG5037-PA

Cluster size: 18336 nucleotides

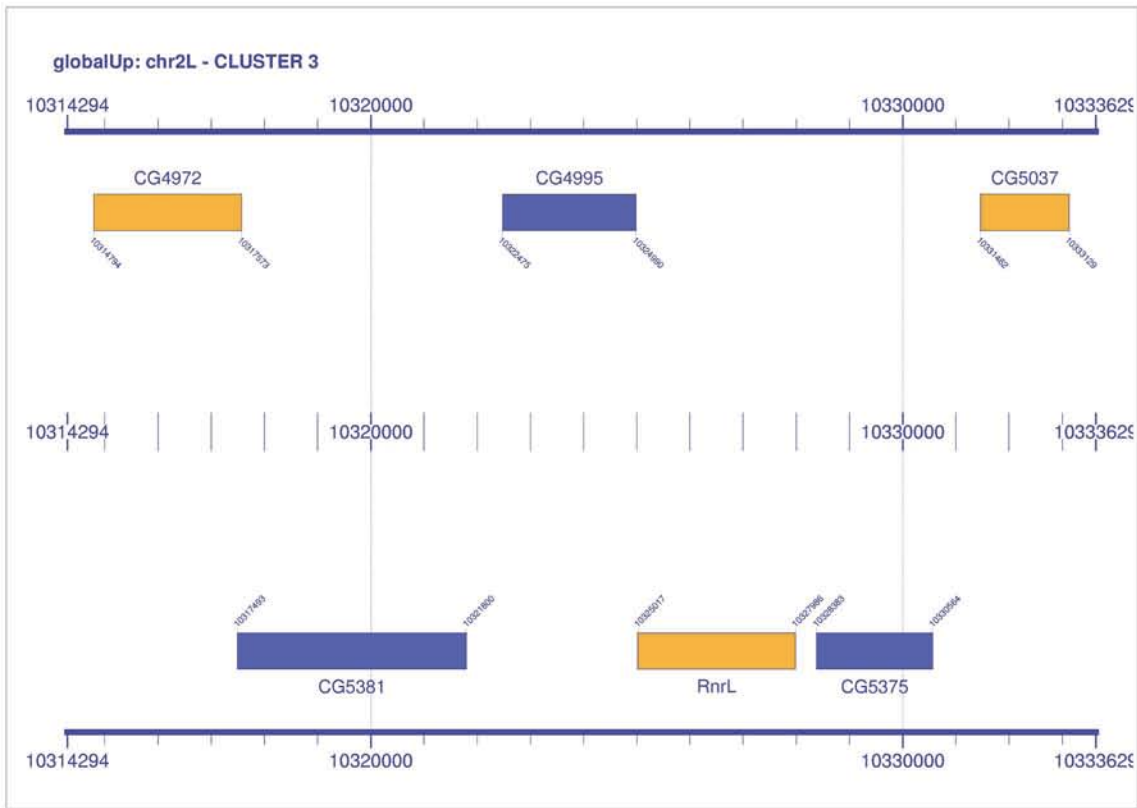

globalUp – cluster 3

Genomic components:

NAME	RefSeq	Function
CG4972	NM_135534	
CG5381	NM_135535	
CG4995	NM_135536	GO:0005386 carrier activity<br>GO:0005488 binding<br>GO:0005740 mitochondrial envelope<br>GO:0005743 mitochondrial inner membrane<br>GO:0006629 lipid metabolic process<br>GO:0006869 lipid transport
RNRL	NM_057679	GO:0004748 ribonucleoside-diphosphate reductase activity<br>GO:0005971 ribonucleoside-diphosphate reductase complex<br>GO:0006144 purine base metabolic process<br>GO:0006206 pyrimidine base metabolic process<br>GO:0006260 DNA replication
CG5375	NM_135537	
CG5037	NM_135538	GO:0005740 mitochondrial envelope<br>GO:0006732 coenzyme metabolic process<br>GO:0008415 acyltransferase activity<br>GO:0008495 protoheme IX farnesyltransferase activity<br>GO:0016021 integral to membrane<br>GO:0048034 heme o biosynthetic process

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0005740	mitochondrial envelope	33 %
2	GO:0006629	lipid metabolic process	16 %
3	GO:0005386	carrier activity	16 %
4	GO:0005743	mitochondrial inner membrane	16 %
5	GO:0008415	acyltransferase activity	16 %
6	GO:0048034	heme o biosynthetic process	16 %
7	GO:0005488	binding	16 %
8	GO:0005971	ribonucleoside-diphosphate reductase complex	16 %
9	GO:0006206	pyrimidine base metabolic process	16 %
10	GO:0006144	purine base metabolic process	16 %
11	GO:0016021	integral to membrane	16 %
12	GO:0006732	coenzyme metabolic process	16 %
13	GO:0004748	ribonucleoside-diphosphate reductase activity	16 %
14	GO:0008495	protoheme IX farnesyltransferase activity	16 %
15	GO:0006869	lipid transport	16 %
16	GO:0006260	DNA replication	16 %

globalUp – chr2L: 10677369 - 10694103

Genomic components: 4 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	+	10677369	10679507	NM_135589	CG17104	3	CG17104-PA
CHR2L	+	10681046	10681356	NM_135590	CG17105	1	CG17105-PA
CHR2L	+	10681972	10682403	NM_135591	CG17107	1	CG17107-PA
CHR2L	-	10683760	10684407	NM_135592	CG7299	1	CG7299-PA
CHR2L	-	10686375	10686988	NM_135593	CG7296	1	CG7296-PA
CHR2L	-	10688731	10689269	NM_135594	CG7294	1	CG7294-PA
CHR2L	-	10692939	10694103	NM_135595	CG17108	1	CG17108-PA

Cluster size: 16735 nucleotides

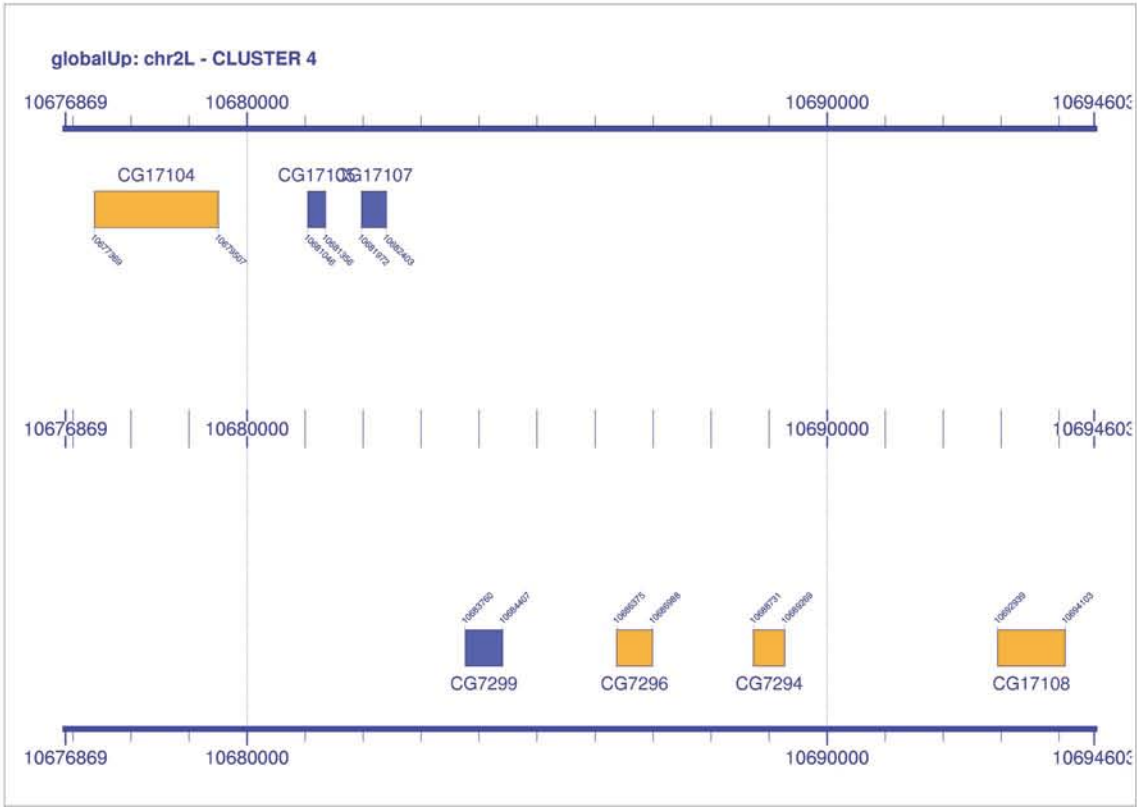

globalUp – cluster 4

Genomic components:

NAME	RefSeq	Function
CG17104	NM_135589	
CG17105	NM_135590	
CG17107	NM_135591	
CG7299	NM_135592	
CG7296	NM_135593	
CG7294	NM_135594	
CG17108	NM_135595	GO:0003989 acetyl-CoA carboxylase activity

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0003989	acetyl-CoA carboxylase activity	14 %

globalUp – chr2L: 12036002 - 12055982

Genomic components: 3 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	-	12036002	12038543	NM_135692	Tom70	3	Translocase of outer membrane 70 CG6756-PA,
CHR2L	-	12038614	12040682	NM_135693	CG6766	4	CG6766-PA
CHR2L	-	12041048	12045200	NM_135694	CG6785	3	CG6785-PA
CHR2L	-	12045349	12046100	NM_135695	CG6770	1	CG6770-PA
CHR2L	-	12046856	12048918	NM_135696	CG6792	2	CG6792-PA
CHR2L	+	12049422	12052049	NM_164987	CG14945	3	CG14945-PB, isoform B
CHR2L	-	12051747	12055982	NM_135698	Jhl-21	8	Jhl-21 CG12317-PA, isoform A

Cluster size: 19981 nucleotides

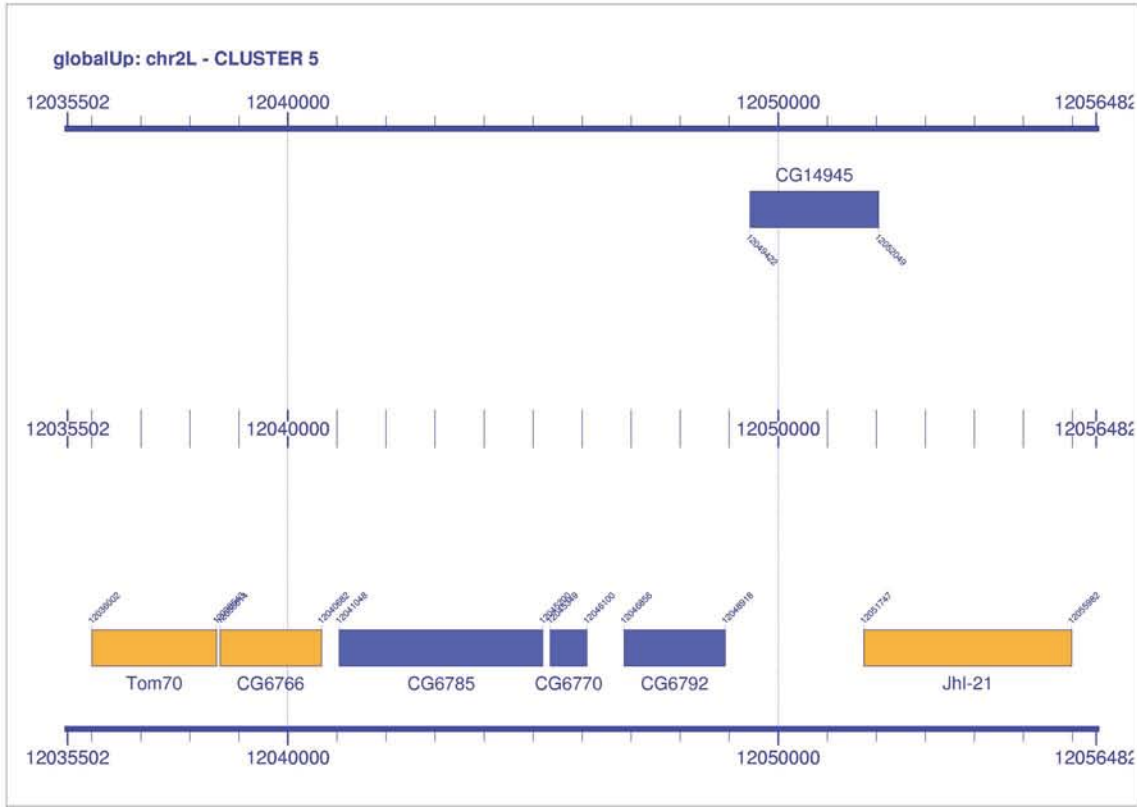

globalUp – cluster 5

Genomic components:

NAME	RefSeq	Function
**Tom70**	NM_135692	GO:0005386 carrier activity
		GO:0005488 binding
		GO:0005742 mitochondrial outer membrane translocase complex
		GO:0006626 protein targeting to mitochondrion
		GO:0015450 protein translocase activity
		GO:0016757 transferase activity, transferring glycosyl groups
**CG6766**	NM_135693	
**CG6785**	NM_135694	
**CG6770**	NM_135695	
**CG6792**	NM_135696	GO:0003676 nucleic acid binding
		GO:0005515 protein binding
		GO:0006139 nucleobase, nucleoside, nucleotide and nucleic acid metabolic process
		GO:0006357 regulation of transcription from RNA polymerase II promoter
		GO:0006366 transcription from RNA polymerase II promoter
		GO:0008270 zinc ion binding
		GO:0008283 cell proliferation
		GO:0030528 transcription regulator activity
**CG14945**	NM_164987	
**JHI-21**	NM_135698	GO:0005279 amino acid-polyamine transporter activity
		GO:0006520 amino acid metabolic process
		GO:0006865 amino acid transport
		GO:0015171 amino acid transporter activity
		GO:0015179 L-amino acid transporter activity
		GO:0016020 membrane

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0015171	amino acid transporter activity	14 %
2	GO:0005386	carrier activity	14 %
3	GO:0015450	protein translocase activity	14 %
4	GO:0016757	transferase activity, transferring glycosyl groups	14 %
5	GO:0005742	mitochondrial outer membrane translocase complex	14 %
6	GO:0006626	protein targeting to mitochondrion	14 %
7	GO:0006865	amino acid transport	14 %
8	GO:0003676	nucleic acid binding	14 %
9	GO:0006366	transcription from RNA polymerase II promoter	14 %
10	GO:0005488	binding	14 %
11	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	14 %
12	GO:0006520	amino acid metabolic process	14 %
13	GO:0008270	zinc ion binding	14 %
14	GO:0005279	amino acid-polyamine transporter activity	14 %
15	GO:0005515	protein binding	14 %
16	GO:0008283	cell proliferation	14 %
17	GO:0006357	regulation of transcription from RNA polymerase II promoter	14 %
18	GO:0030528	transcription regulator activity	14 %
19	GO:0015179	L-amino acid transporter activity	14 %
20	GO:0016020	membrane	14 %

globalUp – chr2L: 13246230 - 13283986

Genomic components: 3 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	+	13246230	13250189	NM_135783	CG16820	4	CG16820-PA
CHR2L	+	13255636	13257426	NM_165031	CG31728	4	CG31728-PA
CHR2L	+	13257476	13258292	NM_165032	CG31851	1	CG31851-PA
CHR2L	-	13259147	13259635	NM_165033	CG31730	1	CG31730-PA
CHR2L	+	13261009	13283986	NM_135785	CG6043	11	CG6043-PD, isoform D
CHR2L	-	13265080	13265665	NM_165036	CG31848	1	CG31848-PA
CHR2L	+	13277375	13281617	NM_135786	CG6108	1	CG6108-PA

Cluster size: 37757 nucleotides

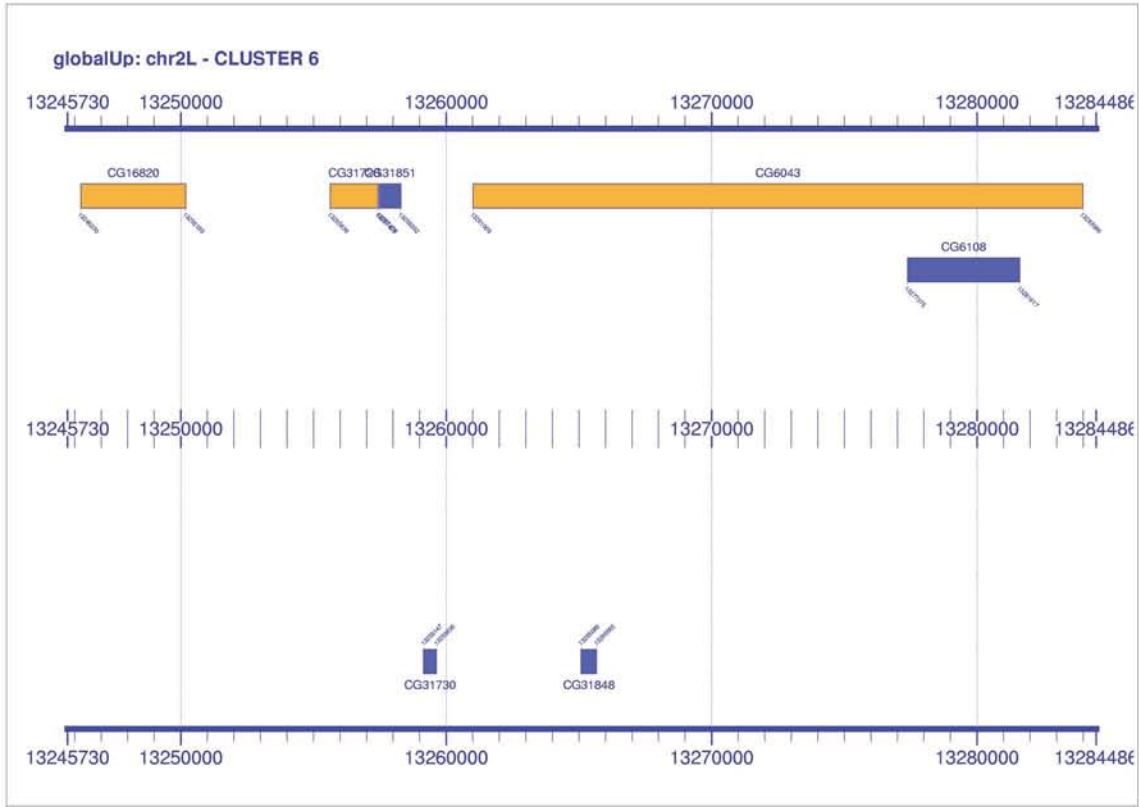

globalUp – cluster 6

Genomic components:

NAME	RefSeq	Function
CG16820	NM_135783	
CG31728	NM_165031	GO:0004295 trypsin activity<br>GO:0006508 proteolysis<br>GO:0006952 defense response
CG31851	NM_165032	
CG31730	NM_165033	GO:0006464 protein modification<br>GO:0006473 protein amino acid acetylation<br>GO:0008080 N-acetyltransferase activity<br>GO:0019538 protein metabolic process
CG6043	NM_135785	
CG31848	NM_165036	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
CG6108	NM_135786	

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0008150	biological_process	14 %
2	GO:0004295	trypsin activity	14 %
3	GO:0006952	defense response	14 %
4	GO:0019538	protein metabolic process	14 %
5	GO:0006508	proteolysis	14 %
6	GO:0006464	protein modification	14 %
7	GO:0006473	protein amino acid acetylation	14 %
8	GO:0005575	cellular_component	14 %
9	GO:0008080	N-acetyltransferase activity	14 %
10	GO:0003674	molecular_function	14 %

globalUp – chr2L: 18134596 - 18154605

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	-	18134596	18148339	NM_078869	Socs36E	5	Suppressor of cytokine signaling at 36E
CHR2L	+	18149345	18150339	NM_165244	CG17681	3	CG17681-PA
CHR2L	+	18150794	18151752	NM_136024	CG15155	4	CG15155-PA
CHR2L	+	18151971	18153091	NM_136025	CG5783	4	CG5783-PA
CHR2L	-	18153038	18154605	NM_136026	CG7200	2	CG7200-PA

Cluster size: 20010 nucleotides

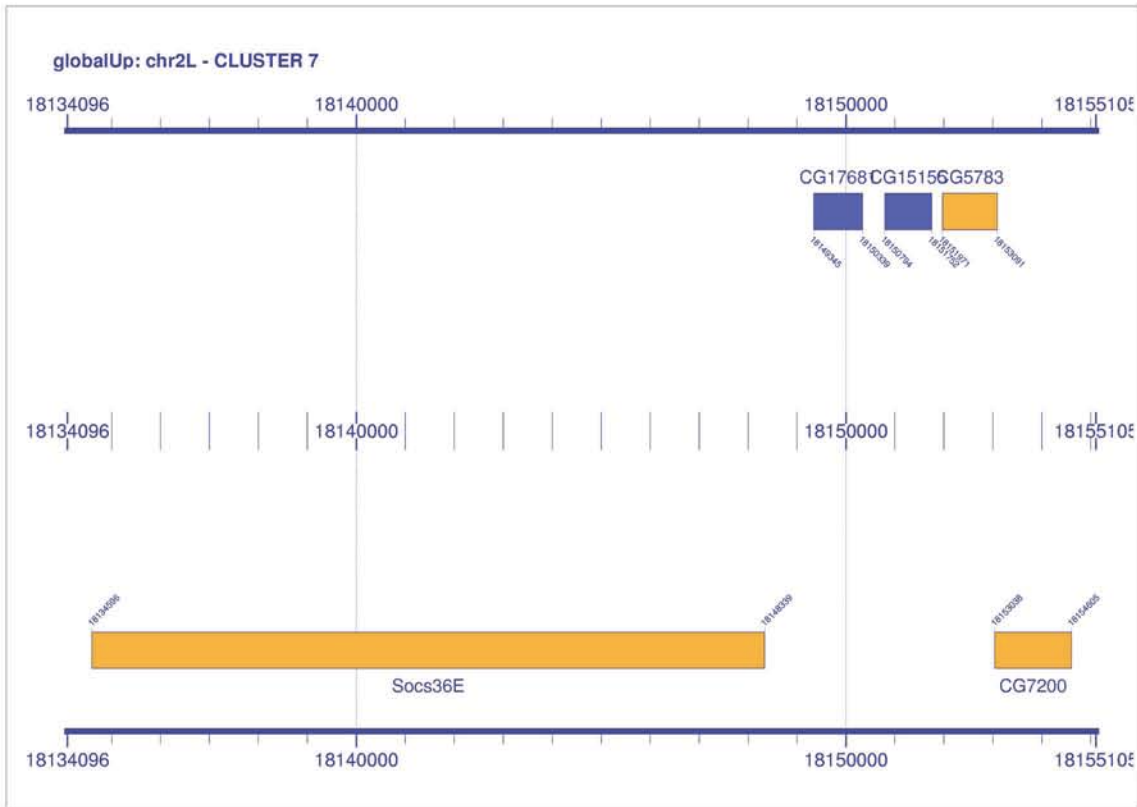

globalUp – cluster 7

Genomic components:

NAME	RefSeq	Function
Socs36E	NM_078869	GO:0007259 JAK-STAT cascade
		GO:0007482 haltere development
		GO:0008586 imaginal disc-derived wing vein morphogenesis
		GO:0042059 negative regulation of epidermal growth factor receptor signaling pathway
		GO:0046425 regulation of JAK-STAT cascade
		GO:0046426 negative regulation of JAK-STAT cascade
		GO:0048072 compound eye pigmentation
		GO:0048802 notum morphogenesis

CG17681 NM_165244

CG15155 NM_136024

CG5783 NM_136025

CG7200 NM_136026

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0048072	compound eye pigmentation	20 %
2	GO:0046426	negative regulation of JAK-STAT cascade	20 %
3	GO:0007482	haltere development	20 %
4	GO:0042059	negative regulation of epidermal growth factor receptor signaling pathway	20 %
5	GO:0008586	imaginal disc-derived wing vein morphogenesis	20 %
6	GO:0048802	notum morphogenesis	20 %
7	GO:0007259	JAK-STAT cascade	20 %
8	GO:0046425	regulation of JAK-STAT cascade	20 %

globalUp – chr2L: 19379144 - 19419478

Genomic components: 3 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	-	19379144	19382131	NM.136115	CG15825	5	CG15825-PB, isoform B
CHR2L	-	19382978	19385728	NM.136116	CG17549	6	CG17549-PA, isoform A
CHR2L	-	19386296	19394420	NM.136117	CG17544	6	CG17544-PA, isoform A
CHR2L	+	19390088	19391749	NM.165292	CG31798	3	CG31798-PA
CHR2L	-	19396709	19419478	NM_001038824	Pax	9	Paxillin CG31794-PG, isoform G
CHR2L	+	19413375	19414203	NM.057852	Lectin-galC1	2	Galactose-specific C-type lectin CG9976-PA
CHR2L	+	19414241	19414869	NM.001014489	lectin-37Da	2	lectin-37Da CG33532-PA
CHR2L	+	19415025	19415609	NM.001014490	lectin-37Db	2	lectin-37Db CG33533-PA

Cluster size: 40335 nucleotides

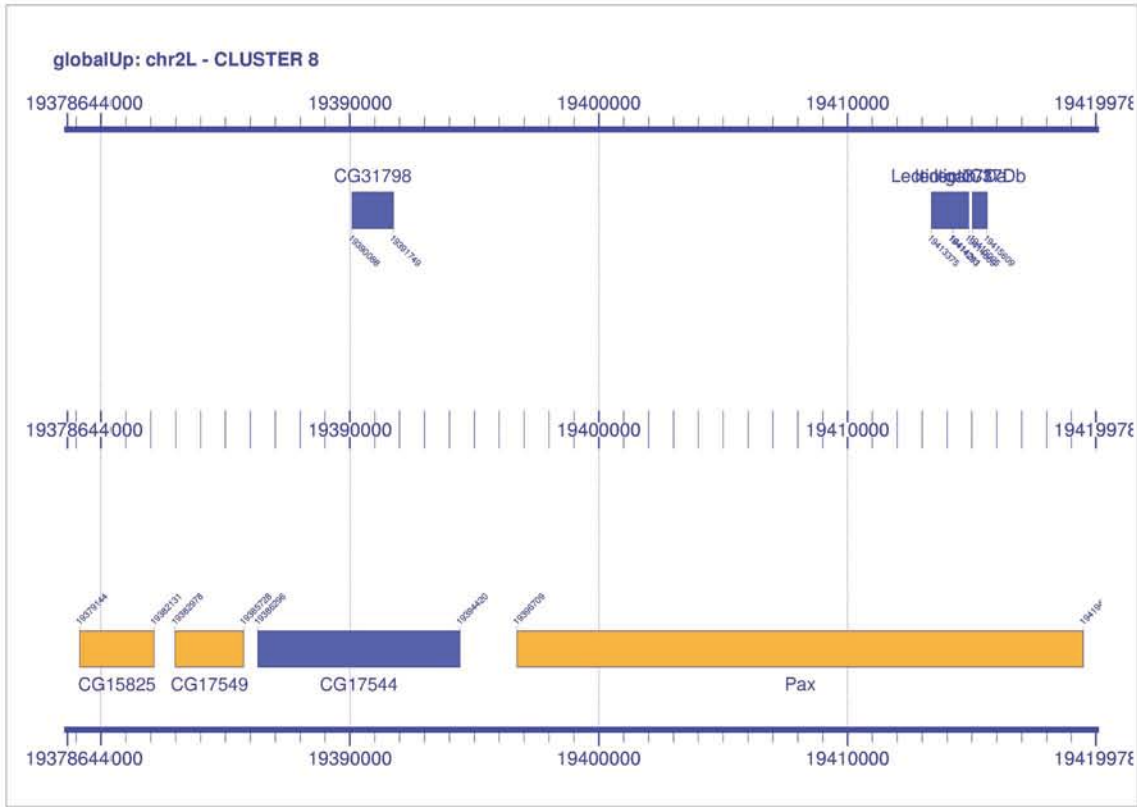

globalUp – cluster 8

Genomic components:

NAME	RefSeq	Function
CG15825	NM_136115	
CG17549	NM_136116	
CG17544	NM_136117	GO:0003995 acyl-CoA dehydrogenase activity<br>GO:0005777 peroxisome<br>GO:0006118 electron transport<br>GO:0006635 fatty acid beta-oxidation<br>GO:0016402 pristanoyl-CoA oxidase activity<br>GO:0050660 FAD binding
CG31798	NM_165292	GO:0005488 binding<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
PAX	NM_001038824	GO:0005200 structural constituent of cytoskeleton<br>GO:0005925 focal adhesion<br>GO:0006928 cell motility<br>GO:0007016 cytoskeletal anchoring<br>GO:0008270 zinc ion binding
LECTIN-GALC1	NM_057852	GO:0004872 receptor activity<br>GO:0005529 sugar binding<br>GO:0005534 galactose binding<br>GO:0006952 defense response
LECTIN-37DA	NM_001014489	GO:0005534 galactose binding
LECTIN-37DB	NM_001014490	GO:0005534 galactose binding

GO density (8 genes):

RANKING	GO id	Function	Frequency
1	GO:0005534	galactose binding	37 %
2	GO:0008150	biological_process	12 %
3	GO:0003995	acyl-CoA dehydrogenase activity	12 %
4	GO:0006952	defense response	12 %
5	GO:0006928	cell motility	12 %
6	GO:0005488	binding	12 %
7	GO:0005200	structural constituent of cytoskeleton	12 %
8	GO:0004872	receptor activity	12 %
9	GO:0005529	sugar binding	12 %
10	GO:0016402	pristanoyl-CoA oxidase activity	12 %
11	GO:0005925	focal adhesion	12 %
12	GO:0005575	cellular_component	12 %
13	GO:0008270	zinc ion binding	12 %
14	GO:0006635	fatty acid beta-oxidation	12 %
15	GO:0005777	peroxisome	12 %
16	GO:0006118	electron transport	12 %
17	GO:0050660	FAD binding	12 %
18	GO:0007016	cytoskeletal anchoring	12 %

globalUp – chr2L: 20846761 - 20906521

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	+	20846761	20848609	NM_136225	CG9336	3	CG9336-PA
CHR2L	+	20852819	20854904	NM_136227	CG9338	3	CG9338-PA
CHR2L	+	20855349	20857243	NM_165347	CG31675	3	CG31675-PA
CHR2L	+	20857439	20858646	NM_136228	CG14401	3	CG14401-PA
CHR2L	-	20858927	20906521	NM_136229	CG9339	12	CG9339-PA, isoform A
CHR2L	+	20888726	20889117	NM_206018	CG33317	2	CG33317-PA

Cluster size: 59761 nucleotides

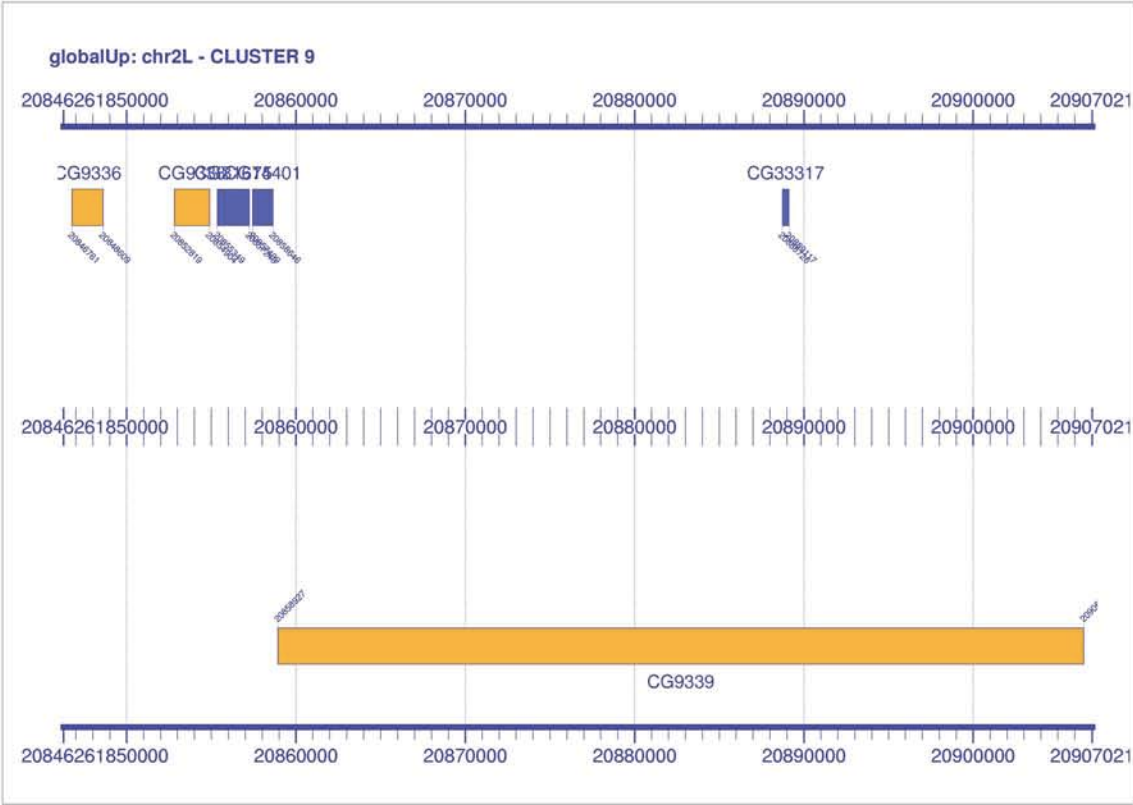

globalUp – cluster 9

Genomic components:

NAME	RefSeq	Function
CG9336	NM_136225	
CG9338	NM_136227	
CG31675	NM_165347	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
CG14401	NM_136228	
CG9339	NM_136229	
CG33317	NM_206018	GO:0003729 mRNA binding

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0008150	biological_process	16 %
2	GO:0003729	mRNA binding	16 %
3	GO:0005575	cellular_component	16 %
4	GO:0003674	molecular_function	16 %

globalUp – chr3L: 4120317 - 4136008

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	4120317	4122733	NM_079192	Rop	1	Ras opposite CG15811-PA
CHR3L	+	4122609	4124930	NM_079193	Ras64B	3	Ras oncogene at 64B CG1167-PA
CHR3L	+	4125117	4125425	NM_079194	Akh	2	Adipokinetic hormone-like CG1171-PA
CHR3L	+	4126623	4129384	NM_168065	CG32260	7	CG32260-PA
CHR3L	+	4132228	4136008	NM_139605	CG1299	6	CG1299-PA

Cluster size: 15692 nucleotides

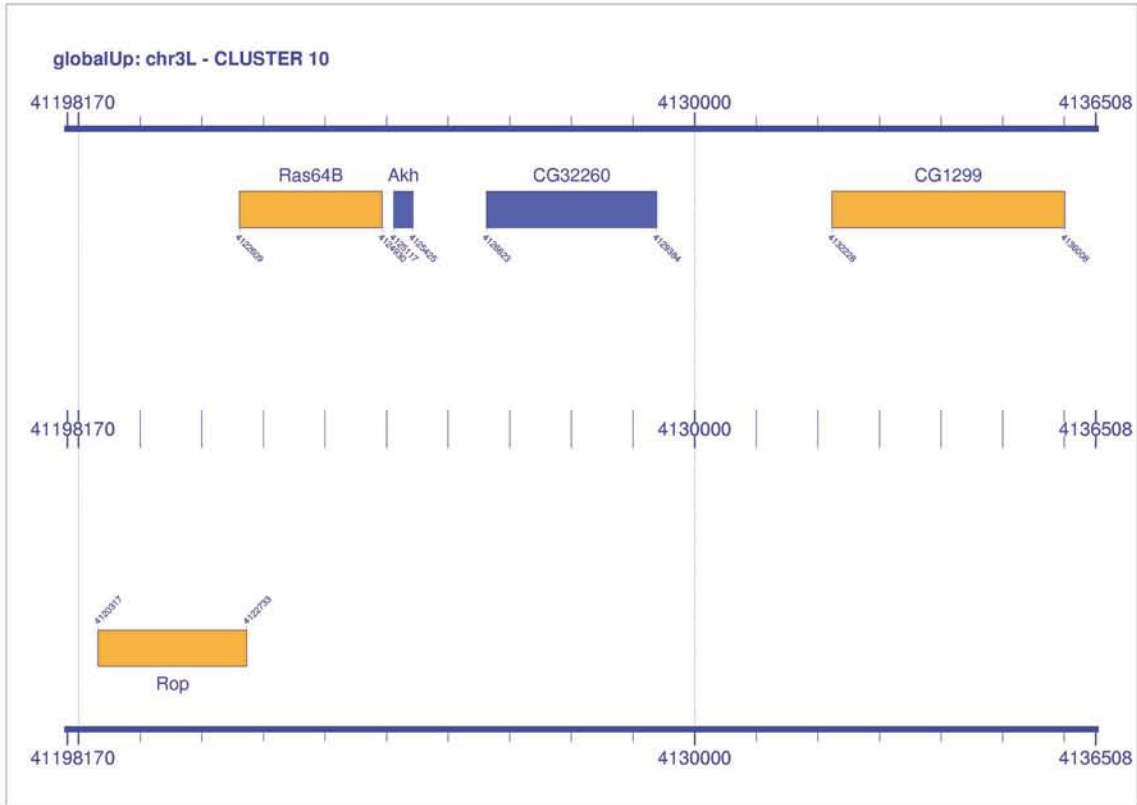

globalUp – cluster 10

Genomic components:

NAME	RefSeq	Function
**ROP**	NM_079192	GO:0000149 SNARE binding
		GO:0000910 cytokinesis
		GO:0005737 cytoplasm
		GO:0005829 cytosol
		GO:0006887 exocytosis
		GO:0006904 vesicle docking during exocytosis
		GO:0007268 synaptic transmission
		GO:0007269 neurotransmitter secretion
		GO:0007317 regulation of pole plasm oskar mRNA localization
		GO:0009416 response to light stimulus
		GO:0012506 vesicle membrane
		GO:0016020 membrane
		GO:0016082 synaptic vesicle priming
		GO:0016192 vesicle-mediated transport
		GO:0019905 syntaxin binding
		GO:0045045 secretory pathway
		GO:0048489 synaptic vesicle transport
**RAS64B**	NM_079193	GO:0003924 GTPase activity
		GO:0005525 GTP binding
		GO:0005622 intracellular
		GO:0006886 intracellular protein transport
		GO:0006898 receptor-mediated endocytosis
		GO:0006936 muscle contraction
		GO:0007010 cytoskeleton organization and biogenesis
		GO:0007186 G-protein coupled receptor protein signaling pathway
		GO:0007264 small GTPase mediated signal transduction
		GO:0007268 synaptic transmission
		GO:0008283 cell proliferation
		GO:0017157 regulation of exocytosis
		GO:0019003 GDP binding
**AKH**	NM_079194	GO:0005184 neuropeptide hormone activity
		GO:0005576 extracellular region
		GO:0007218 neuropeptide signaling pathway
**CG32260**	NM_168065	GO:0004252 serine-type endopeptidase activity
		GO:0006508 proteolysis
		GO:0006520 amino acid metabolic process
		GO:0006521 regulation of amino acid metabolic process
		GO:0008233 peptidase activity
		GO:0008236 serine-type peptidase activity
		GO:0008652 amino acid biosynthetic process
**CG1299**	NM_139605	GO:0004295 trypsin activity
		GO:0006508 proteolysis

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0007268	synaptic transmission	40 %
2	GO:0006508	proteolysis	40 %
3	GO:0006887	exocytosis	20 %
4	GO:0019905	syntaxin binding	20 %
5	GO:0004295	trypsin activity	20 %
6	GO:0016082	synaptic vesicle priming	20 %
7	GO:0007317	regulation of pole plasm oskar mRNA localization	20 %
8	GO:0004252	serine-type endopeptidase activity	20 %
9	GO:0007186	G-protein coupled receptor protein signaling pathway	20 %
10	GO:0005576	extracellular region	20 %
11	GO:0007264	small GTPase mediated signal transduction	20 %
12	GO:0005829	cytosol	20 %
13	GO:0008283	cell proliferation	20 %
14	GO:0012506	vesicle membrane	20 %
15	GO:0016192	vesicle-mediated transport	20 %
16	GO:0009416	response to light stimulus	20 %
17	GO:0006904	vesicle docking during exocytosis	20 %
18	GO:0006521	regulation of amino acid metabolic process	20 %
19	GO:0048489	synaptic vesicle transport	20 %
20	GO:0008652	amino acid biosynthetic process	20 %
21	GO:0005525	GTP binding	20 %
22	GO:0045045	secretory pathway	20 %
23	GO:0007010	cytoskeleton organization and biogenesis	20 %
24	GO:0006898	receptor-mediated endocytosis	20 %
25	GO:0019538	protein metabolic process	20 %
26	GO:0006886	intracellular protein transport	20 %
27	GO:0003924	GTPase activity	20 %
28	GO:0000910	cytokinesis	20 %
29	GO:0005622	intracellular	20 %
30	GO:0006936	muscle contraction	20 %
31	GO:0019003	GDP binding	20 %
32	GO:0006520	amino acid metabolic process	20 %
33	GO:0007218	neuropeptide signaling pathway	20 %
34	GO:0007269	neurotransmitter secretion	20 %
35	GO:0017157	regulation of exocytosis	20 %
36	GO:0008236	serine-type peptidase activity	20 %
37	GO:0005737	cytoplasm	20 %
38	GO:0005184	neuropeptide hormone activity	20 %
39	GO:0008233	peptidase activity	20 %
40	GO:0000149	SNARE binding	20 %
41	GO:0016020	membrane	20 %

globalUp – chr3L: 5317569 - 5336745

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	5317569	5329236	NM_079209	lama	5	lamina ancestor CG10645-PB, isoform B
CHR3L	-	5331168	5333201	NM_079210	Klp64D	1	Kinesin-like protein at 64D CG10642-PA
CHR3L	+	5334136	5336745	NM_139701	CG4769	6	CG4769-PA

Cluster size: 19177 nucleotides

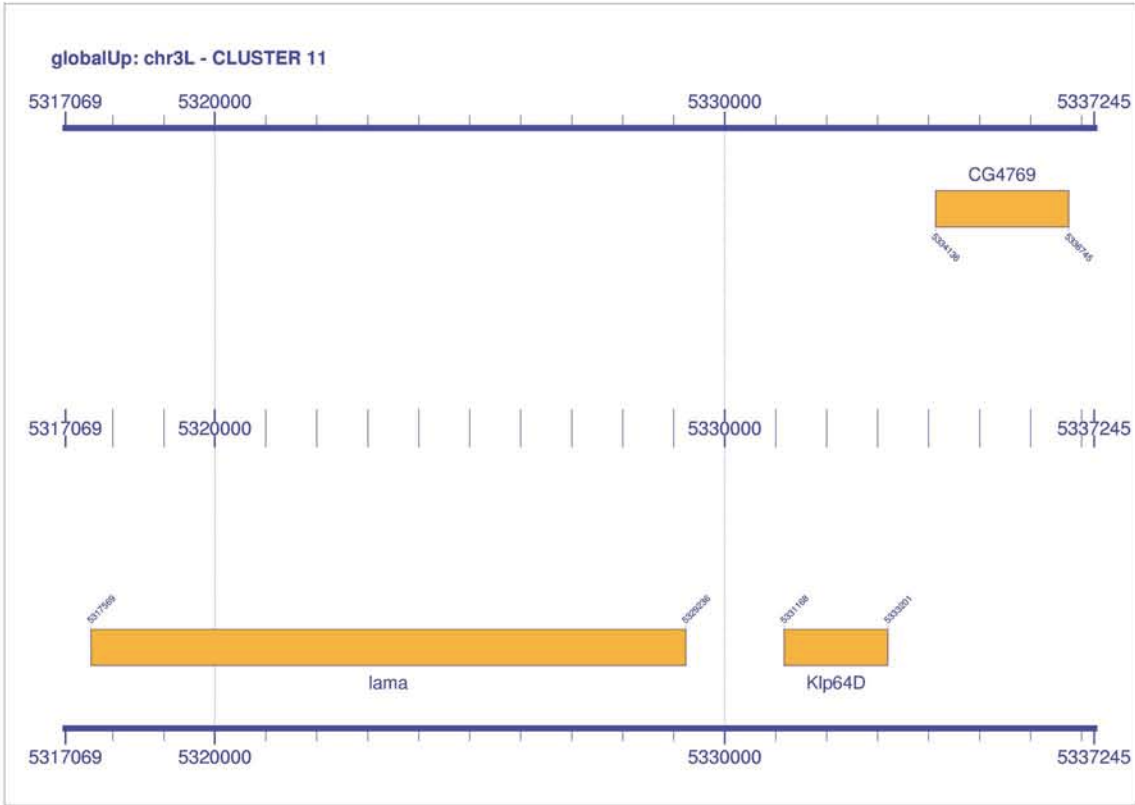

globalUp – cluster 11

Genomic components:

NAME	RefSeq	Function
LAMA	NM_079209	GO:0003674 molecular_function
		GO:0005575 cellular_component
		GO:0008150 biological_process
KLP64D	NM_079210	GO:0003777 microtubule motor activity
		GO:0005200 structural constituent of cytoskeleton
		GO:0005524 ATP binding
		GO:0005871 kinesin complex
		GO:0006605 protein targeting
		GO:0007018 microtubule-based movement
CG4769	NM_139701	GO:0035058 sensory cilium biogenesis
		GO:0005506 iron ion binding
		GO:0005750 mitochondrial respiratory chain complex III
		GO:0006119 oxidative phosphorylation
		GO:0006122 mitochondrial electron transport, ubiquinol to cytochrome c
		GO:0016491 oxidoreductase activity
		GO:0020037 heme binding
		GO:0045153 electron transporter, transferring electrons within CoQH2-cytochrome c reductase complex

GO density (3 genes):

RANKING	GO id	Function
1	GO:0045153	electron transporter, transferring electrons within CoQH2-cytochrome c reductase complex activity
2	GO:0005200	structural constituent of cytoskeleton
3	GO:0007018	microtubule-based movement
4	GO:0005575	cellular_component
5	GO:0005871	kinesin complex
6	GO:0016491	oxidoreductase activity
7	GO:0003674	molecular_function
8	GO:0006119	oxidative phosphorylation
9	GO:0005506	iron ion binding
10	GO:0005524	ATP binding
11	GO:0008150	biological_process
12	GO:0003777	microtubule motor activity
13	GO:0035058	sensory cilium biogenesis
14	GO:0005750	mitochondrial respiratory chain complex III
15	GO:0020037	heme binding
16	GO:0006605	protein targeting
17	GO:0006122	mitochondrial electron transport, ubiquinol to cytochrome c

globalUp – chr3L: 9684361 - 9707754

Genomic components: 3 coregulated genes, 9 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	9684361	9687770	NM_140091	SH3PX1	3	SH3PX1 CG6757-PA
CHR3L	+	9688266	9691663	NM_168362	vsg	2	visgun CG16707-PD, isoform D
CHR3L	-	9691732	9693088	NM_140093	CG18178	2	CG18178-PA
CHR3L	+	9693274	9694414	NM_140094	CG14174	2	CG14174-PA
CHR3L	-	9694358	9697395	NM_143716	nbs	4	nbs CG6754-PB
CHR3L	+	9697373	9700656	NM_140095	deff	2	deflated CG18176-PA
CHR3L	+	9700876	9703597	NM_140096	CG18177	6	CG18177-PB, isoform B
CHR3L	+	9703923	9705171	NM_079287	ATPsyn-b	3	ATP synthase, subunit b CG8189-PA, isoform A
CHR3L	-	9705184	9707754	NM_140097	CG6749	3	CG6749-PA

Cluster size: 23394 nucleotides

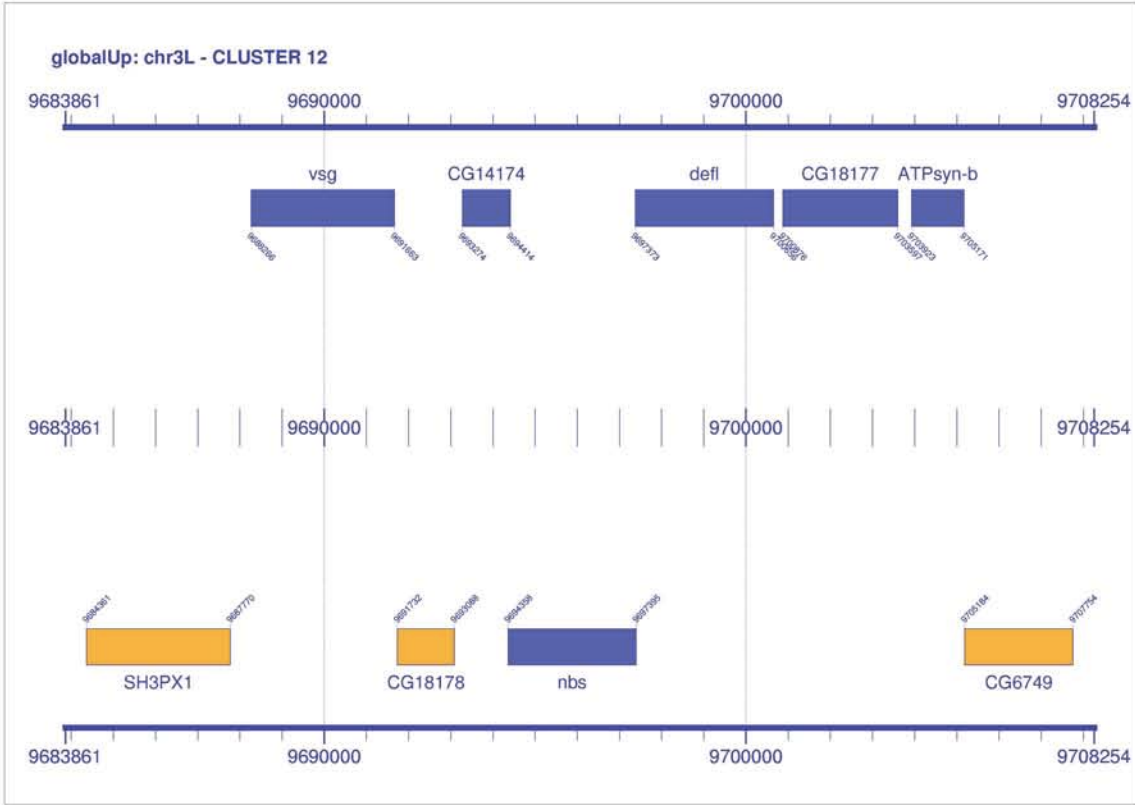

globalUp – cluster 12

Genomic components:

NAME	RefSeq	Function
SH3PX1	NM_140091	GO:0005515 protein binding
		GO:0006886 intracellular protein transport
		GO:0007242 intracellular signaling cascade
		GO:0035091 phosphoinositide binding
VSG	NM_168362	GO:0003674 molecular_function
		GO:0005575 cellular_component
		GO:0007611 learning and/or memory
		GO:0008355 olfactory learning
CG18178	NM_140093	
CG14174	NM_140094	
NBS	NM_143716	GO:0003676 nucleic acid binding
		GO:0003684 damaged DNA binding
		GO:0005622 intracellular
		GO:0006139 nucleobase, nucleoside, nucleotide and nucleic acid metabolic process
		GO:0006259 DNA metabolic process
		GO:0006281 DNA repair
		GO:0006310 DNA recombination
DEFL	NM_140095	GO:0003674 molecular_function
		GO:0005575 cellular_component
		GO:0008150 biological_process
CG18177	NM_140096	
ATPSYN-B	NM_079287	GO:0000276 mitochondrial proton-transporting ATP synthase complex, coupling factor F(o)
		GO:0008553 hydrogen-exporting ATPase activity, phosphorylative mechanism
		GO:0015986 ATP synthesis coupled proton transport
		GO:0015992 proton transport
		GO:0046933 hydrogen ion transporting ATP synthase activity, rotational mechanism
		GO:0046961 hydrogen ion transporting ATPase activity, rotational mechanism
CG6749	NM_140097	GO:0004872 receptor activity
		GO:0004930 G-protein coupled receptor activity
		GO:0006952 defense response
		GO:0007155 cell adhesion
		GO:0007165 signal transduction
		GO:0007166 cell surface receptor linked signal transduction
		GO:0007186 G-protein coupled receptor protein signaling pathway
		GO:0019221 cytokine and chemokine mediated signaling pathway
		GO:0019226 transmission of nerve impulse

GO density (9 genes):

RANKING	GO id	Function	Frequency
1	GO:0005575	cellular_component	22 %
2	GO:0003674	molecular_function	22 %
3	GO:0006952	defense response	11 %
4	GO:0015986	ATP synthesis coupled proton transport	11 %
5	GO:0008355	olfactory learning	11 %
6	GO:0003676	nucleic acid binding	11 %
7	GO:0004872	receptor activity	11 %
8	GO:0006281	DNA repair	11 %
9	GO:0007186	G-protein coupled receptor protein signaling pathway	11 %
10	GO:0046961	hydrogen ion transporting ATPase activity, rotational mechanism	11 %
11	GO:0007611	learning and/or memory	11 %
12	GO:0015992	proton transport	11 %
13	GO:0000276	mitochondrial proton-transporting ATP synthase complex, coupling factor F(o)	11 %
14	GO:0004930	G-protein coupled receptor activity	11 %
15	GO:0019226	transmission of nerve impulse	11 %
16	GO:0006310	DNA recombination	11 %
17	GO:0008150	biological_process	11 %
18	GO:0008553	hydrogen-exporting ATPase activity, phosphorylative mechanism	11 %
19	GO:0019221	cytokine and chemokine mediated signaling pathway	11 %
20	GO:0003684	damaged DNA binding	11 %
21	GO:0007155	cell adhesion	11 %
22	GO:0006886	intracellular protein transport	11 %
23	GO:0035091	phosphoinositide binding	11 %
24	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	11 %
25	GO:0005622	intracellular	11 %
26	GO:0007165	signal transduction	11 %
27	GO:0046933	hydrogen ion transporting ATP synthase activity, rotational mechanism	11 %
28	GO:0007242	intracellular signaling cascade	11 %
29	GO:0005515	protein binding	11 %
30	GO:0006259	DNA metabolic process	11 %
31	GO:0007166	cell surface receptor linked signal transduction	11 %

globalUp – chr3L: 21131251 - 21153085

Genomic components: 3 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	21131251	21132013	NM_176375	CG33054	3	CG33054-PB, isoform B
CHR3L	-	21132097	21134524	NM_176377	CG33056	5	CG33056-PC, isoform C
CHR3L	+	21136760	21141933	NM_141032	CG10512	3	CG10512-PA, isoform A
CHR3L	-	21141993	21143925	NM_141034	CG10510	3	CG10510-PA
CHR3L	+	21144069	21149892	NM_176382	CG10508	9	CG10508-PD, isoform D
CHR3L	-	21149832	21150665	NM_141036	CG12975	3	CG12975-PA
CHR3L	+	21150734	21153085	NM_080262	Ilk	4	Integrin linked kinase CG10504-PA

Cluster size: 21835 nucleotides

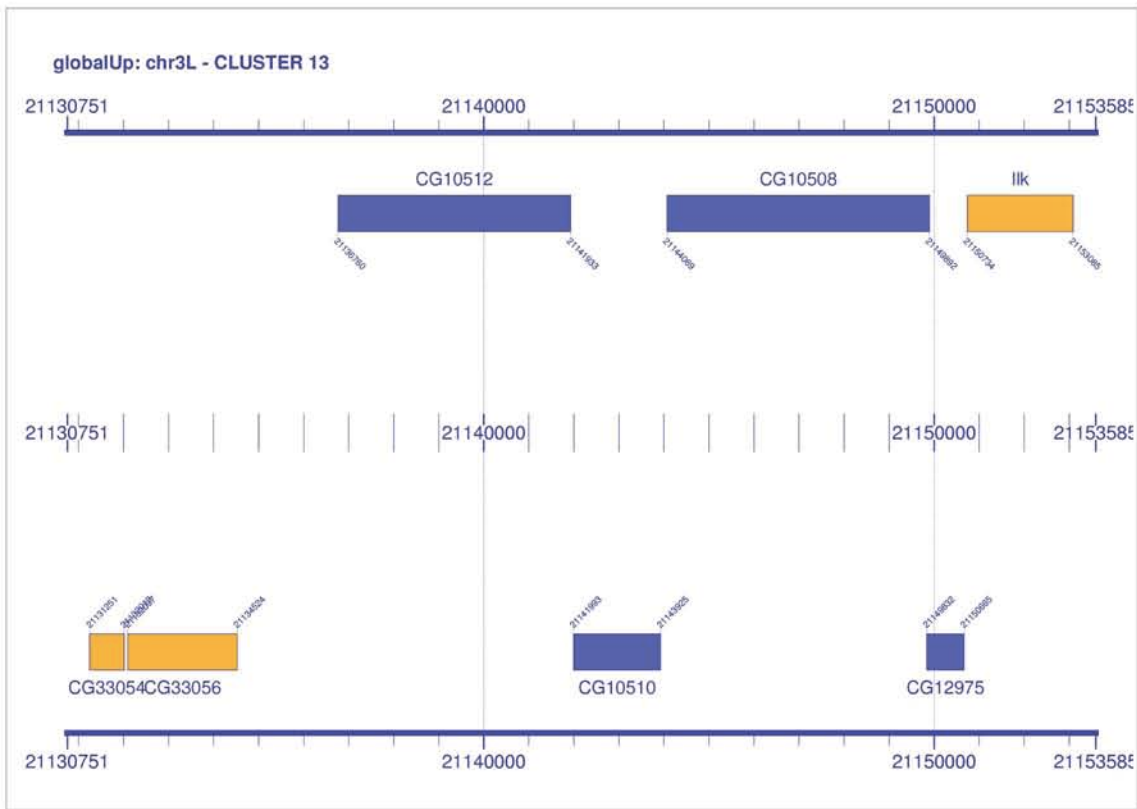

globalUp – cluster 13

Genomic components:

NAME	RefSeq	Function
CG33054	NM_176375	
CG33056	NM_176377	
CG10512	NM_141032	GO:0005975 carbohydrate metabolic process<br>GO:0006099 tricarboxylic acid cycle<br>GO:0016491 oxidoreductase activity
CG10510	NM_141034	
CG10508	NM_176382	
CG12975	NM_141036	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
ILK	NM_080262	GO:0000165 MAPKKK cascade<br>GO:0004672 protein kinase activity<br>GO:0004674 protein serine/threonine kinase activity<br>GO:0004702 receptor signaling protein serine/threonine kinase activity<br>GO:0004713 protein-tyrosine kinase activity<br>GO:0005524 ATP binding<br>GO:0005925 focal adhesion<br>GO:0006468 protein amino acid phosphorylation<br>GO:0007016 cytoskeletal anchoring<br>GO:0007155 cell adhesion<br>GO:0007160 cell-matrix adhesion<br>GO:0007229 integrin-mediated signaling pathway<br>GO:0007475 apposition of dorsal and ventral imaginal disc-derived wing surfaces<br>GO:0016203 muscle attachment

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0004674	protein serine/threonine kinase activity	14 %
2	GO:0000165	MAPKKK cascade	14 %
3	GO:0005575	cellular_component	14 %
4	GO:0016491	oxidoreductase activity	14 %
5	GO:0005975	carbohydrate metabolic process	14 %
6	GO:0007229	integrin-mediated signaling pathway	14 %
7	GO:0006099	tricarboxylic acid cycle	14 %
8	GO:0003674	molecular_function	14 %
9	GO:0005524	ATP binding	14 %
10	GO:0008150	biological_process	14 %
11	GO:0007155	cell adhesion	14 %
12	GO:0007160	cell-matrix adhesion	14 %
13	GO:0006468	protein amino acid phosphorylation	14 %
14	GO:0007475	apposition of dorsal and ventral imaginal disc-derived wing surfaces	14 %
15	GO:0005925	focal adhesion	14 %
16	GO:0016203	muscle attachment	14 %
17	GO:0004702	receptor signaling protein serine/threonine kinase activity	14 %
18	GO:0004672	protein kinase activity	14 %
19	GO:0004713	protein-tyrosine kinase activity	14 %
20	GO:0007016	cytoskeletal anchoring	14 %

globalUp – chr3L: 22797706 - 22807564

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	22797706	22799050	NM_176389	CG33169	5	CG33169-PB, isoform B
CHR3L	+	22799326	22801386	NM_176391	CG33170	4	CG33170-PA
CHR3L	-	22801323	22802075	NM_141167	CG11137	3	CG11137-PA
CHR3L	-	22802344	22805596	NM_057607	Arf79F	5	ADP ribosylation factor 79F CG8385-PB, isoform
CHR3L	+	22806046	22807564	NM_168974	CG11109	2	CG11109-PB, isoform B

Cluster size: 9859 nucleotides

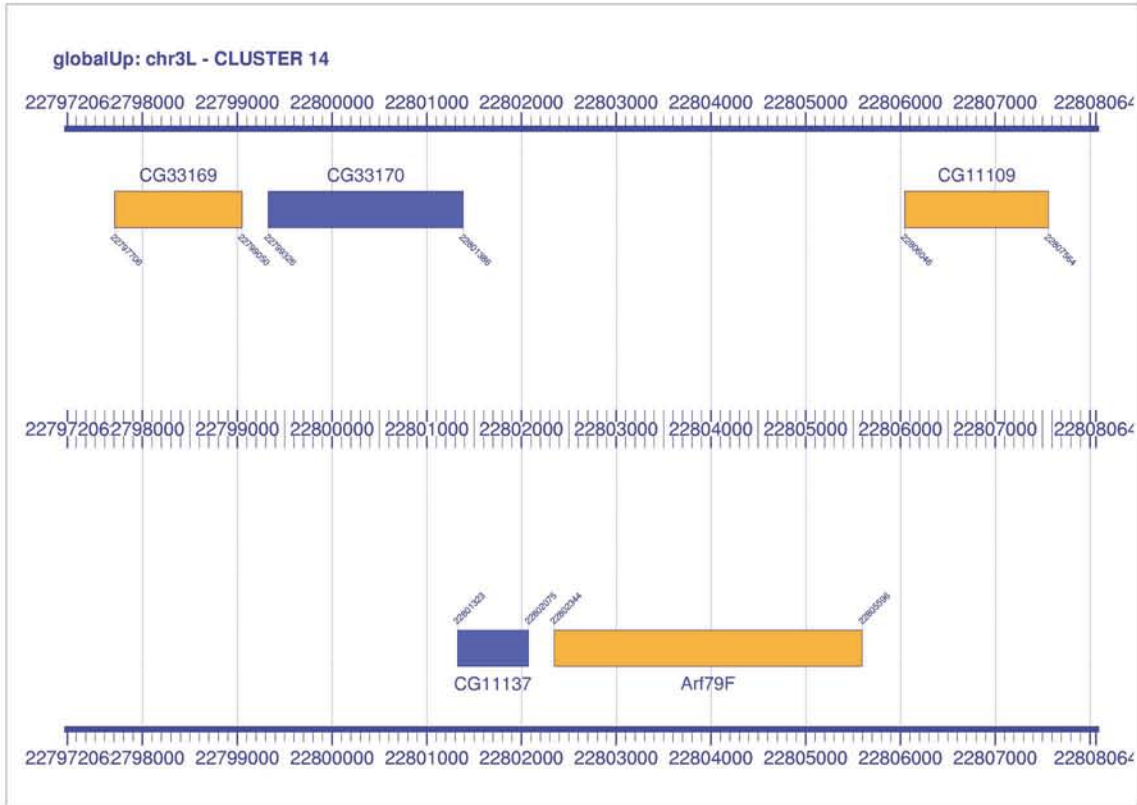

globalUp – cluster 14

Genomic components:

NAME	RefSeq	Function
**CG33169**	NM_176389	
**CG33170**	NM_176391	
**CG11137**	NM_141167	
**ARF79F**	NM_057607	GO:0003924 GTPase activity
		GO:0005525 GTP binding
		GO:0005622 intracellular
		GO:0006364 rRNA processing
		GO:0006471 protein amino acid ADP-ribosylation
		GO:0006886 intracellular protein transport
		GO:0007155 cell adhesion
		GO:0007166 cell surface receptor linked signal transduction
		GO:0007264 small GTPase mediated signal transduction
		GO:0007269 neurotransmitter secretion
		GO:0008360 regulation of cell shape
		GO:0016197 endosome transport
		GO:0048488 synaptic vesicle endocytosis
**CG11109**	NM_168974	GO:0003676 nucleic acid binding
		GO:0005730 nucleolus
		GO:0008649 rRNA methyltransferase activity
		GO:0016072 rRNA metabolic process

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0003676	nucleic acid binding	20 %
2	GO:0048488	synaptic vesicle endocytosis	20 %
3	GO:0016197	endosome transport	20 %
4	GO:0006471	protein amino acid ADP-ribosylation	20 %
5	GO:0007264	small GTPase mediated signal transduction	20 %
6	GO:0005730	nucleolus	20 %
7	GO:0016072	rRNA metabolic process	20 %
8	GO:0005525	GTP binding	20 %
9	GO:0008649	rRNA methyltransferase activity	20 %
10	GO:0007155	cell adhesion	20 %
11	GO:0006886	intracellular protein transport	20 %
12	GO:0003924	GTPase activity	20 %
13	GO:0006364	rRNA processing	20 %
14	GO:0008360	regulation of cell shape	20 %
15	GO:0005622	intracellular	20 %
16	GO:0007269	neurotransmitter secretion	20 %
17	GO:0007166	cell surface receptor linked signal transduction	20 %

globalUp – chr2R: 2536824 - 2563777

Genomic components: 5 coregulated genes, 10 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	2536824	2539895	NM_078908	Tsp42Ef	5	Tetraspanin 42Ef CG12845-PA
CHR2R	+	2540725	2545046	NM_078909	Tsp42Eg	5	Tetraspanin 42Eg CG12142-PA
CHR2R	+	2545375	2546732	NM_165505	Tsp42Eh	4	Tetraspanin 42Eh CG12844-PA, isoform A
CHR2R	+	2546939	2548767	NM_078911	Tsp42Ei	4	Tetraspanin 42Ei CG12843-PA
CHR2R	-	2548744	2549482	NM_001032223	CG33914	4	CG33914-PA
CHR2R	+	2551044	2551556	NM_136411	CG12842	2	CG12842-PA
CHR2R	+	2551951	2554575	NM_078912	Tsp42Ej	4	Tetraspanin 42Ej CG12143-PA
CHR2R	+	2554844	2556342	NM_078913	Tsp42Ek	5	Tetraspanin 42Ek CG12841-PA
CHR2R	+	2557585	2560357	NM_078914	Tsp42El	5	Tetraspanin 42El CG12840-PA
CHR2R	+	2561608	2563777	NM_078915	lbm	5	late bloomer CG2374-PA

Cluster size: 26954 nucleotides

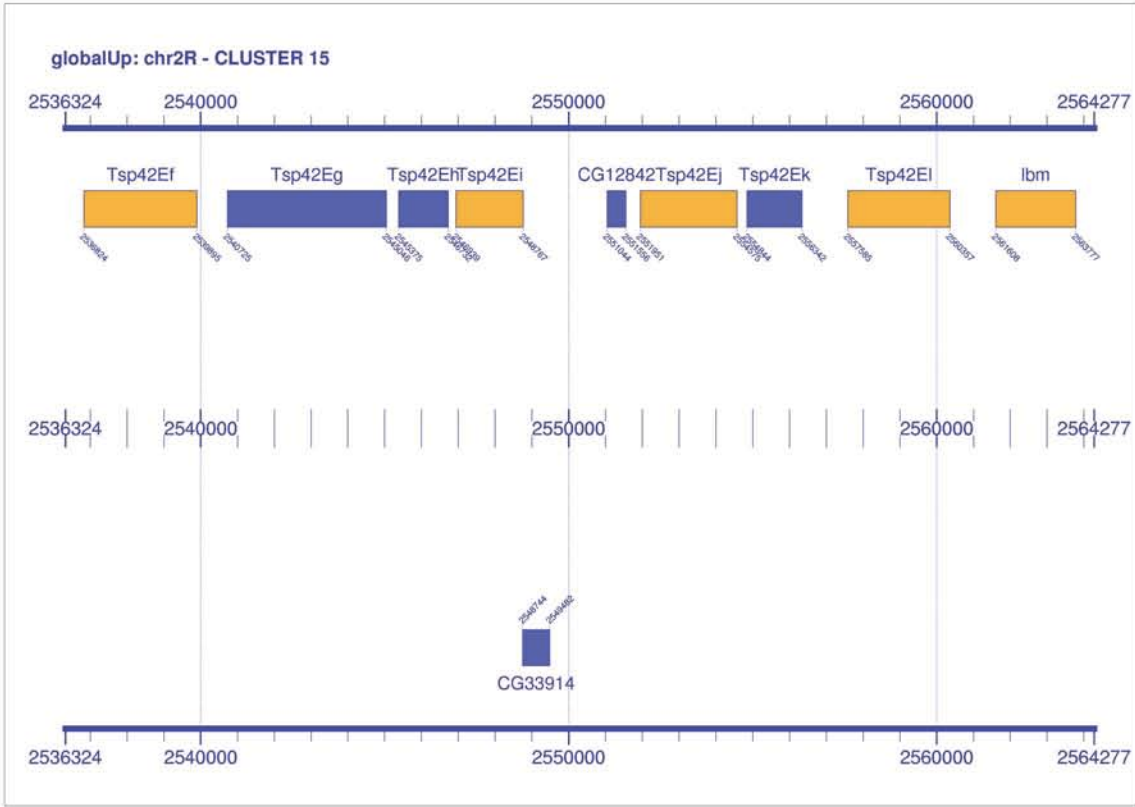

globalUp – cluster 15

Genomic components:

NAME	RefSeq	Function
**Tsp42Ef**	NM_078908	GO:0016021 integral to membrane
**Tsp42EG**	NM_078909	GO:0016021 integral to membrane
**Tsp42EH**	NM_165505	GO:0016021 integral to membrane
**Tsp42Ei**	NM_078911	GO:0016021 integral to membrane
**CG33914**	NM_001032223	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
**CG12842**	NM_136411	
**Tsp42Ej**	NM_078912	GO:0016021 integral to membrane
**Tsp42Ek**	NM_078913	GO:0005057 receptor signaling protein activity<br>GO:0007398 ectoderm development<br>GO:0007399 nervous system development<br>GO:0016021 integral to membrane<br>GO:0019226 transmission of nerve impulse
**Tsp42El**	NM_078914	GO:0005057 receptor signaling protein activity<br>GO:0007398 ectoderm development<br>GO:0007399 nervous system development<br>GO:0016021 integral to membrane<br>GO:0019226 transmission of nerve impulse
**LBM**	NM_078915	GO:0005057 receptor signaling protein activity<br>GO:0005576 extracellular region<br>GO:0007398 ectoderm development<br>GO:0007399 nervous system development<br>GO:0007416 synaptogenesis<br>GO:0016021 integral to membrane<br>GO:0019226 transmission of nerve impulse

GO density (10 genes):

RANKING	GO id	Function	Frequency
1	GO:0016021	integral to membrane	80 %
2	GO:0005057	receptor signaling protein activity	30 %
3	GO:0019226	transmission of nerve impulse	30 %
4	GO:0007399	nervous system development	30 %
5	GO:0007398	ectoderm development	30 %
6	GO:0005575	cellular_component	10 %
7	GO:0005576	extracellular region	10 %
8	GO:0003674	molecular_function	10 %
9	GO:0007416	synaptogenesis	10 %
10	GO:0008150	biological_process	10 %

globalUp – chr2R: 3303710 - 3335381

Genomic components: 4 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	3303710	3304995	NM_001038847	Gapdh1	1	Glyceraldehyde 3 phosphate dehydrogenase 1
CHR2R	+	3305064	3312857	NM_080142	mus205	12	mutagen-sensitive 205 CG1925-PA
CHR2R	-	3312593	3318212	NM_136480	CG1553	5	CG1553-PA, isoform A
CHR2R	+	3318290	3321880	NM_078928	sax	7	saxophone CG1891-PA, isoform A
CHR2R	-	3321887	3323848	NM_136481	CG1550	1	CG1550-PA
CHR2R	+	3324318	3326558	NM_136482	CG1882	2	CG1882-PA, isoform A
CHR2R	-	3333923	3335381	NM_143756	cathD	2	cathD CG1548-PA

Cluster size: 31672 nucleotides

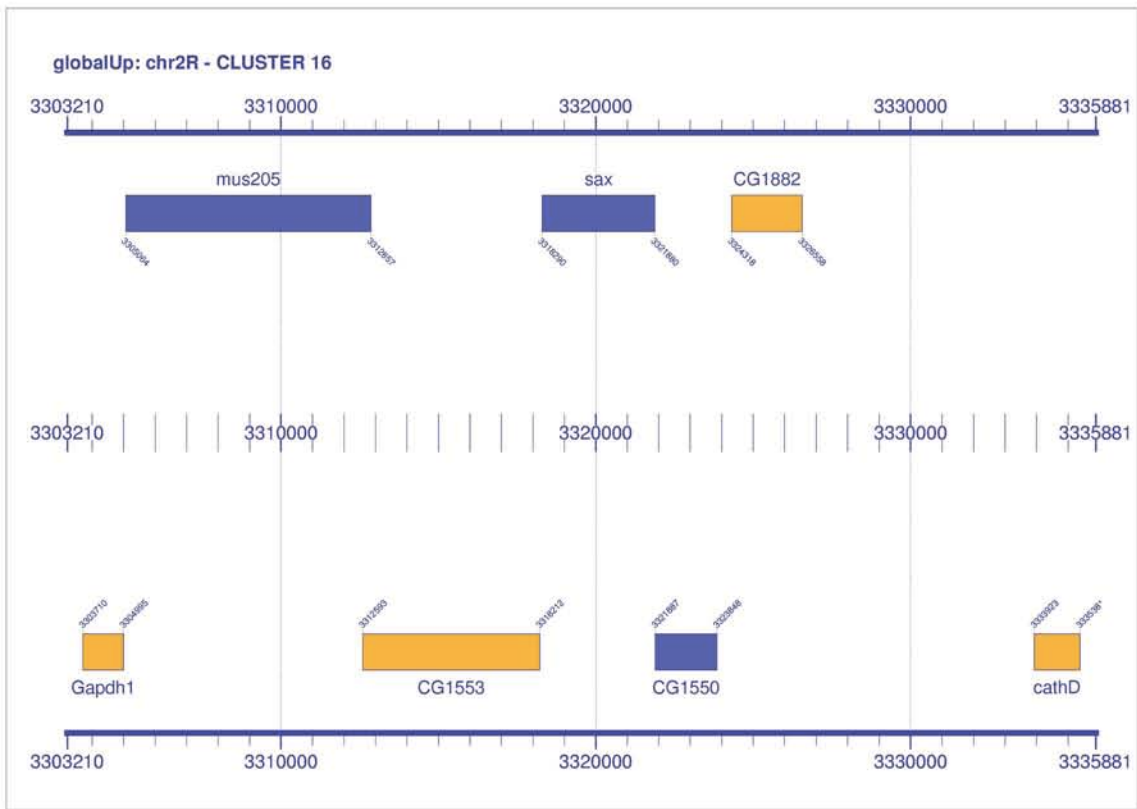

globalUp – cluster 16

Genomic components:

NAME	RefSeq	Function
**GAPDH1**	NM_001038847	GO:0004365 glyceraldehyde-3-phosphate dehydrogenase (phosphorylating) activity
		GO:0005737 cytoplasm
		GO:0006096 glycolysis
		GO:0051287 NAD binding
**MUS205**	NM_080142	GO:0000166 nucleotide binding
		GO:0003676 nucleic acid binding
		GO:0003677 DNA binding
		GO:0003887 DNA-directed DNA polymerase activity
		GO:0003894 zeta DNA polymerase activity
		GO:0006260 DNA replication
		GO:0008408 3'-5' exonuclease activity
		GO:0016035 zeta DNA polymerase complex
**CG1553**	NM_136480	GO:0019985 bypass DNA synthesis
**SAX**	NM_078928	GO:0001745 compound eye morphogenesis
		GO:0004672 protein kinase activity
		GO:0004674 protein serine/threonine kinase activity
		GO:0004896 hematopoietin/interferon-class (D200-domain) cytokine receptor activity
		GO:0005025 transforming growth factor beta receptor activity, type I
		GO:0005524 ATP binding
		GO:0005886 plasma membrane
		GO:0006468 protein amino acid phosphorylation
		GO:0007179 transforming growth factor beta receptor signaling pathway
		GO:0007300 nurse cell to oocyte transport (sensu Insecta)
		GO:0007448 anterior/posterior pattern formation, imaginal disc
		GO:0007476 imaginal disc-derived wing morphogenesis
		GO:0007498 mesoderm development
		GO:0008358 maternal determination of anterior/posterior axis, embryo
		GO:0009993 oogenesis (sensu Insecta)
		GO:0019221 cytokine and chemokine mediated signaling pathway
		GO:0030509 BMP signaling pathway
		GO:0030707 ovarian follicle cell development (sensu Insecta)
		GO:0030718 germ-line stem cell maintenance
**CG1550**	NM_136481	GO:0042078 germ-line stem cell division
		GO:0045887 positive regulation of synaptic growth at neuromuscular junction
**CG1882**	NM_136482	GO:0004835 tubulin-tyrosine ligase activity
		GO:0006464 protein modification
**CATHD**	NM_143756	GO:0006725 aromatic compound metabolic process
		GO:0016787 hydrolase activity
**CATHD**	NM_143756	GO:0004192 cathepsin D activity
		GO:0004194 pepsin A activity
		GO:0006508 proteolysis
		GO:0035071 salivary gland cell autophagic cell death
**CATHD**	NM_143756	GO:0048102 autophagic cell death

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0007300	nurse cell to oocyte transport (sensu Insecta)	14 %
2	GO:0004674	protein serine/threonine kinase activity	14 %
3	GO:0006464	protein modification	14 %
4	GO:0003676	nucleic acid binding	14 %
5	GO:0035071	salivary gland cell autophagic cell death	14 %
6	GO:0051287	NAD binding	14 %
7	GO:0016035	zeta DNA polymerase complex	14 %
8	GO:0030707	ovarian follicle cell development (sensu Insecta)	14 %
9	GO:0004194	pepsin A activity	14 %
10	GO:0008358	maternal determination of anterior/posterior axis, embryo	14 %
11	GO:0001745	compound eye morphogenesis	14 %
12	GO:0007498	mesoderm development	14 %
13	GO:0005886	plasma membrane	14 %
14	GO:0048102	autophagic cell death	14 %
15	GO:0030718	germ-line stem cell maintenance	14 %
16	GO:0004192	cathepsin D activity	14 %
17	GO:0000166	nucleotide binding	14 %
18	GO:0008408	3'-5' exonuclease activity	14 %
19	GO:0007179	transforming growth factor beta receptor signaling pathway	14 %
20	GO:0009993	oogenesis (sensu Insecta)	14 %
21	GO:0005524	ATP binding	14 %
22	GO:0003677	DNA binding	14 %
23	GO:0004365	glyceraldehyde-3-phosphate dehydrogenase (phosphorylating) activity	14 %
24	GO:0045887	positive regulation of synaptic growth at neuromuscular junction	14 %
25	GO:0019221	cytokine and chemokine mediated signaling pathway	14 %
26	GO:0006508	proteolysis	14 %
27	GO:0003887	DNA-directed DNA polymerase activity	14 %
28	GO:0019985	bypass DNA synthesis	14 %
29	GO:0007476	imaginal disc-derived wing morphogenesis	14 %
30	GO:0030509	BMP signaling pathway	14 %
31	GO:0006468	protein amino acid phosphorylation	14 %
32	GO:0007448	anterior/posterior pattern formation, imaginal disc	14 %
33	GO:0042078	germ-line stem cell division	14 %
34	GO:0004672	protein kinase activity	14 %
35	GO:0016787	hydrolase activity	14 %
36	GO:0003894	zeta DNA polymerase activity	14 %
37	GO:0004835	tubulin-tyrosine ligase activity	14 %
38	GO:0005737	cytoplasm	14 %
39	GO:0006096	glycolysis	14 %
40	GO:0004896	hematopoietin/interferon-class (D200-domain) cytokine receptor activity	14 %
41	GO:0006725	aromatic compound metabolic process	14 %
42	GO:0006260	DNA replication	14 %
43	GO:0005025	transforming growth factor beta receptor activity, type I	14 %

globalUp – chr2R: 5590177 - 5611399

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	5590177	5596030	NM_165735	egr	7	eiger CG12919-PA, isoform A
CHR2R	-	5597254	5598877	NM_078951	sut4	1	sugar transporter 4 CG1380-PA, isoform A
CHR2R	+	5599383	5608229	NM_165738	CG2269	6	CG2269-PC, isoform C
CHR2R	+	5608292	5610418	NM_165739	Jra	3	Jun-related antigen CG2275-PB, isoform B
CHR2R	-	5610328	5611399	NM_136710	CG1381	3	CG1381-PA

Cluster size: 21223 nucleotides

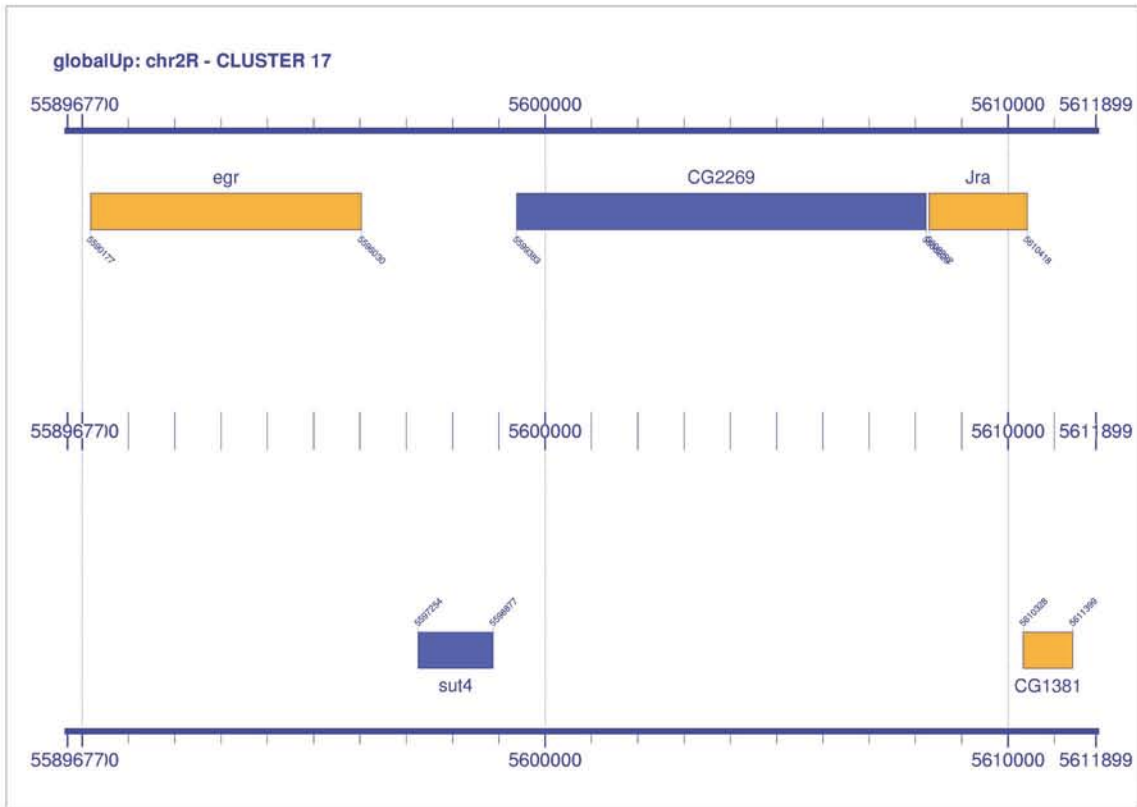

globalUp – cluster 17

Genomic components:

NAME	RefSeq	Function
**EGR**	NM_165735	GO:0005164 tumor necrosis factor receptor binding
		GO:0005515 protein binding
		GO:0006915 apoptosis
		GO:0006917 induction of apoptosis
		GO:0006955 immune response
		GO:0007254 JNK cascade
		GO:0016020 membrane
**SUT4**	NM_078951	GO:0005351 sugar porter activity
		GO:0005355 glucose transporter activity
		GO:0005975 carbohydrate metabolic process
		GO:0008643 carbohydrate transport
		GO:0016020 membrane
		GO:0016021 integral to membrane
**CG2269**	NM_165738	
**JRA**	NM_165739	GO:0000165 MAPKKK cascade
		GO:0001736 establishment of planar polarity
		GO:0003700 transcription factor activity
		GO:0003702 RNA polymerase II transcription factor activity
		GO:0003704 specific RNA polymerase II transcription factor activity
		GO:0005515 protein binding
		GO:0005634 nucleus
		GO:0005737 cytoplasm
		GO:0006357 regulation of transcription from RNA polymerase II promoter
		GO:0007254 JNK cascade
		GO:0007391 dorsal closure
		GO:0007464 R3/R4 cell fate commitment
		GO:0007465 R7 cell fate commitment
		GO:0008134 transcription factor binding
		GO:0043565 sequence-specific DNA binding
		GO:0046843 dorsal appendage formation
		GO:0046844 micropyle formation
		GO:0046982 protein heterodimerization activity
**CG1381**	NM_136710	GO:0003676 nucleic acid binding
		GO:0003735 structural constituent of ribosome
		GO:0006412 translation
		GO:0019538 protein metabolic process
		GO:0042254 ribosome biogenesis and assembly

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0007254	JNK cascade	40 %
2	GO:0005515	protein binding	40 %
3	GO:0016020	membrane	40 %
4	GO:0008134	transcription factor binding	20 %
5	GO:0006955	immune response	20 %
6	GO:0001736	establishment of planar polarity	20 %
7	GO:0003676	nucleic acid binding	20 %
8	GO:0005351	sugar porter activity	20 %
9	GO:0003702	RNA polymerase II transcription factor activity	20 %
10	GO:0000165	MAPKKK cascade	20 %
11	GO:0005634	nucleus	20 %
12	GO:0005975	carbohydrate metabolic process	20 %
13	GO:0016021	integral to membrane	20 %
14	GO:0043565	sequence-specific DNA binding	20 %
15	GO:0006357	regulation of transcription from RNA polymerase II promoter	20 %
16	GO:0042254	ribosome biogenesis and assembly	20 %
17	GO:0005164	tumor necrosis factor receptor binding	20 %
18	GO:0046982	protein heterodimerization activity	20 %
19	GO:0005355	glucose transporter activity	20 %
20	GO:0006412	translation	20 %
21	GO:0046844	micropyle formation	20 %
22	GO:0019538	protein metabolic process	20 %
23	GO:0008643	carbohydrate transport	20 %
24	GO:0003704	specific RNA polymerase II transcription factor activity	20 %
25	GO:0006915	apoptosis	20 %
26	GO:0007464	R3/R4 cell fate commitment	20 %
27	GO:0003700	transcription factor activity	20 %
28	GO:0003735	structural constituent of ribosome	20 %
29	GO:0006917	induction of apoptosis	20 %
30	GO:0007465	R7 cell fate commitment	20 %
31	GO:0005737	cytoplasm	20 %
32	GO:0007391	dorsal closure	20 %
33	GO:0046843	dorsal appendage formation	20 %

globalUp – chr2R: 6757647 - 6771890

Genomic components: 3 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	6757647	6758102	NM_136806	CG9080	1	CG9080-PA
CHR2R	+	6760196	6760910	NM_136807	CG13226	1	CG13226-PA
CHR2R	+	6762023	6762561	NM_165812	CG30029	1	CG30029-PA
CHR2R	+	6764032	6764517	NM_136809	CG7738	1	CG7738-PA
CHR2R	+	6766274	6767820	NM_078965	Or47a	4	Odorant receptor 47a CG13225-PA
CHR2R	-	6768035	6768798	NM_136810	CG9079	3	CG9079-PA
CHR2R	+	6771075	6771890	NM_136811	CG13224	1	CG13224-PA

Cluster size: 14244 nucleotides

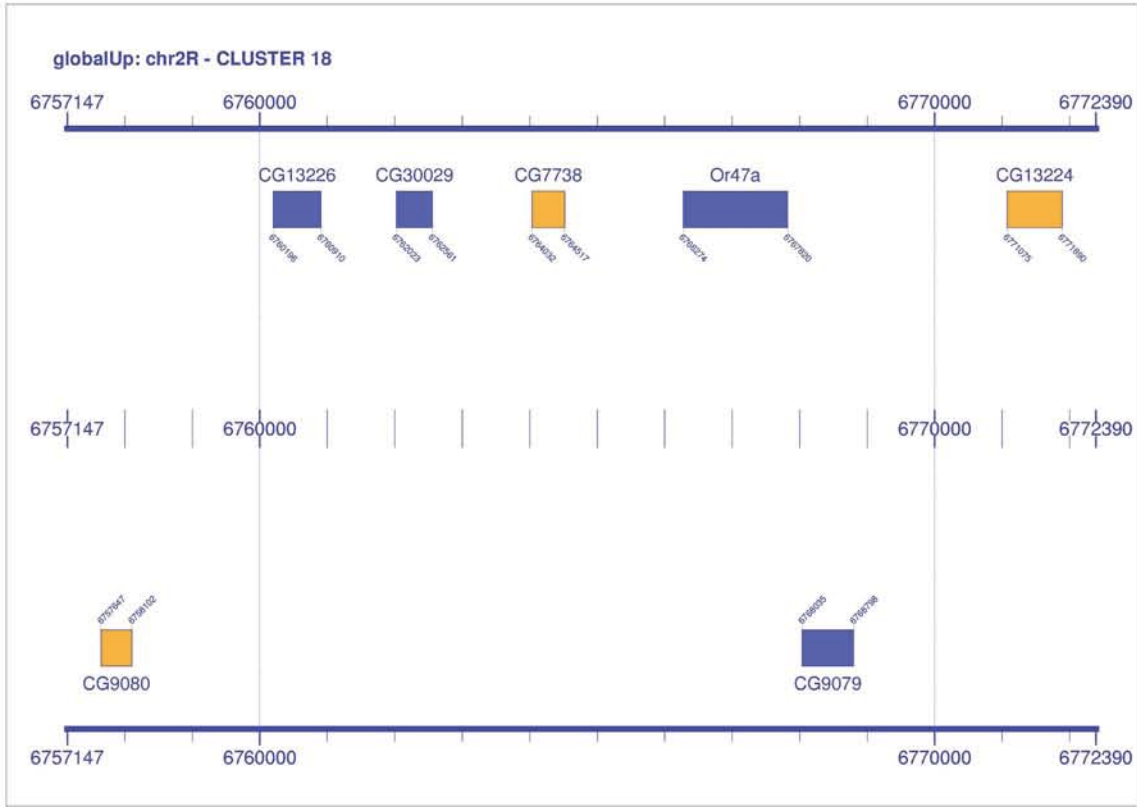

globalUp – cluster 18

Genomic components:

NAME	RefSeq	Function
CG9080	NM_136806	
CG13226	NM_136807	
CG30029	NM_165812	
CG7738	NM_136809	
OR47A	NM_078965	GO:0004984 olfactory receptor activity
		GO:0005549 odorant binding
		GO:0007608 sensory perception of smell
		GO:0016021 integral to membrane
CG9079	NM_136810	GO:0005214 structural constituent of chitin-based cuticle
CG13224	NM_136811	GO:0008010 structural constituent of chitin-based larval cuticle

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0004984	olfactory receptor activity	14 %
2	GO:0007608	sensory perception of smell	14 %
3	GO:0016021	integral to membrane	14 %
4	GO:0005214	structural constituent of chitin-based cuticle	14 %
5	GO:0005549	odorant binding	14 %
6	GO:0008010	structural constituent of chitin-based larval cuticle	14 %

globalUp – chr2R: 9342316 - 9362159

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	9342316	9347280	NM_137060	CG6329	4	CG6329-PC, isoform C
CHR2R	-	9349760	9350995	NM_137061	CG6337	2	CG6337-PA
CHR2R	+	9352327	9355270	NM_137062	CG6347	3	CG6347-PA
CHR2R	+	9355982	9357650	NM_137063	CG6357	5	CG6357-PA
CHR2R	-	9357658	9362159	NM_137064	synaptogyrin	5	synaptogyrin CG10808-PA

Cluster size: 19844 nucleotides

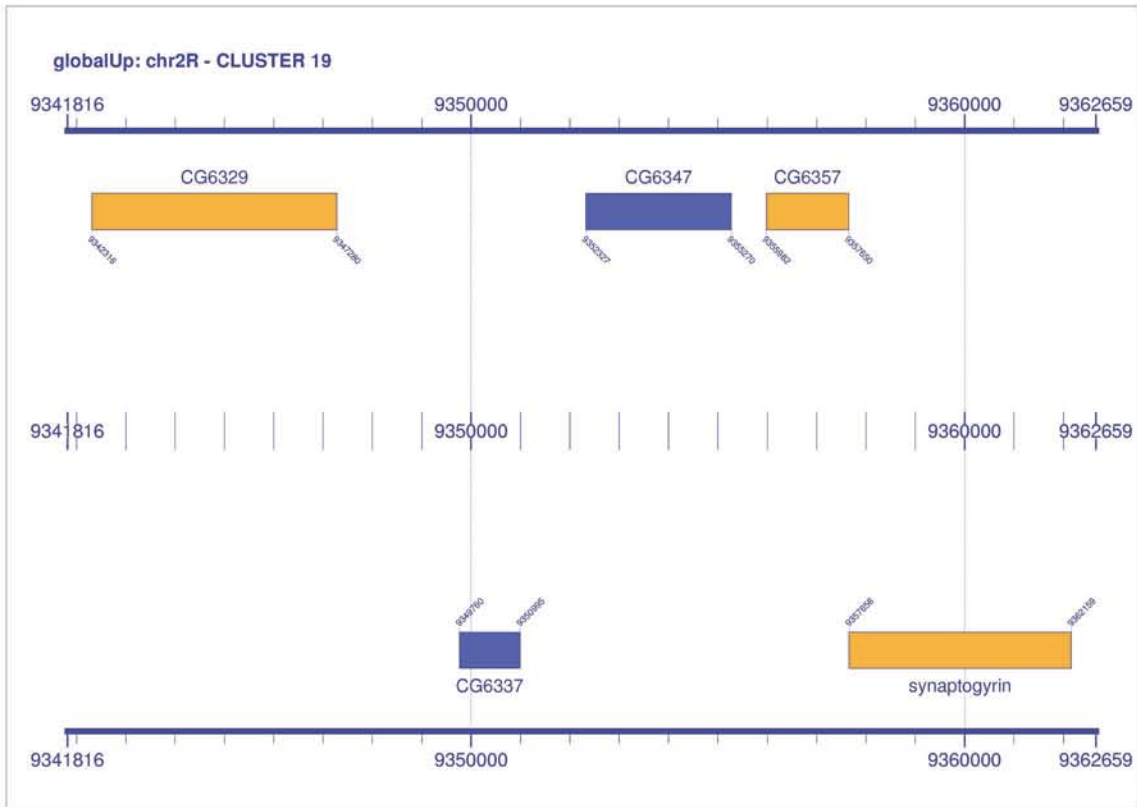

globalUp – cluster 19

Genomic components:

NAME	RefSeq	Function
CG6329	NM_137060	
CG6337	NM_137061	GO:0004197 cysteine-type endopeptidase activity<br>GO:0006508 proteolysis<br>GO:0019538 protein metabolic process
CG6347	NM_137062	GO:0006508 proteolysis
CG6357	NM_137063	GO:0004217 cathepsin L activity
SYNAPTOGYRIN	NM_137064	GO:0016020 membrane<br>GO:0016079 synaptic vesicle exocytosis<br>GO:0017158 regulation of calcium ion-dependent exocytosis

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0006508	proteolysis	40 %
2	GO:0017158	regulation of calcium ion-dependent exocytosis	20 %
3	GO:0016079	synaptic vesicle exocytosis	20 %
4	GO:0004197	cysteine-type endopeptidase activity	20 %
5	GO:0019538	protein metabolic process	20 %
6	GO:0004217	cathepsin L activity	20 %
7	GO:0016020	membrane	20 %

globalUp – chr2R: 12513472 - 12522466

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	12513472	12514989	NM_137330	CG9001	2	CG9001-PA
CHR2R	-	12515102	12516789	NM_137331	CG9000	2	CG9000-PA
CHR2R	+	12516876	12518464	NM_137332	CG6796	3	CG6796-PA
CHR2R	-	12518420	12519962	NM_137333	NiPp1	5	Nuclear inhibitor of Protein phosphatase 1
CHR2R	+	12520315	12522466	NM_137334	CG6805	2	CG6805-PA

Cluster size: 8995 nucleotides

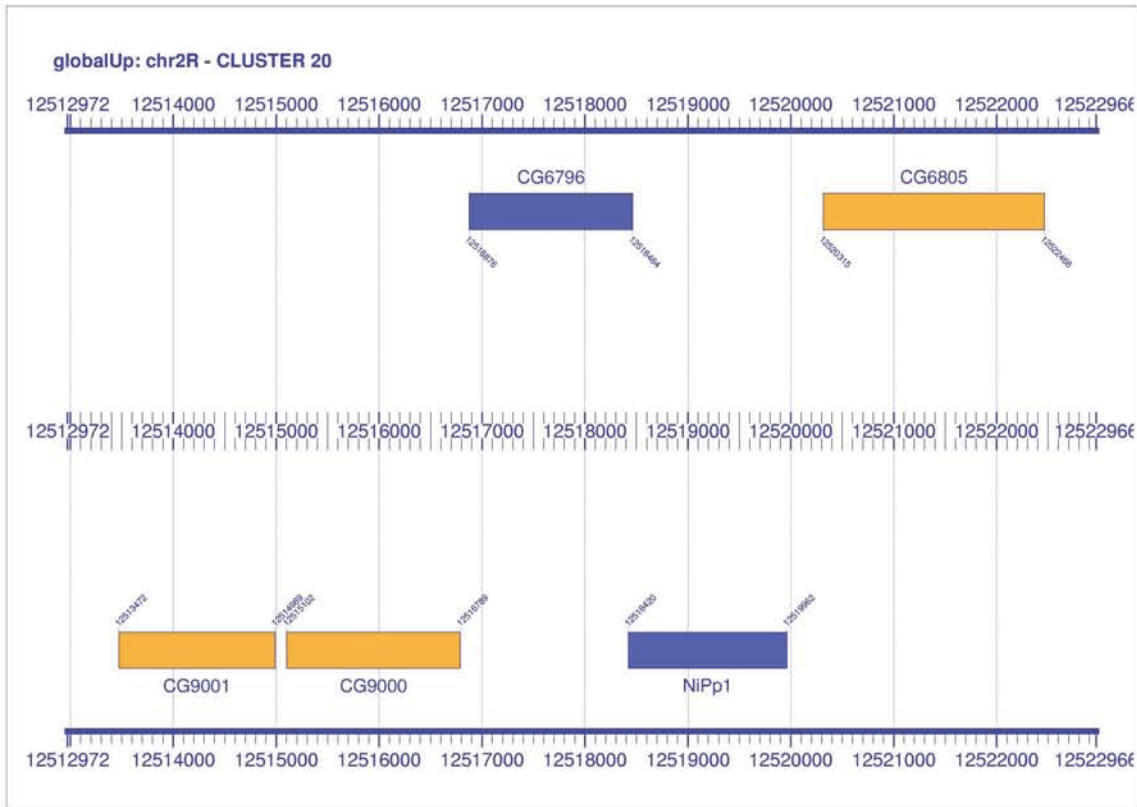

globalUp – cluster 20

Genomic components:

NAME	RefSeq	Function
**CG9001**	NM_137330	GO:0006508 proteolysis
		GO:0007166 cell surface receptor linked signal transduction
		GO:0008487 prenyl-dependent CAAX protease activity
		GO:0016020 membrane
**CG9000**	NM_137331	GO:0006508 proteolysis
		GO:0007166 cell surface receptor linked signal transduction
		GO:0008487 prenyl-dependent CAAX protease activity
		GO:0016020 membrane
**CG6796**	NM_137332	GO:0003729 mRNA binding
		GO:0004815 aspartate-tRNA ligase activity
		GO:0004816 asparagine-tRNA ligase activity
		GO:0005524 ATP binding
		GO:0005737 cytoplasm
		GO:0006418 tRNA aminoacylation for protein translation
		GO:0006421 asparaginyl-tRNA aminoacylation
		GO:0006422 aspartyl-tRNA aminoacylation
**NiPp1**	NM_137333	GO:0003729 mRNA binding
		GO:0004864 protein phosphatase inhibitor activity
		GO:0004865 type 1 serine/threonine specific protein phosphatase inhibitor activity
		GO:0005634 nucleus
		GO:0007165 signal transduction
		GO:0016607 nuclear speck
**CG6805**	NM_137334	GO:0035308 negative regulation of protein amino acid dephosphorylation
		GO:0006629 lipid metabolic process
		GO:0007010 cytoskeleton organization and biogenesis
		GO:0016311 dephosphorylation
		GO:0019722 calcium-mediated signaling
		GO:0046030 inositol trisphosphate phosphatase activity

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0006508	proteolysis	40 %
2	GO:0003729	mRNA binding	40 %
3	GO:0008487	prenyl-dependent CAAX protease activity	40 %
4	GO:0007166	cell surface receptor linked signal transduction	40 %
5	GO:0016020	membrane	40 %
6	GO:0004864	protein phosphatase inhibitor activity	20 %
7	GO:0005634	nucleus	20 %
8	GO:0016311	dephosphorylation	20 %
9	GO:0004815	aspartate-tRNA ligase activity	20 %
10	GO:0005524	ATP binding	20 %
11	GO:0006629	lipid metabolic process	20 %
12	GO:0004816	asparagine-tRNA ligase activity	20 %
13	GO:0007010	cytoskeleton organization and biogenesis	20 %
14	GO:0006418	tRNA aminoacylation for protein translation	20 %
15	GO:0035308	negative regulation of protein amino acid dephosphorylation	20 %
16	GO:0046030	inositol trisphosphate phosphatase activity	20 %
17	GO:0016607	nuclear speck	20 %
18	GO:0019722	calcium-mediated signaling	20 %
19	GO:0007165	signal transduction	20 %
20	GO:0004865	type 1 serine/threonine specific protein phosphatase inhibitor activity	20 %
21	GO:0006421	asparaginyl-tRNA aminoacylation	20 %
22	GO:0006422	aspartyl-tRNA aminoacylation	20 %
23	GO:0005737	cytoplasm	20 %

globalUp – chr2R: 16565372 - 16595808

Genomic components: 4 coregulated genes, 9 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	16565372	16567465	NM_137695	cpa	3	capping protein alpha CG10540-PA
CHR2R	-	16567481	16568050	NM_137696	CG15653	2	CG15653-PA
CHR2R	+	16568405	16569169	NM_137697	mRpL54	3	mitochondrial ribosomal protein L54 CG9353-PA
CHR2R	+	16569227	16570794	NM_137698	CG9357	3	CG9357-PA
CHR2R	-	16570759	16572545	NM_166420	CG30293	4	CG30293-PA
CHR2R	-	16572963	16574669	NM_080223	Cht4	5	Chitinase 4 CG3986-PA
CHR2R	-	16575573	16576854	NM_137699	CG10531	3	CG10531-PA
CHR2R	-	16577645	16580367	NM_137700	CG10527	3	CG10527-PA
CHR2R	+	16581606	16595808	NM_166422	Treh	7	Trehalase CG9364-PE, isoform E

Cluster size: 30437 nucleotides

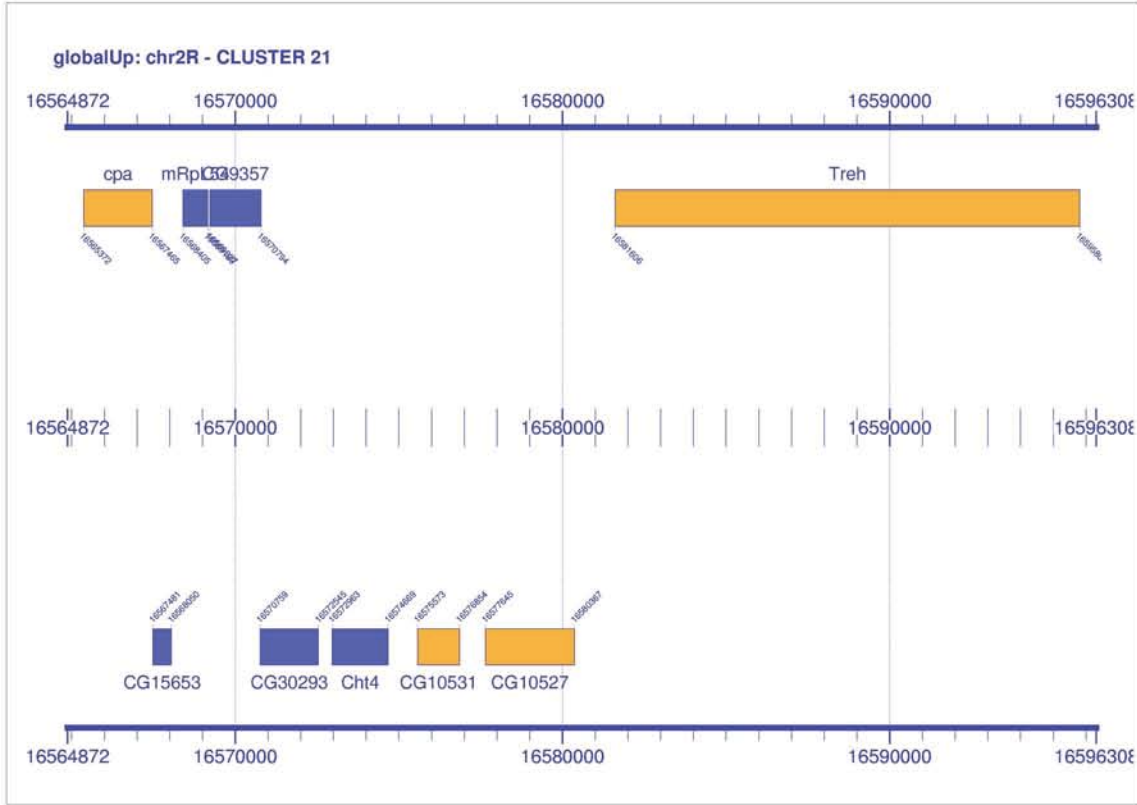

globalUp – cluster 21

Genomic components:

NAME	RefSeq	Function
CPA	NM_137695	GO:0003779 actin binding
		GO:0005200 structural constituent of cytoskeleton
		GO:0005869 dynactin complex
		GO:0005875 microtubule associated complex
		GO:0007015 actin filament organization
		GO:0007018 microtubule-based movement
		GO:0008290 F-actin capping protein complex
		GO:0030036 actin cytoskeleton organization and biogenesis
		GO:0051016 barbed-end actin filament capping
CG15653	NM_137696	
MRPL54	NM_137697	GO:0003735 structural constituent of ribosome
		GO:0005762 mitochondrial large ribosomal subunit
CG9357	NM_137698	GO:0004568 chitinase activity
		GO:0005576 extracellular region
		GO:0005976 polysaccharide metabolic process
		GO:0006030 chitin metabolic process
		GO:0006032 chitin catabolic process
		GO:0008061 chitin binding
		GO:0016799 hydrolase activity, hydrolyzing N-glycosyl compounds
CG30293	NM_166420	GO:0004568 chitinase activity
		GO:0005102 receptor binding
		GO:0005576 extracellular region
		GO:0005975 carbohydrate metabolic process
		GO:0005976 polysaccharide metabolic process
		GO:0006030 chitin metabolic process
		GO:0006032 chitin catabolic process
		GO:0007154 cell communication
		GO:0007165 signal transduction
		GO:0007267 cell-cell signaling
		GO:0007275 multicellular organismal development
CHT4	NM_080223	GO:0008061 chitin binding
		GO:0008083 growth factor activity
		GO:0004568 chitinase activity
		GO:0005576 extracellular region
		GO:0006036 cuticle chitin catabolic process
		GO:0007165 signal transduction
		GO:0007267 cell-cell signaling
CG10531	NM_137699	GO:0008061 chitin binding
		GO:0008083 growth factor activity
		GO:0004568 chitinase activity
		GO:0005576 extracellular region
		GO:0006036 cuticle chitin catabolic process
		GO:0007165 signal transduction
		GO:0007267 cell-cell signaling
CG10527	NM_137700	GO:0008083 growth factor activity
		GO:0004568 chitinase activity
		GO:0005576 extracellular region
		GO:0006036 cuticle chitin catabolic process
		GO:0007165 signal transduction
		GO:0007267 cell-cell signaling
		GO:0008083 growth factor activity
TREH	NM_166422	GO:0016799 hydrolase activity, hydrolyzing N-glycosyl compounds
		GO:0046658 anchored to plasma membrane
		GO:0004555 alpha,alpha-trehalase activity
		GO:0005991 trehalose metabolic process

GO density (9 genes):

RANKING	GO id	Function	Frequency
1	GO:0016799	hydrolase activity, hydrolyzing N-glycosyl compounds	44 %
2	GO:0004568	chitinase activity	44 %
3	GO:0007267	cell-cell signaling	33 %
4	GO:0005576	extracellular region	33 %
5	GO:0008061	chitin binding	33 %
6	GO:0005976	polysaccharide metabolic process	33 %
7	GO:0007165	signal transduction	33 %
8	GO:0006032	chitin catabolic process	33 %
9	GO:0008083	growth factor activity	33 %
10	GO:0006030	chitin metabolic process	22 %
11	GO:0006036	cuticle chitin catabolic process	11 %
12	GO:0005991	trehalose metabolic process	11 %
13	GO:0019010	farnesoic acid O-methyltransferase activity	11 %
14	GO:0003779	actin binding	11 %
15	GO:0005200	structural constituent of cytoskeleton	11 %
16	GO:0051016	barbed-end actin filament capping	11 %
17	GO:0007018	microtubule-based movement	11 %
18	GO:0046658	anchored to plasma membrane	11 %
19	GO:0005975	carbohydrate metabolic process	11 %
20	GO:0005875	microtubule associated complex	11 %
21	GO:0008290	F-actin capping protein complex	11 %
22	GO:0007275	multicellular organismal development	11 %
23	GO:0007154	cell communication	11 %
24	GO:0030036	actin cytoskeleton organization and biogenesis	11 %
25	GO:0004555	alpha,alpha-trehalase activity	11 %
26	GO:0003735	structural constituent of ribosome	11 %
27	GO:0005762	mitochondrial large ribosomal subunit	11 %
28	GO:0005869	dynactin complex	11 %
29	GO:0007015	actin filament organization	11 %
30	GO:0005102	receptor binding	11 %

globalUp – chr2R: 17587752 - 17620371

Genomic components: 4 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	17587752	17593349	NM_130462	synj	4	synaptojanin CG6562-PB, isoform B
CHR2R	-	17593250	17595213	NM_137793	CG13502	2	CG13502-PA, isoform A
CHR2R	-	17599065	17607308	NM_137794	CG11073	3	CG11073-PA
CHR2R	+	17610769	17613369	NM_137795	CG6613	6	CG6613-PA
CHR2R	-	17615162	17620371	NM_137796	CG13503	9	CG13503-PE, isoform E

Cluster size: 32620 nucleotides

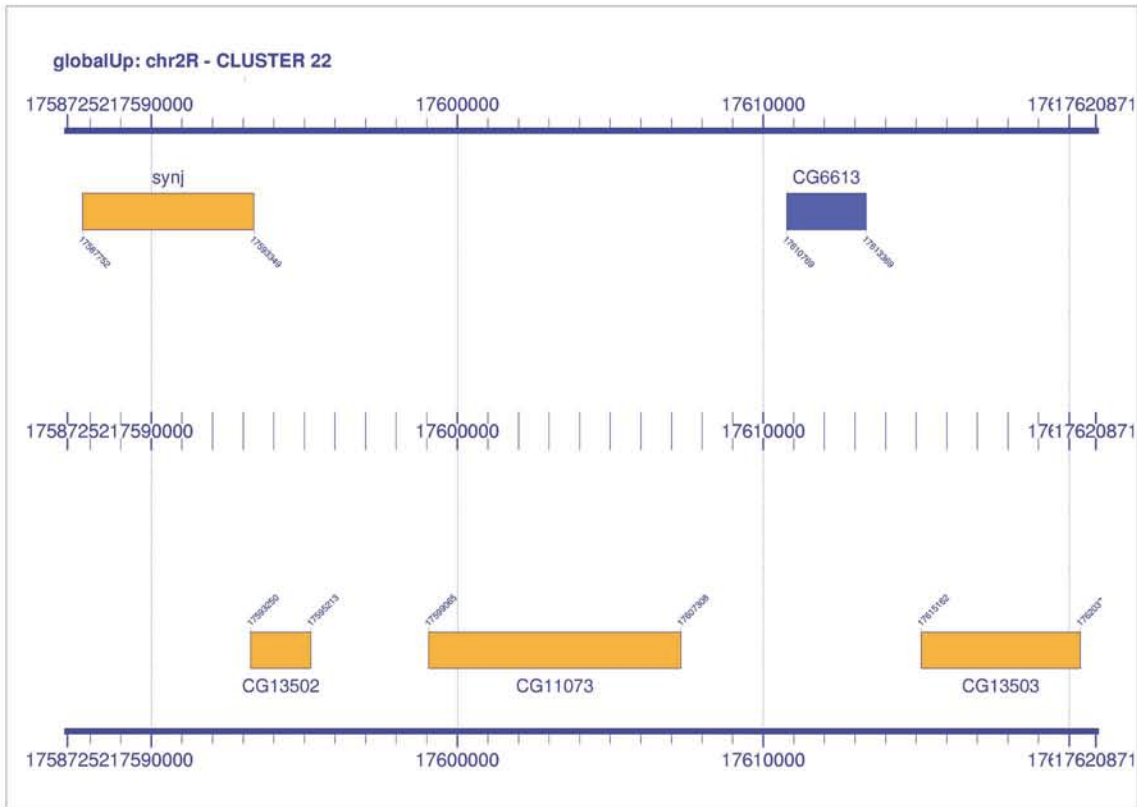

globalUp – cluster 22

Genomic components:

NAME	RefSeq	Function
SYNJ	NM_130462	GO:0004445 inositol-polyphosphate 5-phosphatase activity
		GO:0006886 intracellular protein transport
		GO:0007269 neurotransmitter secretion
		GO:0012506 vesicle membrane
		GO:0016311 dephosphorylation
		GO:0019722 calcium-mediated signaling
		GO:0043195 terminal button
		GO:0046030 inositol trisphosphate phosphatase activity
		GO:0048488 synaptic vesicle endocytosis
CG13502	NM_137793	GO:0005488 binding
CG11073	NM_137794	
CG6613	NM_137795	GO:0005515 protein binding
		GO:0007242 intracellular signaling cascade
		GO:0008270 zinc ion binding
		GO:0019992 diacylglycerol binding
CG13503	NM_137796	GO:0007015 actin filament organization
		GO:0008360 regulation of cell shape

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0043195	terminal button	20 %
2	GO:0019992	diacylglycerol binding	20 %
3	GO:0004445	inositol-polyphosphate 5-phosphatase activity	20 %
4	GO:0048488	synaptic vesicle endocytosis	20 %
5	GO:0016311	dephosphorylation	20 %
6	GO:0008270	zinc ion binding	20 %
7	GO:0012506	vesicle membrane	20 %
8	GO:0006886	intracellular protein transport	20 %
9	GO:0046030	inositol trisphosphate phosphatase activity	20 %
10	GO:0005488	binding	20 %
11	GO:0008360	regulation of cell shape	20 %
12	GO:0019722	calcium-mediated signaling	20 %
13	GO:0007242	intracellular signaling cascade	20 %
14	GO:0005515	protein binding	20 %
15	GO:0007269	neurotransmitter secretion	20 %
16	GO:0007015	actin filament organization	20 %

globalUp – chr3R: 6982821 - 6998386

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	6982821	6985466	NM_144369	Ugt86Da	3	Ugt86Da CG18578-PA
CHR3R	+	6986923	6988866	NM_141786	CG4757	4	CG4757-PA
CHR3R	-	6990144	6991796	NM_144365	Ugt86Dg	2	Ugt86Dg CG17200-PA
CHR3R	-	6992021	6993699	NM_144366	Ugt86De	2	Ugt86De CG6653-PA
CHR3R	-	6994218	6995955	NM_079589	Ugt35b	2	UDP-glycosyltransferase 35b CG6649-PA
CHR3R	-	6996520	6998386	NM_079590	Ugt35a	2	UDP-glycosyltransferase 35a CG6644-PA

Cluster size: 15566 nucleotides

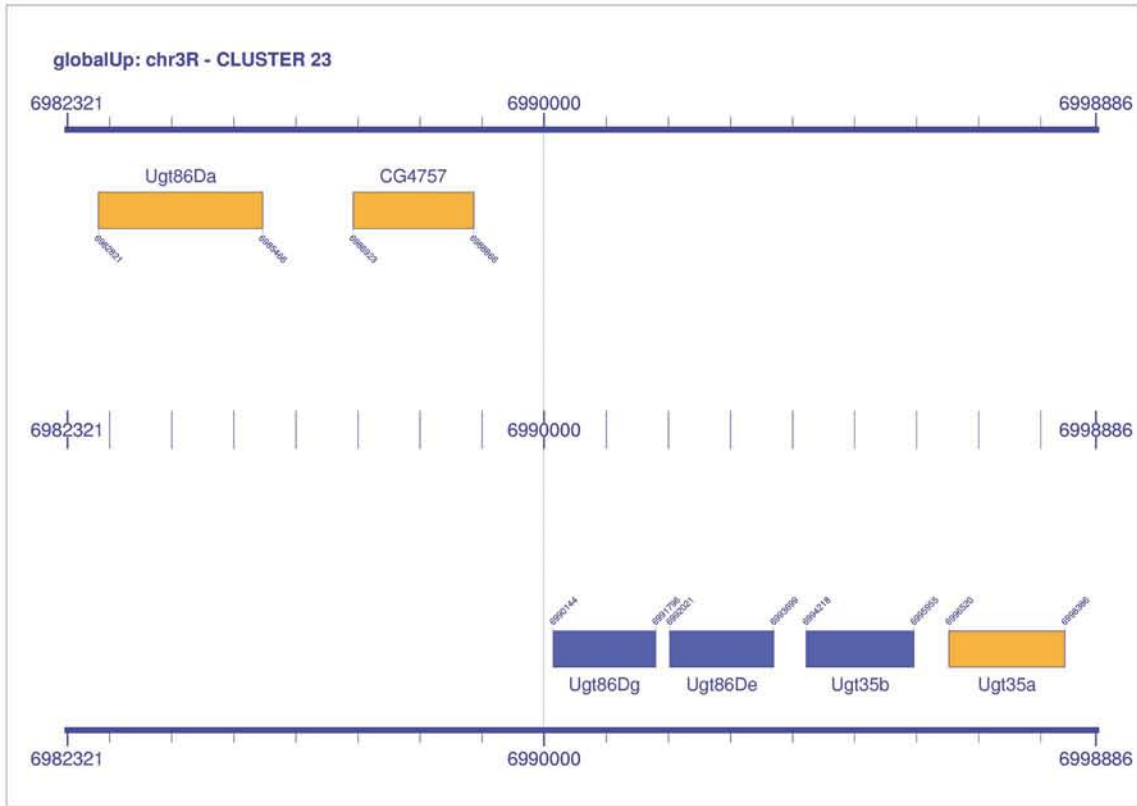

globalUp – cluster 23

Genomic components:

NAME	RefSeq	Function
**UGT86DA**	NM_144369	GO:0005976 polysaccharide metabolic process
		GO:0006952 defense response
		GO:0008202 steroid metabolic process
		GO:0009636 response to toxin
		GO:0015020 glucuronosyltransferase activity
**CG4757**	NM_141786	GO:0004091 carboxylesterase activity
**UGT86DG**	NM_144365	GO:0005976 polysaccharide metabolic process
		GO:0006952 defense response
		GO:0008202 steroid metabolic process
		GO:0009636 response to toxin
		GO:0015020 glucuronosyltransferase activity
**UGT86DE**	NM_144366	GO:0005976 polysaccharide metabolic process
		GO:0006952 defense response
		GO:0008202 steroid metabolic process
		GO:0009636 response to toxin
		GO:0015020 glucuronosyltransferase activity
**UGT35B**	NM_079589	GO:0005976 polysaccharide metabolic process
		GO:0006952 defense response
		GO:0008202 steroid metabolic process
		GO:0009636 response to toxin
		GO:0015020 glucuronosyltransferase activity
**UGT35A**	NM_079590	GO:0005976 polysaccharide metabolic process
		GO:0006952 defense response
		GO:0008194 UDP-glycosyltransferase activity
		GO:0008202 steroid metabolic process
		GO:0009636 response to toxin
		GO:0015020 glucuronosyltransferase activity

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0006952	defense response	83 %
2	GO:0008202	steroid metabolic process	83 %
3	GO:0009636	response to toxin	83 %
4	GO:0005976	polysaccharide metabolic process	83 %
5	GO:0015020	glucuronosyltransferase activity	83 %
6	GO:0004091	carboxylesterase activity	16 %
7	GO:0008194	UDP-glycosyltransferase activity	16 %

globalUp – chr3R: 8185732 - 8199535

Genomic components: 5 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	8185732	8188975	NM_141922	CG4115	3	CG4115-PA
CHR3R	-	8189388	8190402	NM_141923	Tim17a1	1	Tim17a1 CG10090-PA
CHR3R	-	8190635	8191267	NM_144456	GstD10	1	Glutathione S transferase D10 CG18548-PA
CHR3R	-	8191901	8193286	NM_141924	GstD9	2	Glutathione S transferase D9 CG10091-PA
CHR3R	-	8193268	8194417	NM_001038953	GstD1	1	Glutathione S transferase D1 CG10045-PB, isoform
CHR3R	+	8197719	8198366	NM_080173	GstD2	1	Glutathione S transferase D2 CG4181-PA
CHR3R	+	8198785	8199535	NM_176479	GstD3	1	Glutathione S transferase D3 CG4381-PA

Cluster size: 13804 nucleotides

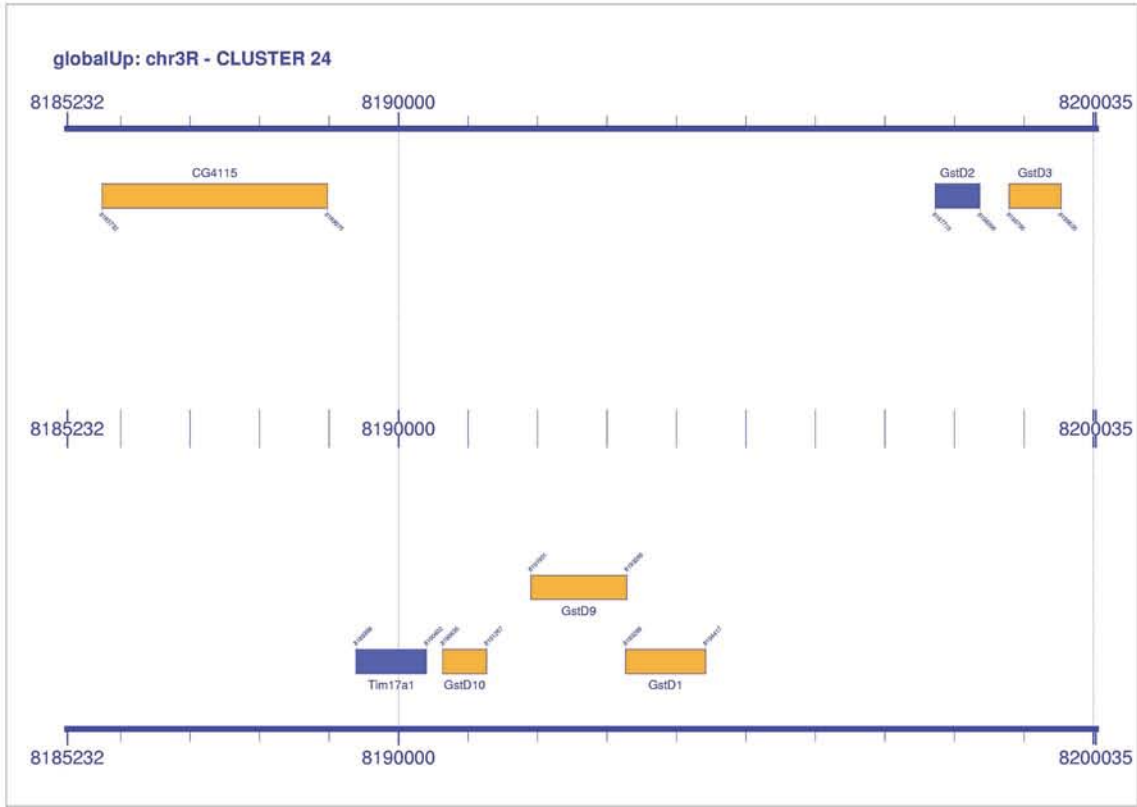

globalUp – cluster 24

Genomic components:

NAME	RefSeq	Function
**CG4115**	NM_141922	GO:0005529 sugar binding
**TIM17A1**	NM_141923	GO:0005744 mitochondrial inner membrane presequence translocase complex
		GO:0006626 protein targeting to mitochondrion
		GO:0008565 protein transporter activity
		GO:0015450 protein translocase activity
		GO:0045039 protein import into mitochondrial inner membrane
**GstD10**	NM_144456	GO:0004364 glutathione transferase activity
		GO:0006952 defense response
		GO:0009636 response to toxin
**GstD9**	NM_141924	GO:0004364 glutathione transferase activity
		GO:0006952 defense response
		GO:0009636 response to toxin
**GstD1**	NM_001038953	GO:0004364 glutathione transferase activity
		GO:0006952 defense response
		GO:0009636 response to toxin
**GstD2**	NM_080173	GO:0004364 glutathione transferase activity
		GO:0004602 glutathione peroxidase activity
		GO:0006952 defense response
		GO:0009636 response to toxin
**GstD3**	NM_176479	GO:0004364 glutathione transferase activity
		GO:0005575 cellular component
		GO:0006952 defense response
		GO:0009636 response to toxin

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0006952	defense response	71 %
2	GO:0009636	response to toxin	71 %
3	GO:0004364	glutathione transferase activity	71 %
4	GO:0015450	protein translocase activity	14 %
5	GO:0005529	sugar binding	14 %
6	GO:0005575	cellular component	14 %
7	GO:0008565	protein transporter activity	14 %
8	GO:0006626	protein targeting to mitochondrion	14 %
9	GO:0045039	protein import into mitochondrial inner membrane	14 %
10	GO:0005744	mitochondrial inner membrane presequence translocase complex	14 %
11	GO:0004602	glutathione peroxidase activity	14 %

globalUp – chr3R: 8449482 - 8468295

Genomic components: 3 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	-	8449482	8453551	NM_057560	Vha55	4	Vacuolar H[+]ATPase 55kD B subunit CG17369-PB,
CHR3R	+	8453762	8455783	NM_141957	CG6359	3	CG6359-PA, isoform A
CHR3R	+	8456388	8458754	NM_141958	CG18616	6	CG18616-PA
CHR3R	+	8459080	8460372	NM_144457	CG18530	3	CG18530-PA
CHR3R	+	8460638	8462005	NM_001043245	CG11598	3	CG11598-PB
CHR3R	+	8462289	8463602	NM_141960	CG11600	3	CG11600-PA
CHR3R	+	8464202	8465667	NM_141961	CG11608	3	CG11608-PA
CHR3R	-	8466063	8468295	NM_141962	CG6753	3	CG6753-PA

Cluster size: 18814 nucleotides

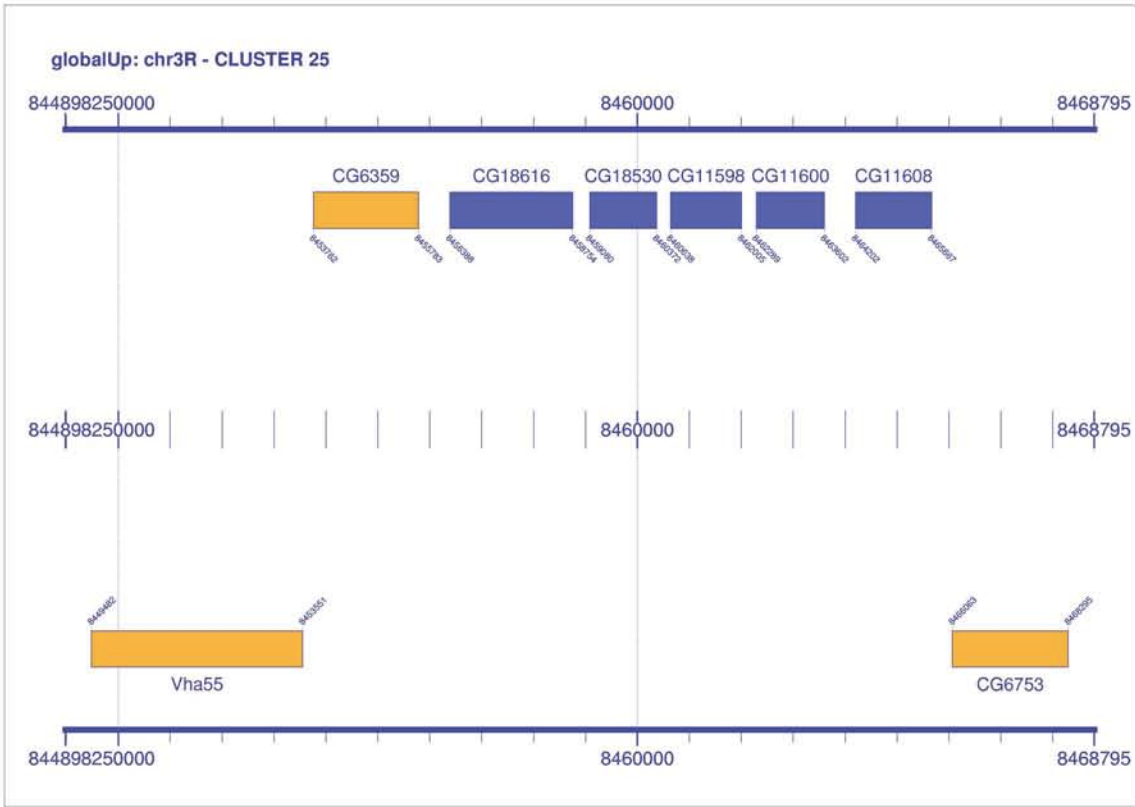

globalUp – cluster 25

Genomic components:

NAME	RefSeq	Function
VHA55	NM_057560	GO:0000221 hydrogen ion transporting ATPase V1 domain
		GO:0005524 ATP binding
		GO:0006144 purine base metabolic process
		GO:0006928 cell motility
		GO:0007010 cytoskeleton organization and biogenesis
		GO:0008553 hydrogen-exporting ATPase activity, phosphorylative mechanism
		GO:0015986 ATP synthesis coupled proton transport
		GO:0015988 energy coupled proton transport, against electrochemical gradient
		GO:0015992 proton transport
		GO:0016469 proton-transporting two-sector ATPase complex
		GO:0046933 hydrogen ion transporting ATP synthase activity, rotational mechanism
		GO:0046961 hydrogen ion transporting ATPase activity, rotational mechanism
CG6359	NM_141957	GO:0005515 protein binding
		GO:0006605 protein targeting
		GO:0006886 intracellular protein transport
		GO:0007242 intracellular signaling cascade
		GO:0035091 phosphoinositide binding
CG18616	NM_141958	
CG18530	NM_144457	GO:0004806 triacylglycerol lipase activity
		GO:0006629 lipid metabolic process
CG11598	NM_001043245	GO:0004806 triacylglycerol lipase activity
		GO:0006629 lipid metabolic process
		GO:0016298 lipase activity
CG11600	NM_141960	GO:0004806 triacylglycerol lipase activity
		GO:0006629 lipid metabolic process
CG11608	NM_141961	GO:0004806 triacylglycerol lipase activity
		GO:0006629 lipid metabolic process
CG6753	NM_141962	GO:0004806 triacylglycerol lipase activity
		GO:0006629 lipid metabolic process

GO density (8 genes):

RANKING	GO id	Function	Frequency
1	GO:0006629	lipid metabolic process	62 %
2	GO:0004806	triacylglycerol lipase activity	62 %
3	GO:0006928	cell motility	12 %
4	GO:0015986	ATP synthesis coupled proton transport	12 %
5	GO:0000221	hydrogen ion transporting ATPase V1 domain	12 %
6	GO:0016469	proton-transporting two-sector ATPase complex	12 %
7	GO:0046961	hydrogen ion transporting ATPase activity, rotational mechanism	12 %
8	GO:0015992	proton transport	12 %
9	GO:0006144	purine base metabolic process	12 %
10	GO:0016298	lipase activity	12 %
11	GO:0005524	ATP binding	12 %
12	GO:0008553	hydrogen-exporting ATPase activity, phosphorylative mechanism	12 %
13	GO:0007010	cytoskeleton organization and biogenesis	12 %
14	GO:0006886	intracellular protein transport	12 %
15	GO:0035091	phosphoinositide binding	12 %
16	GO:0006605	protein targeting	12 %
17	GO:0046933	hydrogen ion transporting ATP synthase activity, rotational mechanism	12 %
18	GO:0007242	intracellular signaling cascade	12 %
19	GO:0005515	protein binding	12 %
20	GO:0015988	energy coupled proton transport, against electrochemical gradient	12 %

globalUp – chr3R: 10392301 - 10395363

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	-	10392301	10393148	NM_169586	CG31313	3	CG31313-PA
CHR3R	-	10393331	10394532	NM_142117	CG8066	2	CG8066-PA
CHR3R	-	10394757	10395363	NM_057508	Cys	2	Cystatin-like CG8050-PA

Cluster size: 3063 nucleotides

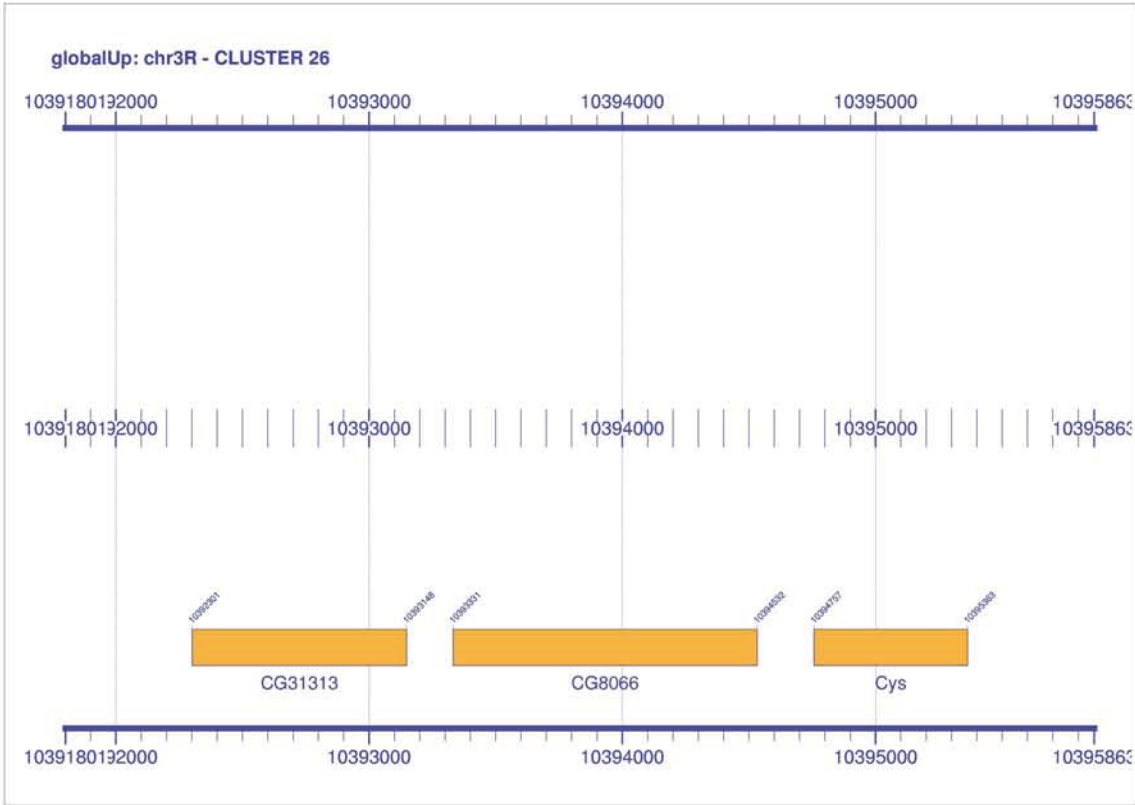

globalUp – cluster 26

Genomic components:

NAME	RefSeq	Function	
CG31313	NM_169586	GO:0004869	cysteine protease inhibitor activity
CG8066	NM_142117	GO:0004869	cysteine protease inhibitor activity
Cys	NM_057508	GO:0004869	cysteine protease inhibitor activity

GO density (3 genes):

RANKING	GO id	Function	Frequency
1	GO:0004869	cysteine protease inhibitor activity	100 %

globalUp – chr3R: 11651470 - 11670137

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	11651470	11656043	NM_142238	CG4576	8	CG4576-PA
CHR3R	-	11658491	11660147	NM_142240	CG14876	3	CG14876-PA
CHR3R	+	11660487	11661270	NM_142241	Arpc3A	3	Arpc3A CG4560-PB, isoform B
CHR3R	-	11661768	11662819	NM_079980	ND23	3	NADH:ubiquinone reductase 23kD subunit precursor
CHR3R	+	11663158	11670137	NM_057393	spn-E	11	spindle E CG3158-PA
CHR3R	-	11663867	11665193	NM_142242	CG9597	1	CG9597-PA

Cluster size: 18668 nucleotides

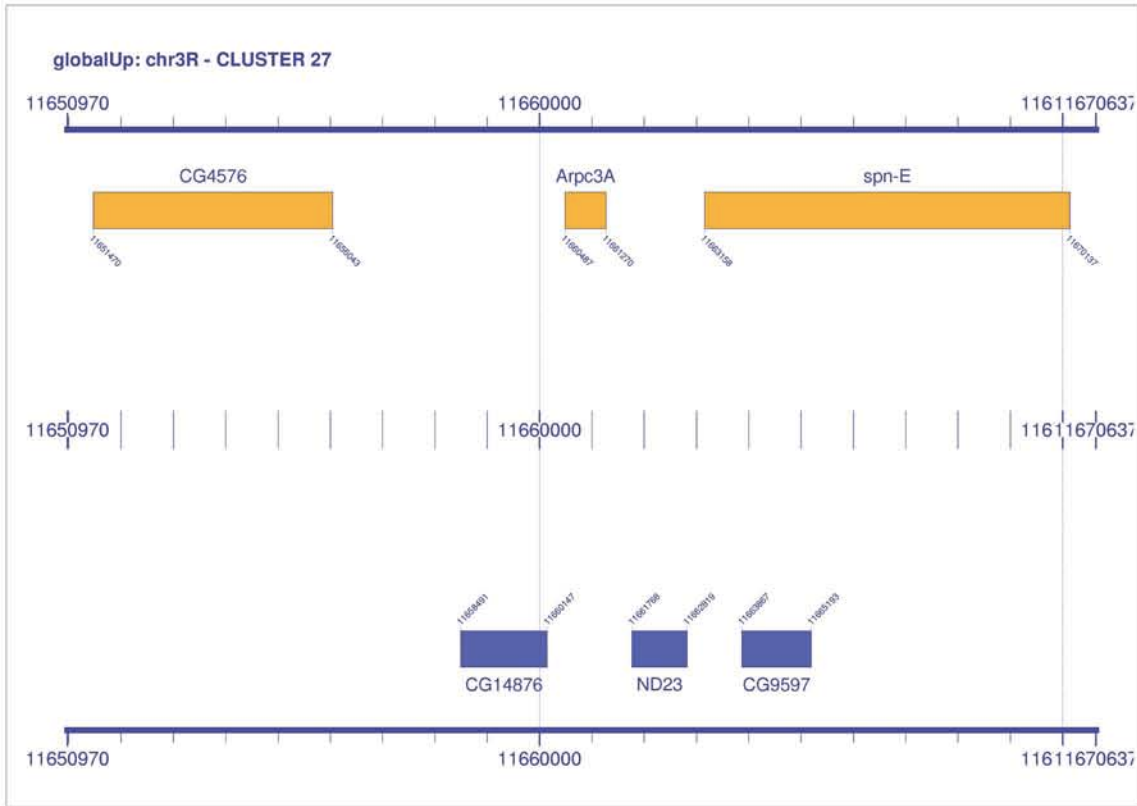

globalUp – cluster 27

Genomic components:

NAME	RefSeq	Function
**CG4576**	NM_142238	
**CG14876**	NM_142240	
**ARPC3A**	NM_142241	GO:0003779 actin binding<br>GO:0005200 structural constituent of cytoskeleton<br>GO:0005856 cytoskeleton<br>GO:0007010 cytoskeleton organization and biogenesis<br>GO:0030833 regulation of actin filament polymerization
**ND23**	NM_079980	GO:0003954 NADH dehydrogenase activity<br>GO:0005506 iron ion binding<br>GO:0005747 mitochondrial respiratory chain complex I<br>GO:0006120 mitochondrial electron transport, NADH to ubiquinone<br>GO:0008137 NADH dehydrogenase (ubiquinone) activity
**SPN-E**	NM_057393	GO:0000398 nuclear mRNA splicing, via spliceosome<br>GO:0001556 oocyte maturation<br>GO:0003676 nucleic acid binding<br>GO:0003724 RNA helicase activity<br>GO:0004004 ATP-dependent RNA helicase activity<br>GO:0004386 helicase activity<br>GO:0005524 ATP binding<br>GO:0005737 cytoplasm<br>GO:0006342 chromatin silencing<br>GO:0006403 RNA localization<br>GO:0007294 oocyte fate determination (sensu Insecta)<br>GO:0007315 pole plasm assembly<br>GO:0007317 regulation of pole plasm oskar mRNA localization<br>GO:0008186 RNA-dependent ATPase activity<br>GO:0008270 zinc ion binding<br>GO:0008298 intracellular mRNA localization<br>GO:0009949 polarity specification of anterior/posterior axis<br>GO:0009951 polarity specification of dorsal/ventral axis<br>GO:0009993 oogenesis (sensu Insecta)<br>GO:0009994 oocyte differentiation<br>GO:0030423 RNA interference, targeting of mRNA for destruction<br>GO:0030717 karyosome formation<br>GO:0030720 oocyte localization during oogenesis<br>GO:0045451 pole plasm oskar mRNA localization
**CG9597**	NM_142242	

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0007315	pole plasm assembly	16 %
2	GO:0030717	karyosome formation	16 %
3	GO:0003779	actin binding	16 %
4	GO:0003676	nucleic acid binding	16 %
5	GO:0007317	regulation of pole plasm oskar mRNA localization	16 %
6	GO:0005200	structural constituent of cytoskeleton	16 %
7	GO:0003724	RNA helicase activity	16 %
8	GO:0008298	intracellular mRNA localization	16 %
9	GO:0007294	oocyte fate determination (sensu Insecta)	16 %
10	GO:0009951	polarity specification of dorsal/ventral axis	16 %
11	GO:0008270	zinc ion binding	16 %
12	GO:0006120	mitochondrial electron transport, NADH to ubiquinone	16 %
13	GO:0008186	RNA-dependent ATPase activity	16 %
14	GO:0006403	RNA localization	16 %
15	GO:0009993	oogenesis (sensu Insecta)	16 %
16	GO:0004386	helicase activity	16 %
17	GO:0005506	iron ion binding	16 %
18	GO:0009994	oocyte differentiation	16 %
19	GO:0005524	ATP binding	16 %
20	GO:0009949	polarity specification of anterior/posterior axis	16 %
21	GO:0030423	RNA interference, targeting of mRNA for destruction	16 %
22	GO:0007010	cytoskeleton organization and biogenesis	16 %
23	GO:0004004	ATP-dependent RNA helicase activity	16 %
24	GO:0001556	oocyte maturation	16 %
25	GO:0030720	oocyte localization during oogenesis	16 %
26	GO:0003954	NADH dehydrogenase activity	16 %
27	GO:0000398	nuclear mRNA splicing, via spliceosome	16 %
28	GO:0006342	chromatin silencing	16 %
29	GO:0005856	cytoskeleton	16 %
30	GO:0008137	NADH dehydrogenase (ubiquinone) activity	16 %
31	GO:0045451	pole plasm oskar mRNA localization	16 %
32	GO:0005747	mitochondrial respiratory chain complex I	16 %
33	GO:0005737	cytoplasm	16 %
34	GO:0030833	regulation of actin filament polymerization	16 %

globalUp – chr3R: 16887401 - 16923527

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	-	16887401	16890185	NM_079702	Cortactin	4	Cortactin CG3637-PA
CHR3R	+	16890950	16896639	NM_057255	AnnIX	5	Annexin IX CG5730-PB, isoform B
CHR3R	-	16896274	16899039	NM_079703	r-l	3	rudimentary-like CG3593-PA
CHR3R	+	16899728	16902520	NM_079704	dmrt93B	3	doublesex-Mab related 93B CG5737-PA
CHR3R	-	16902636	16906252	NM_142681	CG7056	2	CG7056-PA
CHR3R	-	16908760	16923527	NM_142682	RhoGAP93B	14	RhoGAP93B CG3421-PA

Cluster size: 36127 nucleotides

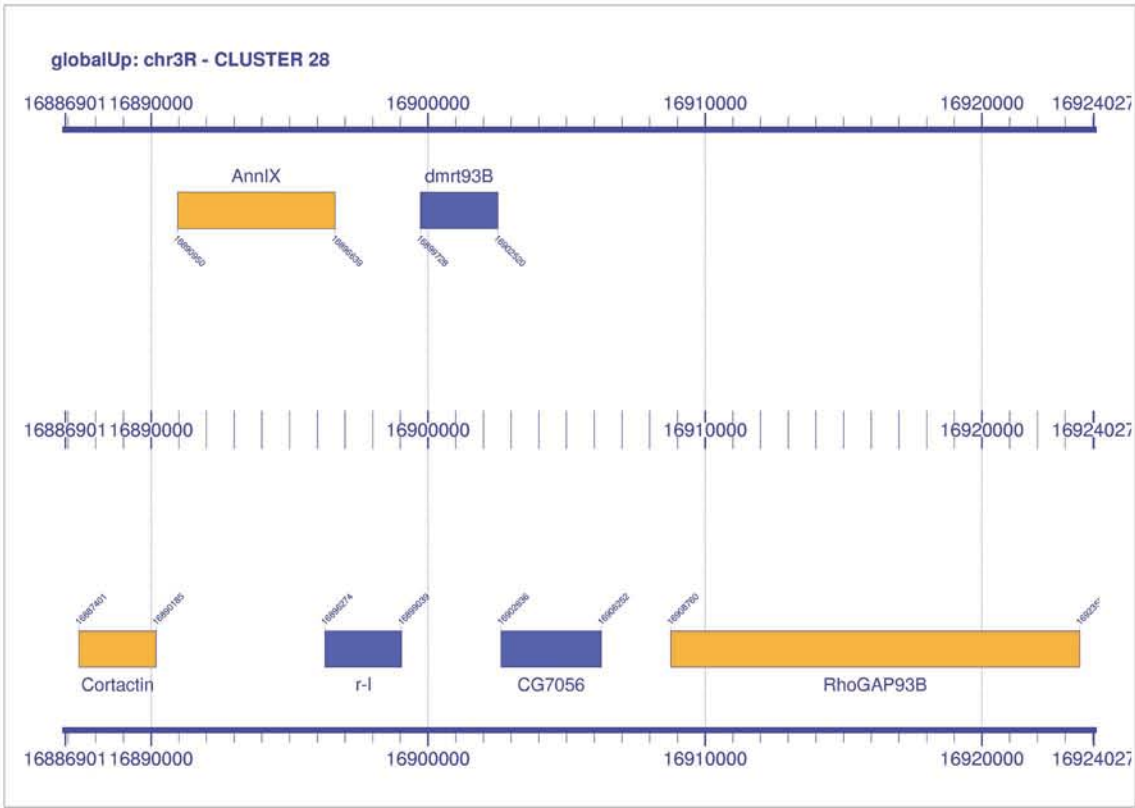

globalUp – cluster 28

Genomic components:

NAME	RefSeq	Function	
CORTACTIN	NM_079702	GO:0003779	actin binding
		GO:0005200	structural constituent of cytoskeleton
		GO:0005856	cytoskeleton
		GO:0007010	cytoskeleton organization and biogenesis
		GO:0007298	border follicle cell migration (sensu Insecta)
		GO:0007301	ovarian ring canal formation
		GO:0008360	regulation of cell shape
ANNIX	NM_057255	GO:0003779	actin binding
		GO:0005509	calcium ion binding
		GO:0005543	phospholipid binding
		GO:0005544	calcium-dependent phospholipid binding
		GO:0006629	lipid metabolic process
R-L	NM_079703		
DMRT93B	NM_079704	GO:0001501	skeletal development
		GO:0003700	transcription factor activity
		GO:0005634	nucleus
		GO:0006355	regulation of transcription, DNA-dependent
		GO:0007498	mesoderm development
		GO:0007517	muscle development
		GO:0007548	sex differentiation
CG7056	NM_142681	GO:0003700	transcription factor activity
		GO:0005634	nucleus
		GO:0006357	regulation of transcription from RNA polymerase II promoter
		GO:0007498	mesoderm development
		GO:0030097	hemopoiesis
		GO:0043565	sequence-specific DNA binding
		GO:0045449	regulation of transcription
RhoGAP93B	NM_142682	GO:0005856	cytoskeleton
		GO:0007411	axon guidance

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0003779	actin binding	33 %
2	GO:0005634	nucleus	33 %
3	GO:0007498	mesoderm development	33 %
4	GO:0005856	cytoskeleton	33 %
5	GO:0003700	transcription factor activity	33 %
6	GO:0001501	skeletal development	16 %
7	GO:0005509	calcium ion binding	16 %
8	GO:0005543	phospholipid binding	16 %
9	GO:0005200	structural constituent of cytoskeleton	16 %
10	GO:0007517	muscle development	16 %
11	GO:0030097	hemopoiesis	16 %
12	GO:0043565	sequence-specific DNA binding	16 %
13	GO:0006357	regulation of transcription from RNA polymerase II promoter	16 %
14	GO:0007301	ovarian ring canal formation	16 %
15	GO:0006355	regulation of transcription, DNA-dependent	16 %
16	GO:0005544	calcium-dependent phospholipid binding	16 %
17	GO:0006629	lipid metabolic process	16 %
18	GO:0045449	regulation of transcription	16 %
19	GO:0007010	cytoskeleton organization and biogenesis	16 %
20	GO:0007548	sex differentiation	16 %
21	GO:0008360	regulation of cell shape	16 %
22	GO:0007298	border follicle cell migration (sensu Insecta)	16 %
23	GO:0007411	axon guidance	16 %

globalUp – chr3R: 19586458 - 19627394

Genomic components: 3 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	-	19586458	19588951	NM_142925	CG10217	4	CG10217-PA, isoform A
CHR3R	+	19589578	19592386	NM_142926	Lsd-1	7	Lipid storage droplet-1 CG10374-PC, isoform C
CHR3R	-	19592240	19593174	NM_142927	CG10214	1	CG10214-PA
CHR3R	+	19593433	19594704	NM_142928	CG10375	3	CG10375-PA
CHR3R	-	19594120	19598529	NM_079741	tst	3	twister CG10210-PA
CHR3R	-	19598715	19599845	NM_142929	CG10208	2	CG10208-PA
CHR3R	-	19599946	19607366	NM_142930	Nup98	9	Nup98 CG10198-PA
CHR3R	+	19607507	19627394	NM_057796	mbc	14	myoblast city CG10379-PA

Cluster size: 40937 nucleotides

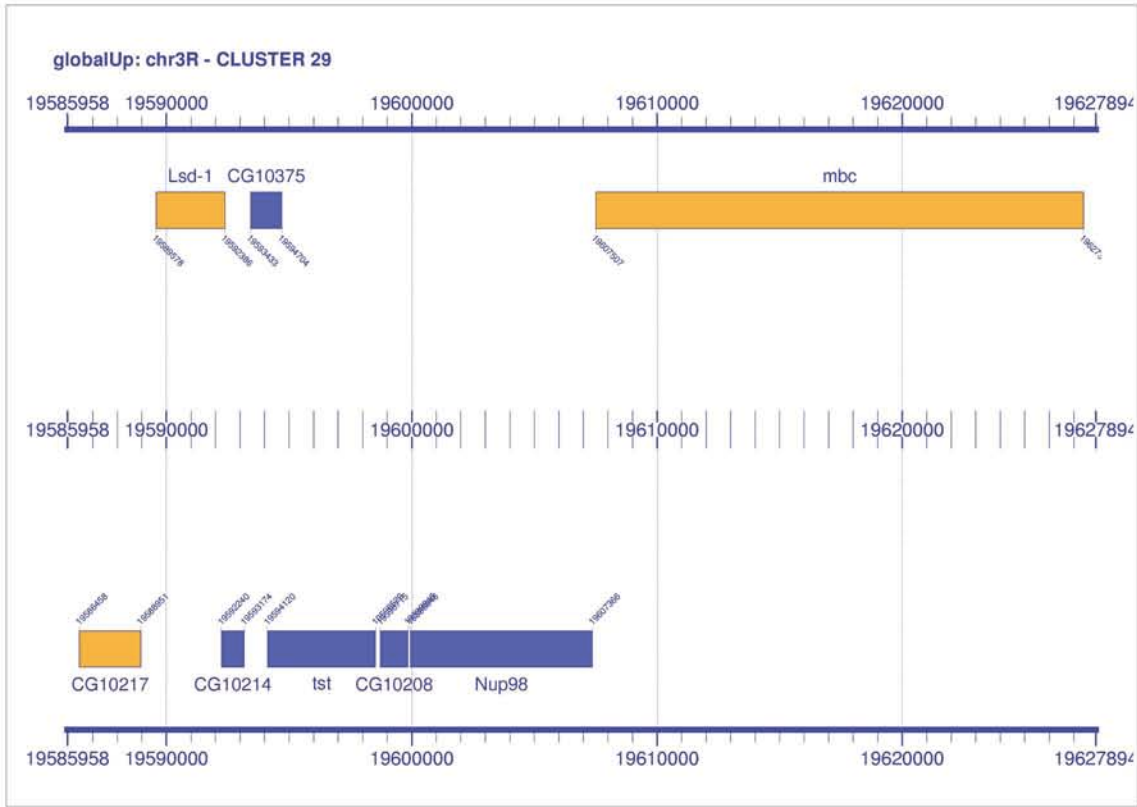

globalUp – cluster 29

Genomic components:

NAME	RefSeq	Function
**CG10217**	NM_142925	
**LSD-1**	NM_142926	GO:0005811 lipid particle<br>GO:0019915 sequestering of lipid
**CG10214**	NM_142927	GO:0000175 3'-5'-exoribonuclease activity<br>GO:0003676 nucleic acid binding<br>GO:0005634 nucleus<br>GO:0005739 mitochondrion<br>GO:0006401 RNA catabolic process<br>GO:0008946 oligonucleotidase activity
**CG10375**	NM_142928	GO:0031072 heat shock protein binding
**TST**	NM_079741	GO:0000381 regulation of alternative nuclear mRNA splicing, via spliceosome<br>GO:0003676 nucleic acid binding<br>GO:0004386 helicase activity<br>GO:0005524 ATP binding<br>GO:0005634 nucleus<br>GO:0006403 RNA localization<br>GO:0006412 translation<br>GO:0008026 ATP-dependent helicase activity<br>GO:0019538 protein metabolic process
**CG10208**	NM_142929	
**NUP98**	NM_142930	GO:0005643 nuclear pore<br>GO:0006605 protein targeting
**MBC**	NM_057796	GO:0000902 cell morphogenesis<br>GO:0001726 ruffle<br>GO:0005083 small GTPase regulator activity<br>GO:0005085 guanyl-nucleotide exchange factor activity<br>GO:0005515 protein binding<br>GO:0005525 GTP binding<br>GO:0006886 intracellular protein transport<br>GO:0006909 phagocytosis<br>GO:0007242 intracellular signaling cascade<br>GO:0007391 dorsal closure<br>GO:0007498 mesoderm development<br>GO:0007519 striated muscle development<br>GO:0007520 myoblast fusion<br>GO:0007523 larval visceral muscle development<br>GO:0051020 GTPase binding

GO density (8 genes):

RANKING	GO id	Function	Frequency
1	GO:0003676	nucleic acid binding	25 %
2	GO:0005634	nucleus	25 %
3	GO:0005083	small GTPase regulator activity	12 %
4	GO:0019915	sequestering of lipid	12 %
5	GO:0001726	ruffle	12 %
6	GO:0007520	myoblast fusion	12 %
7	GO:0007523	larval visceral muscle development	12 %
8	GO:0006401	RNA catabolic process	12 %
9	GO:0000902	cell morphogenesis	12 %
10	GO:0007498	mesoderm development	12 %
11	GO:0005739	mitochondrion	12 %
12	GO:0000175	3'-5'-exoribonuclease activity	12 %
13	GO:0006403	RNA localization	12 %
14	GO:0004386	helicase activity	12 %
15	GO:0031072	heat shock protein binding	12 %
16	GO:0005524	ATP binding	12 %
17	GO:0005643	nuclear pore	12 %
18	GO:0005525	GTP binding	12 %
19	GO:0007519	striated muscle development	12 %
20	GO:0006412	translation	12 %
21	GO:0051020	GTPase binding	12 %
22	GO:0005811	lipid particle	12 %
23	GO:0019538	protein metabolic process	12 %
24	GO:0006886	intracellular protein transport	12 %
25	GO:0008946	oligonucleotidase activity	12 %
26	GO:0006605	protein targeting	12 %
27	GO:0006909	phagocytosis	12 %
28	GO:0007242	intracellular signaling cascade	12 %
29	GO:0005515	protein binding	12 %
30	GO:0008026	ATP-dependent helicase activity	12 %
31	GO:0005085	guanyl-nucleotide exchange factor activity	12 %
32	GO:0007391	dorsal closure	12 %
33	GO:0000381	regulation of alternative nuclear mRNA splicing, via spliceosome	12 %

globalUp – chr3R: 21115598 - 21150108

How the deposited data were processed for this re-analysis (not part of the article)

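RNA from 4 populations of FACS-sorted wing disc cells was measured on Affymetrix Drosophila Genome 2.0 arrays: JNK-positive and JNK-negative cells of wounded discs (4 arrays each) and of non-wounded discs (3 arrays each). All discs had been cultured for 16 to 18 hours. The deposited table holds log2 intensities that the authors made with RMA, which corrects background, quantile normalizes the arrays and summarizes the probes of each probe set. The RMA software version is not stated. The values span 3.00 to 14.7 in the wounded and 3.49 to 14.8 in the non-wounded arrays, and the medians differ between the 2 states, so the states were taken to have been normalized apart.

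From these values, group means, differences and tests were computed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Of 18952 probe sets, 183 control probe sets were left out and 18769 tested. Gene names came from the platform annotation and, for 212 probe sets, from the tables of the study. There were 13859 probe sets with 1 gene named (12170 genes), 402 with several and 4508 with none. A gene was counted once if any of its probe sets passed.

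The global comparison took the 8 wounded arrays and the 8520 probe sets with an intensity over 40 in at least 25% of arrays and an interquartile range above the 10th percentile. The thresholds were an adjusted p under 0.05 and a change of at least 2-fold or 1.5-fold. W (JNK+ W against JNK- W), NW (JNK+ against JNK-) and D (W minus NW, which tests the difference between the states) were contrasts of 1 model of 4 groups over 14 arrays, at 1.3-fold and an adjusted p under 0.05. The wounded-only set holds probe sets in W and D and not in NW, and the W/NW/D set those in all 3. Linear models and moderated t-tests came from limma, and p-values were adjusted by the Benjamini-Hochberg method. Wounding effects within a population were taken after the 14 arrays had been quantile normalized together. Where W is given for single genes with I and II averaged, replicates I and II of a population entered as 1 sample.

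Template matching took the probe sets in W, NW or D and the 50 distinct shapes of 4 groups at up to 3 levels, with a squared Pearson correlation over 0.95. Neighbouring genes were counted as adjacent pairs of called genes and compared with 10000 permutations of the calls within chromosome arms.

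Gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01, and again with an estimated correlation and with the rotation tests of fry. A gene entered with 1 probe set. In W these tests took all members of a list, whereas the counts and medians given beside them cover the members past the filter of the global comparison. Genes that only the tables of the study name are not in the lists, so that membership does not depend on its calls. Of 36 such genes 13 were higher and 8 lower in W at an adjusted p under 0.05 in limma, 14 higher and 2 lower in NW, and 4 negative for D. The study's tables hold genes that it called on these arrays, so calls among these 36 are no separate support. The lists were written with the paper's text and tables read. They are E(spl) and bHLH factors, the Iroquois complex, JAK/STAT, the JNK pathway, JNK targets, Osiris genes, Pvr and Pvf, the TCP1 chaperonin, prefoldin, actin regulators, actins, tubulins, apoptosis, cell cycle and DNA replication, cuticle proteins, cytochrome P450, cytosolic and mitochondrial ribosomal proteins, the proteasome, tRNA synthetases, the vacuolar ATPase, ecdysone response, extracellular matrix and its remodelling, integrin and focal adhesion, heat shock and oxidative stress, imaginal disc growth factors, innate immunity, serpins, tetraspanins, signalling ligands, peripodial and stalk genes and wing disc regional genes. Markers of other cells are the lists of adepithelial myoblasts, muscle structural genes, hemocytes, trachea, fat body, neurons and glia, salivary gland and male dosage compensation. The last has fewer than 3 members and was not tested, which leaves 39 of 40 lists.

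Genes are named by a rule: the genes that the paper names, the 10 largest rises and falls of the global comparison whose groups do not overlap, the 10 largest rises and falls in NW and in D, and for each list the largest changes that passed. The probe set is the one that the paper's tables or legends name, otherwise the one with the highest mean. Values in S1 to S6 Tables had been seen when the rule was written, and exceptions are marked where they stand.

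The labels of the wounded arrays pair A with 1A, B with 1B, I with I and II with II, and those of the non-wounded arrays 1, 2 and 3, while nothing states what a label marks. Deviations from the group means correlated between arrays of the same label at 0.58 to 0.65 in wounded discs, and at -0.19 to -0.01 in non-wounded discs. The labels were therefore read as marking pairs in the wounded arrays only. The main fits used no block in either state. Fits with the label as a block were run as an alternative, and in the comparisons of both states they blocked the non-wounded arrays by their numbers too.

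Other alternatives were no filter or a filter at an intensity of 100, unadjusted p, quantile normalization applied again, arrays centred on their medians, all arrays in 1 model, an intensity trend, array quality weights, the label series as a block or alone, I and II averaged, a fold threshold of 1.5, a ratio of 0.7 for falls, other probe sets of a gene, and each array left out in turn. For 4 arrays per group, the fits were tested on simulated data with 200 changed probe sets, 50 for each of 4 fold changes. The global comparison found 11, 36, 43 and 49 of 50 at 1.5, 2, 3 and 4-fold, with 5 false calls, and D found 16, 38, 45 and 45, with 4 false calls. The simulated arrays were drawn independently, without the closeness of I and II, the pairs or the label series. These recoveries and false calls therefore need not hold for the real arrays. The study's imaging and screen data are not in the deposited table and were not analysed.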

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

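The tests of separate normalization and of a profile taken on by JNK- W cells were chosen only after the result was seen. Of 64 genes that the paper names, 13 differed between wounded and non-wounded discs by the test of the difference itself (D at an adjusted p under 0.05 in limma, all arrays). The D values, with W and NW in brackets, were *Arc1* -2.41 (0.67 and 3.08), *CG13744* 0.64 (1.24 and 0.60), *Cht6* -0.55 (-0.56 and -0.016), *Cpr72Eb* -2.41 (-1.34 and 1.08), *Pvf1* -0.94 (2.26 and 3.21), *Ssb-c31a* 0.68 (0.50 and -0.18), *Trs23* 0.56 (0.57 and 0.011), *TwdlT* -1.45 (-1.58 and -0.13), *cpa* 0.59 (0.86 and 0.27), *klar* 0.51 (-0.43 and -0.94), *pins* 1.01 (0.60 and -0.41), *pinta* -0.89 (0.84 and 1.73) and *scaf* -1.70 (1.91 and 3.61).

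Over the 2721 probe sets called in NW, 90.7% had a smaller JNK-positive to JNK-negative difference in wounded discs. A shift between the 2 states cancels from W and NW, and a difference of scale left by separate normalization is argued against as the whole cause, since the slope of W on NW was 0.464 before and 0.458 after all arrays were quantile normalized together (the bound for that cause was 0.8), a step that moved the NW calls from 2721 to 3083. Mixing of JNK+ cells into the JNK- W sort is argued against as well, because the probe sets of the pattern need 50.3% of such cells (lower quartile) and the 10 largest rises in JNK+ W cells leave room for 9.77% at most. Selection of the probe sets on their non-wounded difference may contribute to the pattern, as 45.1% of the probe sets called in W were smaller in wounded discs, within the bound set for it. Selection alone, acting alike in both states, would mirror the 90.7% and leave few of the probe sets called in W smaller in wounded discs. How much of the pattern it accounts for is therefore not settled by this test. Whether JNK- cells of wounded discs also take on part of the JNK+ profile stays open, since of 305 probe sets 199 were higher in JNK- W than in JNK- cells and 153 lower in JNK+ W than in JNK+ cells (54 both, 7 neither), and wounding cannot be told apart from the label series of the arrays. By the paper, the *puc* reporter marks stalk and peripodial cells without wounding, and also columnar and peripodial cells of wound edges with it. The JNK-positive sorts of the 2 states may thus hold different cells, which was not tested here.

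In 21 of 128 groups of 4 wounded arrays of these genes, 1 array lay far from the 3 others (a gap past the 95% bound of Dixon for 4 values), where chance gives about 1 in 20 if the arrays are independent. All of these were letter arrays, and since I and II lie close together (an SD of 0.11 to 0.12 against 0.36 to 0.47 for the other pairs), a letter array is set apart more easily than among independent arrays. The log2 intensities are given with the range of the 3 others in brackets. In JNK+ W replicate B the values were *CG15611* 8.74 (8.92 to 8.94), *Cpr72Eb* 10.2 (10.77 to 10.89), *TfAP-2* 6.33 (6.72 to 6.79), *Vrp1* 11.1 (10.45 to 10.56), *ara* 7.27 (7.56 to 7.61), *msn* 10.3 (9.97 to 10.01) and *scb* 11.1 (10.01 to 10.09). In JNK+ W replicate A the values were *Cyt-c-p* 10.0 (10.57 to 10.60), *Tg* 8.04 (8.46 to 8.55), *lky* 3.84 (4.00 to 4.03) and *scaf* 12.1 (12.53 to 12.59). In JNK- W replicate 1A the values were *Pvf2* 7.59 (9.10 to 9.26), *RabGGTa* 6.37 (8.26 to 8.61), *klar* 11.7 (11.94 to 11.96), *mirr* 8.98 (8.20 to 8.32), *puc* 6.89 (9.68 to 9.84) and *smal* 7.84 (7.52 to 7.56). In JNK- W replicate 1B the values were *Ssb-c31a* 8.24 (8.65 to 8.73), *TfAP-2* 7.73 (8.08 to 8.15), *ara* 7.87 (8.42 to 8.48) and *rept* 7.45 (8.46 to 8.58).

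*puc*, the gene of the sorting reporter, was at 6.89 in JNK- W replicate 1A and at 9.68 to 9.84 in the 3 others. If the other sorts held more JNK-positive cells, array 1A minus their mean should slope down on the NW difference by over 0.2, and a slope over -0.1 would exclude it. The slope was -0.181, between the 2 bounds, against -0.021, 0.11 and 0.092 for 1B, I and II. More JNK-positive cells in the 3 other sorts may therefore contribute and cannot be told apart from other differences of array 1A. As the whole cause of the *puc* difference they are argued against. The 10 largest rises in JNK+ W cells leave room for 9.77% of such cells at most in the JNK- W sort. *puc* lay at 9.46 to 10.5 in the JNK+ W arrays, so that share would leave it well under 9.68. The paper gives no biological difference for a single array, and none was tested.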

How the results depend on the processing

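The alternatives that averaged I and II in the global comparison, combined the averaging with a filter, block or normalization, took the letter or Roman wounded arrays alone in the comparisons of both states, or left out arrays in list tests, templates and neighbouring genes were chosen after the values were seen, and where not stated otherwise the cause of a change was not tested.

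Of 91 named genes past the threshold in W, 36 kept direction and threshold under each alternative run, as did 90 of 104 in NW and 37 of 62 for D. Over all alternatives 2523 of 2893 gene values in W, 3383 of 3606 in NW, 3103 of 3456 for D, 1546 of 1677 list values and 301 of 391 counts stayed the same by this measure, while 209, 65, 238 and 108 gene and list values lost the threshold and 158, 156, 114 and 23 gained it. Few arrays, the background level (array medians of 4.81 to 5.43 against values up to 14.8) and the possible technical replication of I and II limit what these arrays can show, so no call in low signals does not mean no change. The window of the authors' tool for clusters of neighbouring genes was not run, and the arrays behind the paper's figure panels were taken as I and II averaged, which gave no other sample choice to run.

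With the pairs as a block, 29 of 145 named genes gained a call in W and 0 lost one in limma (116 were the same), 130 of 150 were the same for D (3 lost and 17 gained) and 134 of 150 in NW (16 gained). The replicate block gave 2405 probe sets in W against 1779 and 3443 in NW against 2721 (4025 with the 6 non-wounded arrays alone), and D moved from 693 to 1326, the wounded-only set from 106 to 206 and the W/NW/D set from 161 to 321. In non-wounded discs no array correlated with its own number above 0.1, so the blocked NW and D values rest on numbers that may mark nothing. After averaging I and II as well, the block gave 163 wounded-only and 259 in W/NW/D, and of the 145 named genes 12 gained a call in W, 8 lost one and 125 were the same. In wounded discs each array correlated best with the array of its own label, apart from JNK+ W replicate I and JNK- W replicate II, which correlated best with each other (0.59), a hint from the data and not the design.

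Array quality weights, which were 3.56 to 5.88 for I and II and 0.156 to 0.449 for the letter arrays, gave 185 genes higher and 283 lower at 2-fold (against 238 and 117), 510 and 835 at 1.5-fold (against 512 and 264), 2932 probe sets in W, 3461 for D, 662 wounded-only and 671 in W/NW/D. The Roman arrays alone gave 187 and 329 at 2-fold, 508 and 904 at 1.5-fold, and 3524 in W, 3745 for D, 893 and 824. The letter arrays alone gave 191 higher and 32 lower at both thresholds, and 3236 in W, 1439 for D, 472 and 263. With I and II averaged there were 243 higher and 97 lower genes at 1.5-fold, 421 probe sets for D, 47 wounded-only (49 with the filter) and 101 in W/NW/D. Median centring gave 169 lower at 1.5-fold, 57 wounded-only and 100 in W/NW/D. A threshold of 1.5-fold instead of 1.3-fold, a stricter choice by construction, gave 1068 in W and 107 in W/NW/D.

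Wounding effects depend on the scale of the values. The deposited values gave 12611 probe sets in JNK-positive cells (237 higher, 12374 lower) and 13553 in JNK-negative cells (518 and 13035), and the filter 5504 and 6070. Quantile normalization of all arrays gave 3024 (1484 and 1540) and 3667 (1621 and 2046), and median centring 2873 (1936 and 937) and 3123 (1606 and 1517). With quantile normalization, averaging I and II gave 2994 and 3467, the letter arrays 4062 and 4288 and the Roman arrays 3822 and 5297.

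Among the lists, camera with an estimated correlation put 0 of 39 past the threshold in W, 0 in NW and 0 for D (20, 20 and 12 with the preset value), and rotation tests 4 for D. The block put the proteasome in W (adjusted p = 0.0032) and NW (0.031), the integrin list in NW (0.047) and the Iroquois list for D (0.034) past the threshold, no longer put the tetraspanins past it in NW (0.056) and changed no other list call. Templates matched 2163 probe sets in 47 shapes over group means, 717 in 32 at a squared correlation over 0.90 and 540 from all probe sets, against 129 in 17. Adjacent pairs were 71 higher and 15 lower at 1.5-fold, 3 and 1 in the W/NW/D set and 0 and 1 in the wounded-only set, against 24 and 4 at 2-fold.

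Some genes changed sign: *kn* in W with the Roman arrays alone (-0.32), *Cht6* with its second probe set (0.24 in W, 0.27 for D), *smal* in NW (0.039), *TrpRS* in W (-0.31) and *br* in NW (0.83, adjusted p = 0.019) with another probe set each.

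Leaving out 1 array gave 198 (without JNK+ W replicate I) to 261 genes higher and 91 (without JNK+ W replicate I) to 144 lower at 2-fold, and 314 to 487 higher and 162 to 371 lower at 1.5-fold. At 1.5-fold 314 and 162 were left without JNK+ W replicate I, and 317 and 163 without JNK+ W replicate II. The ranges were 1430 to 1972 in W, 2106 to 3082 in NW, 323 to 1231 for D, 47 to 239 wounded-only and 85 to 283 in W/NW/D. For wounding they were 11859 to 12815 in JNK-positive and 12944 to 13928 in JNK-negative cells. These wounding counts used the deposited values, so the offset between the states enters them. Lists past the threshold ranged from 19 to 21 in W, 16 to 19 in NW and 8 to 16 for D, template probe sets from 111 to 231 in 16 to 26 shapes, and adjacent pairs from 21 to 27 higher and 3 to 8 lower. The highest values for D (1231), the wounded-only set (239), W/NW/D (283), template probe sets (231), shapes (26) and lower pairs (8, and 7 without JNK- W replicate 1B) came without JNK- W replicate 1A. Without JNK+ W replicate I or without JNK+ W replicate II the wounded-only set had 63 and 53. Without JNK+ replicate 1, without JNK+ replicate 2, without JNK+ replicate 3, without JNK- replicate 2 and without JNK- replicate 3, in this order, D had 410, 360, 338, 336 and 323, the wounded-only set 54, 47, 47, 47 and 47, and W/NW/D 106, 99, 89, 94 and 85.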

Differences from the paper's values

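The averaging of I and II named here for single values, the fit of S1 Table to the arrays and the alternatives marked so were chosen after the values were seen; the other alternatives were set before the data were examined. A count is taken as near the paper's where it lies within 1.5 times of it.

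For genes at least 2-fold lower in JNK+ W cells, the paper's count is 180 against 117 here. Of 20 alternatives 7 lie within 1.5 times of it (121 to 144): quantile normalization again, an intensity trend, the pair block, the series block, without JNK- W replicate 1A, an unadjusted p and all 14 arrays in 1 model, and the other 13 do not. For the additional higher genes between 1.5-fold and 2-fold, the paper's count is 439 against 274 here, and array quality weights, the pair block, the series block, the Roman arrays alone, an unadjusted p and all 14 arrays in 1 model lie within 1.5 times of it (321 to 428), while the other 14 do not; the pair block with I and II averaged, chosen after the values were seen, gives 295 and leaves out 239 of the 439 probe sets of S1 Table in this range. For the additional lower genes the paper's count is 568 against 147, and array quality weights and the Roman arrays alone lie within 1.5 times of it (552 and 575) and the other 18 do not. In a fit of the fold changes of S1 Table to the 8 wounded arrays, the letter arrays carry weights of 0.447, 0.547, -0.423 and -0.555 (A, B, 1A and 1B) and the Roman arrays -0.121 to 0.113, whereas the letter arrays alone lie near none of these 3 counts.

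The paper's D set has 2565 probe sets against 693 here, its wounded-only set 430 against 100 genes, and its W/NW/D set 610 against 157. In that last set the paper's split is 392 higher (100 here) and 218 lower (57 here) in wounded discs, and 425 higher (115) and 185 lower (42) in non-wounded discs. Of 23 alternatives set beforehand, only array quality weights lie within 1.5 times of the paper's D (3461), wounded-only (576) and W/NW/D (615) totals, its 392 (279), its 425 (456) and its 185 (159), and none does for its 218. For the paper's 293 higher wounded-only genes (33 here) none of the 23 does, and for its 137 lower ones (67 here) only the fit without JNK- W replicate 1A (175). Letter or Roman wounded arrays alone were fitted after the values were seen, and the brackets give, after each count, the probe sets of S2 or S3 Table that it leaves out. The Roman arrays lie within 1.5 times of the paper's D (3745), its W/NW/D total (749, 272 of 634 left out), its 392 (311, 191 of 399), 425 (558, 152 of 431) and 185 (193, 120 of 203), and its 293 (230, 220 of 293). After quantile normalization together they do so for the W/NW/D total (752, 242 of 634), the 392 (351, 176 of 399), the 425 (523, 153 of 431), the 185 (231, 89 of 203) and the 293 (409, 156 of 293). The letter arrays do so for the wounded-only total (398, 263 of 430), the 293 (239, 160 of 293) and the 137 (159, 103 of 137, and 127, 97 of 137, after quantile normalization together).

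For template matching, the paper's 288 genes stand against 121 here, and of 4 alternatives only that of all probe sets as the starting set lies within 1.5 times of it (377). The paper's 34 clusters stand against 17, and group means (47) and a squared correlation over 0.90 (32) lie within 1.5 times of it while the other two do not. Chosen after the values were seen, the matching without JNK- W replicate 1A lies within 1.5 times of both (219 genes and 26 shapes), and that after quantile normalization together of the clusters (25). The paper's fold change of *CCT6* is 2.54 and the value here 1.31 (SD 0.58), no alternative of 20 lies within 1.5 times of it, and the paper's S1 Table lists 1.54 for this gene, where the letter arrays alone give 1.50 here.

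The paper counts *CCT6* and *CCT7* among the genes higher in JNK+ W cells, and here neither passed in limma over the 8 arrays (adjusted p = 0.39 and 0.071), whereas *CCT5* did. *CCT6* passed with the series block, and *CCT7* with an intensity trend, array quality weights, the pair block, the series block and the Roman arrays alone, as well as with I and II averaged, chosen after seeing the values, over all probe sets or with the pair block. The paper names *sqh* and *rhea* among its higher cytoskeletal genes, and their differences of 0.59 and 0.42 did not pass (adjusted p = 0.18 and 0.13 in limma), although *sqh* passed with array quality weights, either block and the Roman arrays alone. It names *caup* beside *mirr* and *ara* as lower, and *caup* differed by -0.85 (adjusted p = 0.13), past the threshold with array quality weights, either block, the Roman arrays alone and without JNK- W replicate 1B.

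The paper's text gives CG1225 as higher in JNK+ W and lower in JNK+ cells, and no probe set carries that name. *CG12255* (*Cpr72Eb*) differed by -1.34 in W and 1.08 in NW, the reverse of that statement and the direction of the paper's Fig. 2L for this gene. The paper describes *Mmp1* and *Timp* as rising specifically upon wounding, and here both were higher in JNK-positive cells of non-wounded discs as well (1.53 and 2.42), with D values that did not pass (adjusted p = 0.40 and 0.86).

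The paper describes cuticle components as a term of the lower genes in JNK-positive cells of both states, from a test of GO terms within its gene sets. The list used here was counted over whole comparisons, an unlike measure. In NW 22 of 109 were higher and 3 lower, while in W 7 of 50 were higher and 8 lower. The paper reports genes of cell proliferation among the rises, from a test of GO terms. A list of 24 genes of cell cycle and DNA replication was counted here over all of W, an unlike measure. Of these 0 were higher and 2 lower in W (limma, 2 higher at an unadjusted p under 0.05). The list lacks *CycA*, *Cdk1*, *stg*, *E2f1* and *polo*, among others, whose probe sets the platform annotation does not name. The paper describes JAK/STAT signalling and cell death as terms of the higher genes within its wounded-only and W/NW/D sets, from a test of GO terms. Lists of JAK/STAT genes and of apoptosis genes were tested here over all of W, which is an unlike measure. They had camera adjusted p = 0.30 and 0.79, with 1 of 8 and 2 of 10 higher. These tests lack *upd3*, *hop* and *Socs36E* and *rpr*, *hid*, *Drice* and *Diap1*, whose probe sets the platform annotation does not name, and of these *Drice* was higher (0.78). D did not pass for *smal* (adjusted p = 0.090), which the paper gives as lower to a larger extent with wounding, except with array quality weights. It passed for *cpa*, *Trs23*, *Cht6*, *CG13744* and *klar* with all arrays and not with I and II averaged.

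In the paper's S1 Table, 10 of 1533 probe sets carry a p over 0.05, with a largest p of 0.106. The scale of the negative fold changes in its S2 and S3 Tables is not stated, and the lowest of them in W are -1.7228 and -1.8718.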

Other observations

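The splits, except that of the lists in W, and the tests of the myoblast pattern were chosen only after the result was seen.

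In non-wounded discs the neuron and glia genes *moody* (a receptor gene of glia), *Appl* and *gcm* rose in JNK-positive cells by 4.05, 2.24 and 1.58 on the log2 scale. Of their list 6 of 12 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 in limma), and the median was 0.48 (camera adjusted p = 0.00016, and adjusted p = 0.16 with an estimated correlation). In W *moody* (2.21) and *nrv2* (0.50) rose, 2 of 9 with 0 lower (0 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.21). The growth factor genes *Idgf4*, *Idgf2* and *Idgf3* rose in NW by 3.33, 2.19 and 1.91, and in this family 5 of 6 were higher and 0 lower (0 lower at an unadjusted p under 0.05 in limma), with a median of 1.41 (camera adjusted p = 1.6e-05, and adjusted p = 0.096 with an estimated correlation). *Spn47C* and *Spn43Ab*, protease inhibitor genes, rose by 4.39 and 1.85, and of the serpins 9 of 28 were higher and 3 lower (median 0.049, camera adjusted p = 0.0069, and adjusted p = 0.096 with an estimated correlation). For D 1 of 28 was positive and 3 negative (camera adjusted p = 0.31). The peripodial and stalk genes *drm* and *sob* rose by 1.66 and 0.91, 2 of 7 with 0 lower (0 lower at an unadjusted p under 0.05 in limma), and the median was 0.76 (camera adjusted p = 0.020, and adjusted p = 0.096 with an estimated correlation). For D 0 of 7 were positive and 0 negative (0 positive and 1 negative at an unadjusted p under 0.05 in limma, camera adjusted p = 0.85).

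The tetraspanin genes *Tsp42El* (3.20), *Tsp42Ej* (1.52), *Tsp42Ei* and *Tsp42Ef* rose in W, 4 of 19 with 0 lower (3 lower at an unadjusted p under 0.05 in limma, median -0.17, camera adjusted p = 0.93). In NW 8 of 32 were higher and 3 lower, *Tsp42El* (5.74) and *Tsp42Ed* (3.74) first, with a median of 0.11 (camera adjusted p = 0.042, and adjusted p = 0.48 with an estimated correlation) and a camera adjusted p of 0.056 with the replicate block. For D 0 of 32 were positive and 2 negative (median -0.17, camera adjusted p = 0.025, and adjusted p = 0.45 with an estimated correlation). Of the P450 genes 11 of 81 were higher and 6 lower in NW, among them *Cyp6d2* (3.72) and *Cyp4d2* (-1.57), 1 of 25 was higher in W (*Cyp313b1*, 1.05) and 0 lower (4 lower at an unadjusted p under 0.05 in limma), and for D 2 of 81 were positive and 4 negative. None of the 3 P450 tests passed (camera adjusted p = 0.50, 0.44 and 0.18). The ecdysone-response genes *ImpL2* (2.47) and *Edg84A* (1.54) rose and *ImpL1* (-1.85) and *br* (-0.98) fell in NW, where 3 of 18 were higher and 5 lower (camera adjusted p = 0.77). Another *br* probe set rose in NW by 0.83 (adjusted p = 0.019), so the direction of *br* is left open. For D *Edg84A* (-2.65) and *Edg91* (-1.64) were the only calls of 18 (camera adjusted p = 0.13), and *Ldh*, which the list leaves out, had 3.75 in NW and a D of -1.59, while *Eip75B* had 1.49 in NW. Of the wing regional genes *tup* (1.33) and *dpp* (0.89) rose in W and *Sox15* (-1.93) and *Dll* (-0.61) fell, 2 and 4 of 23 (camera adjusted p = 0.17).

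Markers of other cells moved as follows. Of the tracheal genes 0 of 7 were higher and 0 lower in W (1 higher and 0 lower at an unadjusted p under 0.05 in limma), with a median of 0.21 (camera adjusted p = 0.014, and adjusted p = 0.29 with an estimated correlation). In NW *serp* (1.36), *verm* (0.72) and *vvl* (-0.53) were among the calls (4 of 8 were higher and 1 lower, median 0.35, camera adjusted p = 0.025, and adjusted p = 0.31 with an estimated correlation), and for D 1 of 8 was positive and 1 negative (camera adjusted p = 0.38). The glue protein gene *Sgs5* rose in NW by 3.41 and had a D of -3.30. Of the salivary gland list 2 of 8 were higher and 0 lower in NW (0 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.11), 0 of 2 were higher and 0 lower in W (0 higher and 0 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.79) and for D 0 of 8 were positive and 1 negative (median -0.17, camera adjusted p = 0.030, and adjusted p = 0.45 with an estimated correlation). Of the hemocyte genes 0 of 3 were higher and 0 lower in W (0 higher and 0 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.88), 1 of 12 was higher and 0 lower in NW (*Pxn*, 0.49, camera adjusted p = 0.36) and 0 of 12 were positive and 1 negative for D (*Pxn*, -0.83, camera adjusted p = 0.46). Of the fat body genes 0 of 3 were higher and 0 lower in W (0 higher and 1 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.79), 0 of 5 were higher and 0 lower in NW (0 higher and 1 lower at an unadjusted p under 0.05 in limma, camera adjusted p = 0.57) and 0 of 5 were positive and 0 negative for D (0 positive and 0 negative at an unadjusted p under 0.05 in limma, camera adjusted p = 0.76). Of the muscle structural genes *bt* rose (1.83) and *Act87E* fell in W (1 of 3 was higher and 1 lower, camera adjusted p = 0.79), as did *Act57B*, which the list leaves out (-1.60), *bt* alone rose in NW (2.56, 1 of 11 was higher and 0 lower, camera adjusted p = 0.61) and *Act87E* alone passed for D (0 of 11 were positive and 1 negative, camera adjusted p = 0.18). The actin list test took 3 members in W (camera adjusted p = 0.37), of which *Act87E* alone was past the filter. *msl-2*, the only member of the dosage compensation list, differed by -0.049 in W and -0.38 in NW.

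Adepithelial myoblast genes were lower in JNK+ W cells, with a median of -0.976 over the 9 members above a level of 6 in JNK- W cells (8 lower, quartiles -2.68 and -0.36), and without wounding 2 of 10 members were higher and 1 lower (camera adjusted p = 0.77). Scaling between arrays is argued against, since the median was -1.02 after quantile normalization. A loss of hemocytes or fat body cells from the sort cannot be told apart, since 3 of 12 and 1 of 5 members of these lists lay above that level (medians of -0.0069 and 0.045 over all members). Fewer adepithelial myoblasts in the JNK+ W sort, which the GFP gate does not remove by cell type, is a candidate explanation that stays open, since the median fall just misses the bound of 1 set for it, and its most abundant members, *Ama* and *blow* (levels of 11.3 and 10.3 in JNK- W cells), differed by -0.36 and 0.072. With wounding the medians were -0.53 in JNK-positive and 0.59 in JNK-negative cells after normalization together, so a change of expression cannot be told apart from a change in the share of myoblasts, and how many of these genes the disc epithelium also expresses was not measured (*Him* had been seen among the falls of S1 Table).

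Other assignments of the arrays to the 2 groups were counted, with each array taken as 1 sample. On this count chance is excluded for the global comparison at 2-fold (372 probe sets, highest other split 51) and 1.5-fold (836, and 163 for the split that follows the label series). It is excluded too for W (1779, highest other 678, and 1237 where the gate labels of the wounded arrays alone were reassigned), all after limma tests. The same holds for wounding in JNK-positive (3307, highest other 119) and JNK-negative cells (3082, highest other 1413). Each population was fitted alone for these splits, so the counts differ from those of the model of all arrays. The splits do not tell wounding apart from the label series. The 8 splits that part all 4 pairs, of which the 7 others gave 0 at 2-fold and 1.5-fold (limma), are too few for a share under 0.05, and so are the 10 splits of 3 against 3 samples that remain if I and II count as 1 sample. For the wounded-only set (106) no other split gave as many when the labels of both states were reassigned (highest other 14). Most of those splits had no call in W, which the set needs, so they decide little. With the wounded arrays alone reassigned chance is not excluded, as 3 of 35 splits gave as many or more (highest other 508, from the split that follows the label series). For the W/NW/D set (161) it is not excluded with the wounded arrays alone reassigned, where 2 of 35 splits gave as many or more (highest other 216, from the same split). Reassigning both states decides nothing for this set (highest other 0), because only 6 of those splits had any call in NW. For D (693) the splits decide nothing either: 5 of 100 and, with the wounded arrays alone reassigned, 20 of 35 gave as many or more (highest other 1813 and 2808), the real one included, and the others among these keep the NW difference, which D then contains. For the number of lists past the threshold in W (20, highest other 21) chance is not excluded. For NW (2721, highest other 0) the splits of 3 against 3 arrays are too few for a share under 0.05.

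Of the genes that the paper's screen tested, *Tg* (1.67, adjusted p = 0.0047), *hui* (1.34, adjusted p = 0.00087), *Spn55B* (1.15, adjusted p = 0.0013), *CG7296* (1.71, adjusted p = 0.0029), *CG15611* (1.33, adjusted p = 0.0023), *TrpRS* (1.14, adjusted p = 0.037) and *cpb* (0.91, adjusted p = 0.042) were higher in JNK+ W cells in limma. For *TrpRS* the call rests on 1 probe set, since the others were -0.31 (adjusted p = 0.54) and 0.75 (adjusted p = 0.12). The differences of *loco* (0.35, adjusted p = 0.14) and *Mybbp1A* (0.14, adjusted p = 0.62) did not pass. Those of *Arc1* (0.67, adjusted p = 0.094), *RabGGTa* (1.32, adjusted p = 0.092), *Lam* (-0.38, adjusted p = 0.063), *scb* (0.94, adjusted p = 0.12), *CG15027* (0.74, adjusted p = 0.20), *CG1703* (0.95, adjusted p = 0.10) and *br* (-0.59, adjusted p = 0.11) did not pass either, and did with the replicate block by pair (adjusted p = 0.0496 for *Arc1*, 0.018 for *RabGGTa*, 0.027 for *Lam*, 0.017 for *scb*, 0.013 for *CG15027*, 0.020 for *CG1703* and 0.014 for *br*). After averaging I and II under the same block *RabGGTa*, *scb*, *CG15027* and *CG1703* passed (adjusted p = 0.039 for *RabGGTa*, 0.038 for *scb*, 0.036 for *CG15027* and 0.035 for *CG1703*), and *Arc1*, *Lam* and *br* did not (0.069 for *Arc1*, 0.096 for *Lam* and 0.062 for *br*).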
